# Requirement of DNMT1 to orchestrate epigenomic reprogramming for NPM-ALK–driven lymphomagenesis

**DOI:** 10.26508/lsa.202000794

**Published:** 2020-12-11

**Authors:** Elisa Redl, Raheleh Sheibani-Tezerji, Crhistian de Jesus Cardona, Patricia Hamminger, Gerald Timelthaler, Melanie Rosalia Hassler, Maša Zrimšek, Sabine Lagger, Thomas Dillinger, Lorena Hofbauer, Kristina Draganić, Andreas Tiefenbacher, Michael Kothmayer, Charles H Dietz, Bernard H Ramsahoye, Lukas Kenner, Christoph Bock, Christian Seiser, Wilfried Ellmeier, Gabriele Schweikert, Gerda Egger

## Abstract

Malignant transformation depends on genetic and epigenetic events that result in a burst of deregulated gene expression and chromatin changes. To dissect the sequence of events in this process, we used a T-cell–specific lymphoma model based on the human oncogenic nucleophosmin-anaplastic lymphoma kinase (NPM-ALK) translocation. We find that transformation of T cells shifts thymic cell populations to an undifferentiated immunophenotype, which occurs only after a period of latency, accompanied by induction of the MYC-NOTCH1 axis and deregulation of key epigenetic enzymes. We discover aberrant DNA methylation patterns, overlapping with regulatory regions, plus a high degree of epigenetic heterogeneity between individual tumors. In addition, ALK-positive tumors show a loss of associated methylation patterns of neighboring CpG sites. Notably, deletion of the maintenance DNA methyltransferase DNMT1 completely abrogates lymphomagenesis in this model, despite oncogenic signaling through NPM-ALK, suggesting that faithful maintenance of tumor-specific methylation through DNMT1 is essential for sustained proliferation and tumorigenesis.

## Abstract (precis)

NPM-ALK–driven lymphoma in mice is dependent on MYC signaling and epigenomic reprogramming via DNA methyltransferases, resulting in heterogenous DNA methylation signatures reminiscent of human lymphoma.

## Introduction

Individual tumors and tumor types show a high level of heterogeneity regarding their genetic and epigenetic constitution and in the affected signaling pathways. Characteristically altered patterns of DNA methylation, however, are a universal hallmark of human cancer (1): In malignant cells, the genome is globally hypomethylated, whereas short CpG-dense regions, referred to as CpG islands (CGIs) generally show an increase in methylation (1, 2). CGIs are often found in gene promoter regions and hypermethylated CGIs have been associated with the silencing of tumor suppressor genes in diverse cancers. However, linking specific DNA methylation differences with extensive expression changes during tumorigenesis in a cause-and-effect relationship remains challenging because of the crosstalk of diverse epigenetic regulators. Furthermore, identifying the drivers that target the DNA methylation machinery is equally difficult. Studies in nucleophosmin-anaplastic lymphoma kinase (NPM-ALK) positive (ALK+) T-cell lymphoma, a subgroup of anaplastic large cell lymphoma (ALCL), have implicated the transcription factor STAT3 as a central player in epigenetic regulation (3, 4). STAT3 acts by directly and indirectly regulating the expression of the maintenance methyltransferase DNMT1 and by directing all three major methyltransferases (DNMT1, DNMT3A, and DNMT3B) to STAT3 binding sites within promoters of genes such as *SHP1* or *IL2RG*. The role of STAT3 as a mediator of DNA methylation of target promoters was supported by recent data, demonstrating a function of acetylated STAT3 for inducing the methylation of tumor suppressor genes in melanoma and breast cancer (5).

On the other hand, it has been recently suggested that disordered methylation patterns in tumors are resulting from stochastic processes and display intra-tumor heterogeneity, which could provide the basis for genetic and epigenetic tumor evolution (6, 7, 8). Interestingly, DNA methylation in tumors is frequently targeted to regions that are associated with H3K27me3 in embryonic stem cells (ESCs), resulting in an epigenetic switch from dynamic Polycomb repressed to more stable DNA methylation-based silencing (9, 10, 11, 12).

The impact of DNA hypomethylation has been widely studied by using *Dnmt1* hypomorphic alleles, which display reduced DNMT1 protein and activity levels (13, 14, 15, 16, 17, 18, 19, 20, 21, 22). Loss of DNA methylation and chromosomal instability seem to promote tumor initiation, whereas hypomethylation of tumor suppressor–associated CGIs exerts tumor-suppressive effects primarily during tumor progression. Such opposing effects of DNMT1 reduction were observed in different tumor models (19, 20). In addition, the de novo enzymes DNMT3A and B were shown to be involved in several hematological and solid cancers (23, 24, 25, 26, 27, 28, 29, 30). Thus, deregulation or mutation of DNMTs appears to be an essential event in tumorigenesis of various cancers.

In this study, we abrogated tumorigenesis in an NPM-ALK–driven T-cell lymphoma model by conditionally targeting the DNA methyltransferase *Dnmt1* by *Cd4*-Cre induced deletion. This allowed us to distinguish early NPM-ALK–driven events that occur independent of DNA methylation from later transcriptional changes that depend on the methylation machinery. We provide evidence for the cellular events associated with malignant transformation, which follow a period of latency and require the activation of MYC and NOTCH signaling pathways as well as pronounced epigenetic deregulation. Our findings provide further insight how oncogenes drive tumorigenesis by directing large scale transcriptomic and epigenomic alterations. This is an important prerequisite to identify potential therapeutic targets in ALK+ lymphoma and to gain a deeper understanding of large-scale epigenetic rearrangements that drive tumor transformation in general.

## Results

### Induction of ALK-dependent tumorigenic pathways following a period of latency

T-cell–specific expression of the human oncogenic fusion tyrosine kinase NPM-ALK under the control of the *Cd4* promoter/enhancer element in mice results in 100% transformation and tumor development at a median age of 18 wk (31). Notably, the time period before tumor onset and age of lethality is highly variable raising important questions about the nature and order of molecular events that need to occur during the latent phase to eventually trigger tumor initiation.

To better understand these steps, we first investigated the molecular state of NPM-ALK–induced tumors. 

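Poly(A)-selected, strand-specific RNA libraries were sequenced as single-end reads from the tumor cells of 3 mice with the NPM-ALK transgene (ALK) and from the thymocytes of 3 control mice (Ctrl). The paper calls the Ctrl animals wild-type, and the labels of the samples and Fig 3B give them as mice with a loxP-flanked Dnmt1 gene and no Cre recombinase. All of these mice were male. The paper's methods give an age of 18 wk for the sequenced samples, while the labels give 20 to 25 wk for Ctrl and 22 to 31 wk for ALK. The authors trimmed the reads, aligned them to the mouse genome with STAR, counted them per gene with HTSeq and deposited the raw counts. Reads that aligned to more than 1 place or overlapped more than 1 gene were kept apart by the counting and are in no gene's count. Per mouse, 17957289 to 18864327 reads were counted on genes in Ctrl (median 18635879) and 12473857 to 14758001 in ALK (median 13249828). The counts were normalized for library size by edgeR's TMM method and are given as CPM, as mean ± SD over 3 mice. Genes with too few reads were removed by edgeR's filterByExpr, which kept 16052 of the 28141 genes with at least 1 read. A gene was called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds of the paper, and the spread between mice was estimated over all 12 libraries of the 4 genotypes sequenced. In a single library the floor of 3 counts corresponds to 0.159 to 0.167 CPM in Ctrl and 0.203 to 0.24 CPM in ALK, before the TMM factors. With 3 mice against 3, an exact two-sided permutation test of a single gene cannot give a p below 0.1. The low-count filter, the normalization, the test and the mice entering the fit are the choices that could change the numbers.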

We used genome-wide RNA sequencing (RNA-seq) to compare tumor cells in ALK transgenic mice with thymocytes isolated from age-matched wild-type mice. Differential gene expression analysis revealed that ALK tumor cells are characterized by a massive deregulation of gene expression with 2,727 genes significantly down- and 1,618 genes up-regulated as compared with control (Ctrl) cells (FDR-adjusted *P* < 0.05, log_2_ fold change > 1) (Fig 1A and Table S1).

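Of the 16052 genes tested, 3281 were called in ALK tumors against Ctrl thymocytes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1350 of them higher and 1931 lower. In 3093 of these genes (94.3%) the values of the 3 ALK mice and the 3 Ctrl mice did not overlap. Chance gives 10% for a gene not selected by a test, and the genes here were called from the same mice, so the share is raised by the selection. Among the alternatives tried, edgeR's glmTreat, which tests against the fold change threshold itself, moved the count most and called 1325 genes. Of these, 340 were higher and 985 lower. With at least 10 counts in every library the split went the other way, 931 higher and 825 lower. Leaving out 1 mouse of either group at a time gave 2130 to 3748 genes. Among called genes with a mean of at least 1 CPM and no overlap between the groups, the largest rises were those of Sox8, Gm45336 and Gm266. Sox8, a transcription factor gene on chromosome 17 from 25565892 to 25570686 of GRCm38, had 486 ± 467 CPM in ALK and 0.445 ± 0.0817 CPM in Ctrl, a log2 fold change of 10.07 (SE 1.94, adjusted p = 0.00435 from the same test). The rise of Sox8 came from a pair of tumors with 932 and 525 CPM, while the third ALK mouse had 0.537 CPM and the highest Ctrl mouse 0.536 CPM. The long noncoding RNA gene Gm45336 was at least 97.6-fold higher in ALK (adjusted p = 0.000863 from the same test), with all Ctrl mice at or under 3 counts. Gm266 had 192 ± 89.2 CPM in ALK and 0.392 ± 0.241 CPM in Ctrl, a log2 fold change of 8.91 (SE 0.659, adjusted p = 4.18e-05 from the same test). The largest falls were those of Igkv16-104, at least 64.8-fold lower, Shisa6, at least 54.0-fold lower, and Igkv15-103, at least 198-fold lower in the mean, each with all ALK mice at or under 3 counts. The fold of Igkv15-103 came from 1 Ctrl mouse with 124 CPM, while the others had 7.66 and 6.25 CPM, and Igkv16-104 ranged from 1.78 to 31.2 CPM in Ctrl. Both Igkv genes are immunoglobulin kappa variable segments of a multigene family, so their counts are uncertain. A list of 14 B cell genes was also lower in ALK than in Ctrl, with 0 genes higher. Its mean log2 fold change was -2.97 (adjusted p = 0.0857 by limma's fry). Its mean log2(CPM + 1) was 0.958 to 1.73 in the ALK mice and 3.09 to 3.74 in the Ctrl mice. For the Igkv genes, fewer B cells in the tumor samples therefore cannot be told apart from lower expression within a cell type. From the number of genes past its thresholds, the paper concludes that gene expression was massively deregulated in the tumors.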

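The part of Table S1 used here lists 1997 genes, of which 1800 passed the low-count filter. All 1800 changed in the listed direction in ALK against Ctrl, 1792 had an unadjusted p under 0.05, and 1434 were among the 3281 genes called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both lists come from the same counts, so their overlap is no second measurement.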

Table S1 Gene list of significantly deregulated genes (FDR < 0.05, absolute log_2_(FC) > 1) between ALK tumors and Ctrl samples.

**Figure 1.**
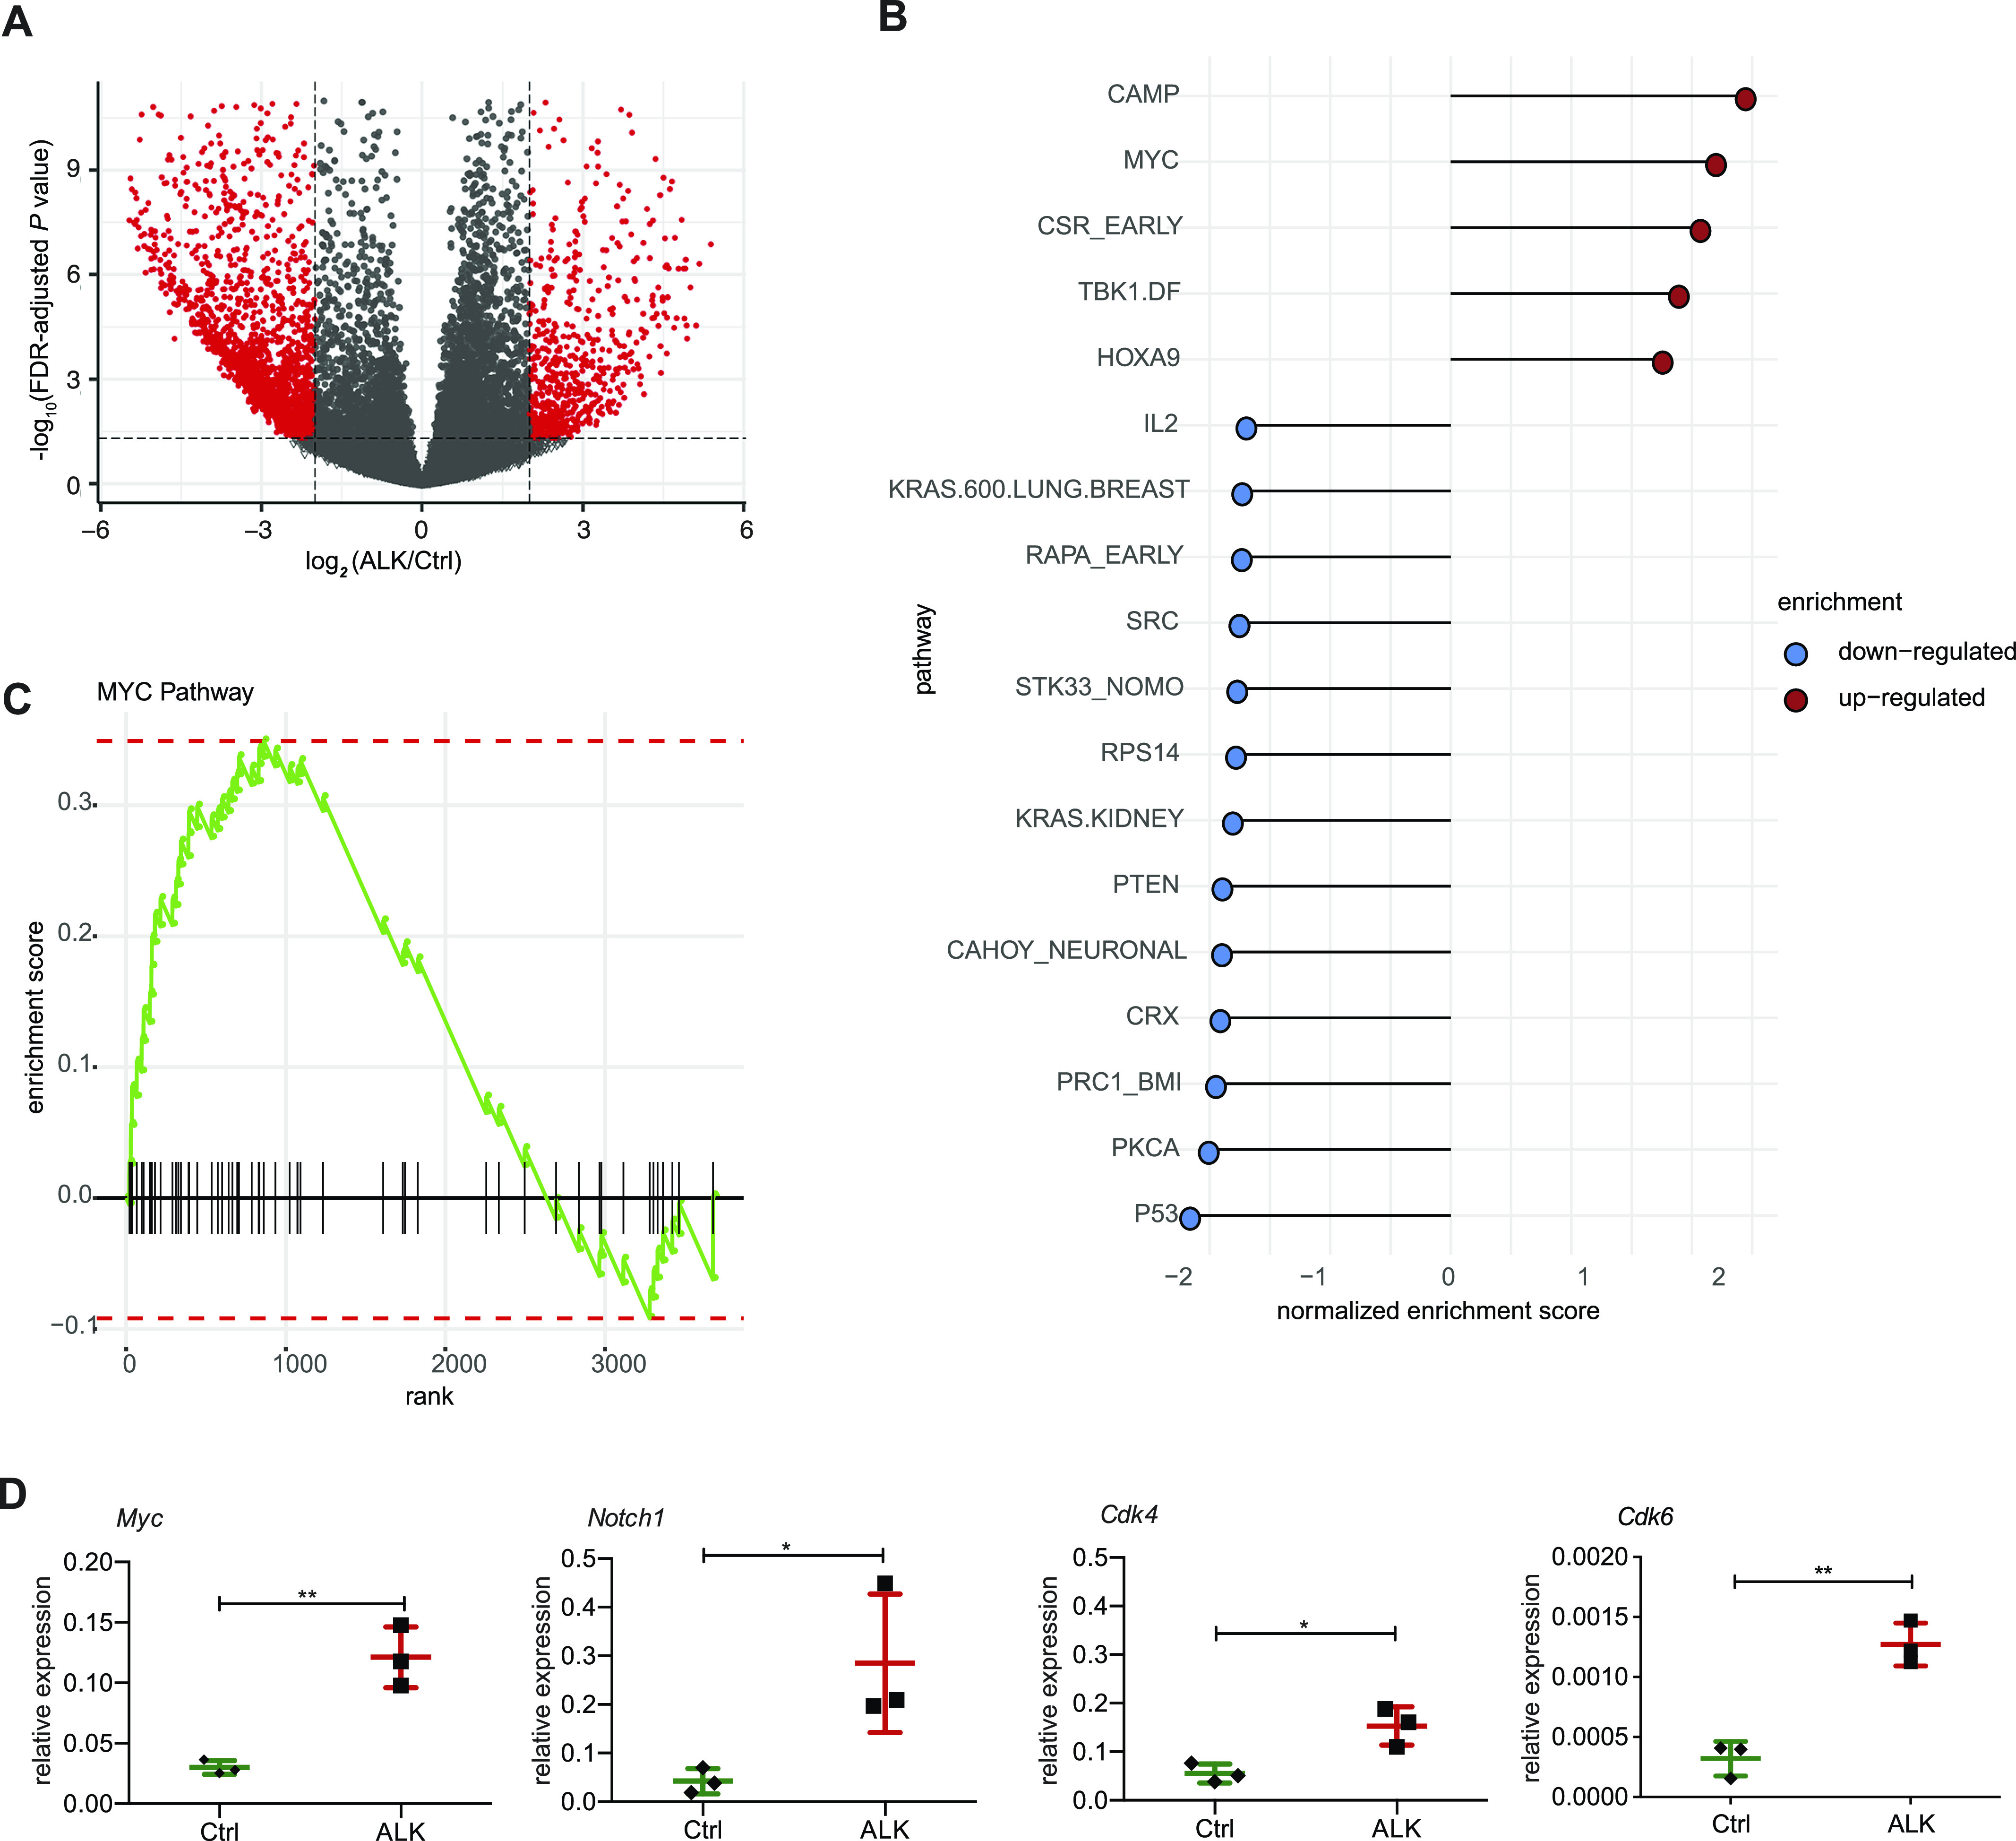
Deregulated gene expression in nucleophosmin-anaplastic lymphoma kinase (NPM-ALK) tumors. **(A)** Volcano plot displaying the differences in gene expression determined by RNA-seq between ALK tumor cells and wild-type (Ctrl) thymocytes, where red dots indicate significantly up- and down-regulated genes (permutation test followed by BH correction, FDR < 0.05, absolute log_2_(FC) higher than one) and grey dots show non-significantly altered genes (not meeting the criteria mentioned above) between these two groups. **(B)** Gene set enrichment analysis performed on the significantly up- and down-regulated genes filtered by FDR < 0.05 and absolute log_2_(FC) > 1 between ALK tumors and Ctrl thymocytes using oncogenic signature gene sets from MSigDB. Pathways associated with down-regulated genes are shown in blue and pathways associated with up-regulated genes are displayed in red ranked by normalized enrichment score. **(C)** Gene set enrichment analysis enrichment of MYC pathway-related genes among significantly deregulated genes filtered by FDR < 0.05 and absolute log_2_(FC) > 1 between ALK and Ctrl samples. The x-axis shows the differentially expressed genes belonging to the MYC pathway and the y-axis shows positive/negative enrichment scores for up-/down-regulated genes associated with the MYC pathway. **(D)** Analysis of MYC pathway related genes including *Myc*, *Notch1*, *Cdk4*, and *Cdk6* in Ctrl and ALK tumor samples using qRT-PCR. Analysis was performed in technical and biological triplicates. Data are represented as mean ± SD, *P < 0.05, **P < 0.01, using unpaired *t* test. FC, fold change.

Given the large number of deregulated genes, it is extremely challenging to understand the role and importance of individual expression changes. To identify oncogenic pathways that are associated with ALK-dependent tumorigenesis, we first performed gene set enrichment analysis of significantly deregulated genes using oncogenic gene sets from the Molecular Signatures Database (MSigDB) (32, 33) (Fig 1B). Interestingly, the MYC pathway was among the top up-regulated pathways in ALK tumors compared with Ctrl thymocytes (Fig 1B and C), which we also confirmed using quantitative RT PCR (qRT-PCR) (Fig 1D). 

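The oncogenic gene sets of Fig 1B were not used here. A list of 45 MYC target and ribosome biogenesis genes, written from general knowledge before the counts were seen, was tested with limma's fry on edgeR's fit. The 43 genes of the list that passed the low-count filter were all higher in ALK than in Ctrl, with a mean log2 fold change of 0.98 (adjusted p = 0.00126 by fry, with Benjamini-Hochberg adjustment over 66 tests, 11 lists in 6 comparisons). The mean log2(CPM + 1) of the list was 6.69 to 7.12 in the ALK mice and 5.91 to 6.12 in the Ctrl mice. The mean log2 fold change was moved most by leaving out 1 ALK mouse, to 0.86, and was 0.86 to 1.08 over all alternatives tried.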

Besides *Myc*, we found the oncogene and Myc-regulator *Notch1* (34) as well as the MYC target genes and cell cycle regulators *Cdk4* and *Cdk6* to be significantly up-regulated in ALK tumors. This indicates that MYC signaling is involved in NPM-ALK–induced tumorigenesis, as previously observed in human ALK+ ALCL (35). Furthermore, we found cAMP signaling, which has a role for cell proliferation, differentiation and migration as well as the homeodomain-containing transcription factor HOXA9, which is implicated in hematopoietic stem cell expansion and acute myeloid leukemia, to be up-regulated in ALK tumors compared with Ctrl thymocytes (36, 37). In addition, TBK1, an AKT activator and suppressor of programmed cell death, was induced in ALK tumors (38). Among down-regulated gene sets, we found genes associated with the tumor suppressors *Atf2*, *Pten*, *Pkca*, *P53*, and *Rps14*, a negative regulator of *c-Myc*. Furthermore, genes associated with polycomb-repressive complex 1 (PRC1) were also down-regulated as well as mTORC1-regulated genes (39, 40, 41, 42, 43, 44). Together, these data suggest that ALK-induced transformation and lymphomagenesis involves the induction of additional oncogenic pathways and the repression of tumor suppressive genes.

### ALK+ tumor cells display an early double-negative (DN) immunophenotype

To get a better understanding of the order of events that lead from NPM-ALK expression to cancer, we next determined the immunophenotype of tumor cells. We used flow cytometry analysis (FACS) to characterize ALK-induced changes in cell composition in transgenic mice compared with control mice at different ages. To specifically analyze ALK+ cells, we combined an intracellular staining for NPM-ALK, with a classical surface staining protocol for common T-cell markers. We analyzed thymocytes isolated from thymi of 6- and 18-wk-old wild-type and ALK tumor-free mice, as well as tumor cells from ALK mice that had already undergone transformation (Fig 2A). We found that already in 6-wk-old transgenic mice almost 100% of T cells were ALK+, while showing no signs of altered thymus morphology. The expression levels of ALK showed a gradual increase from 6 to 18 wk and were highest in tumor cells compared with untransformed thymocytes (Fig 2A right panel).

**Figure 2.**
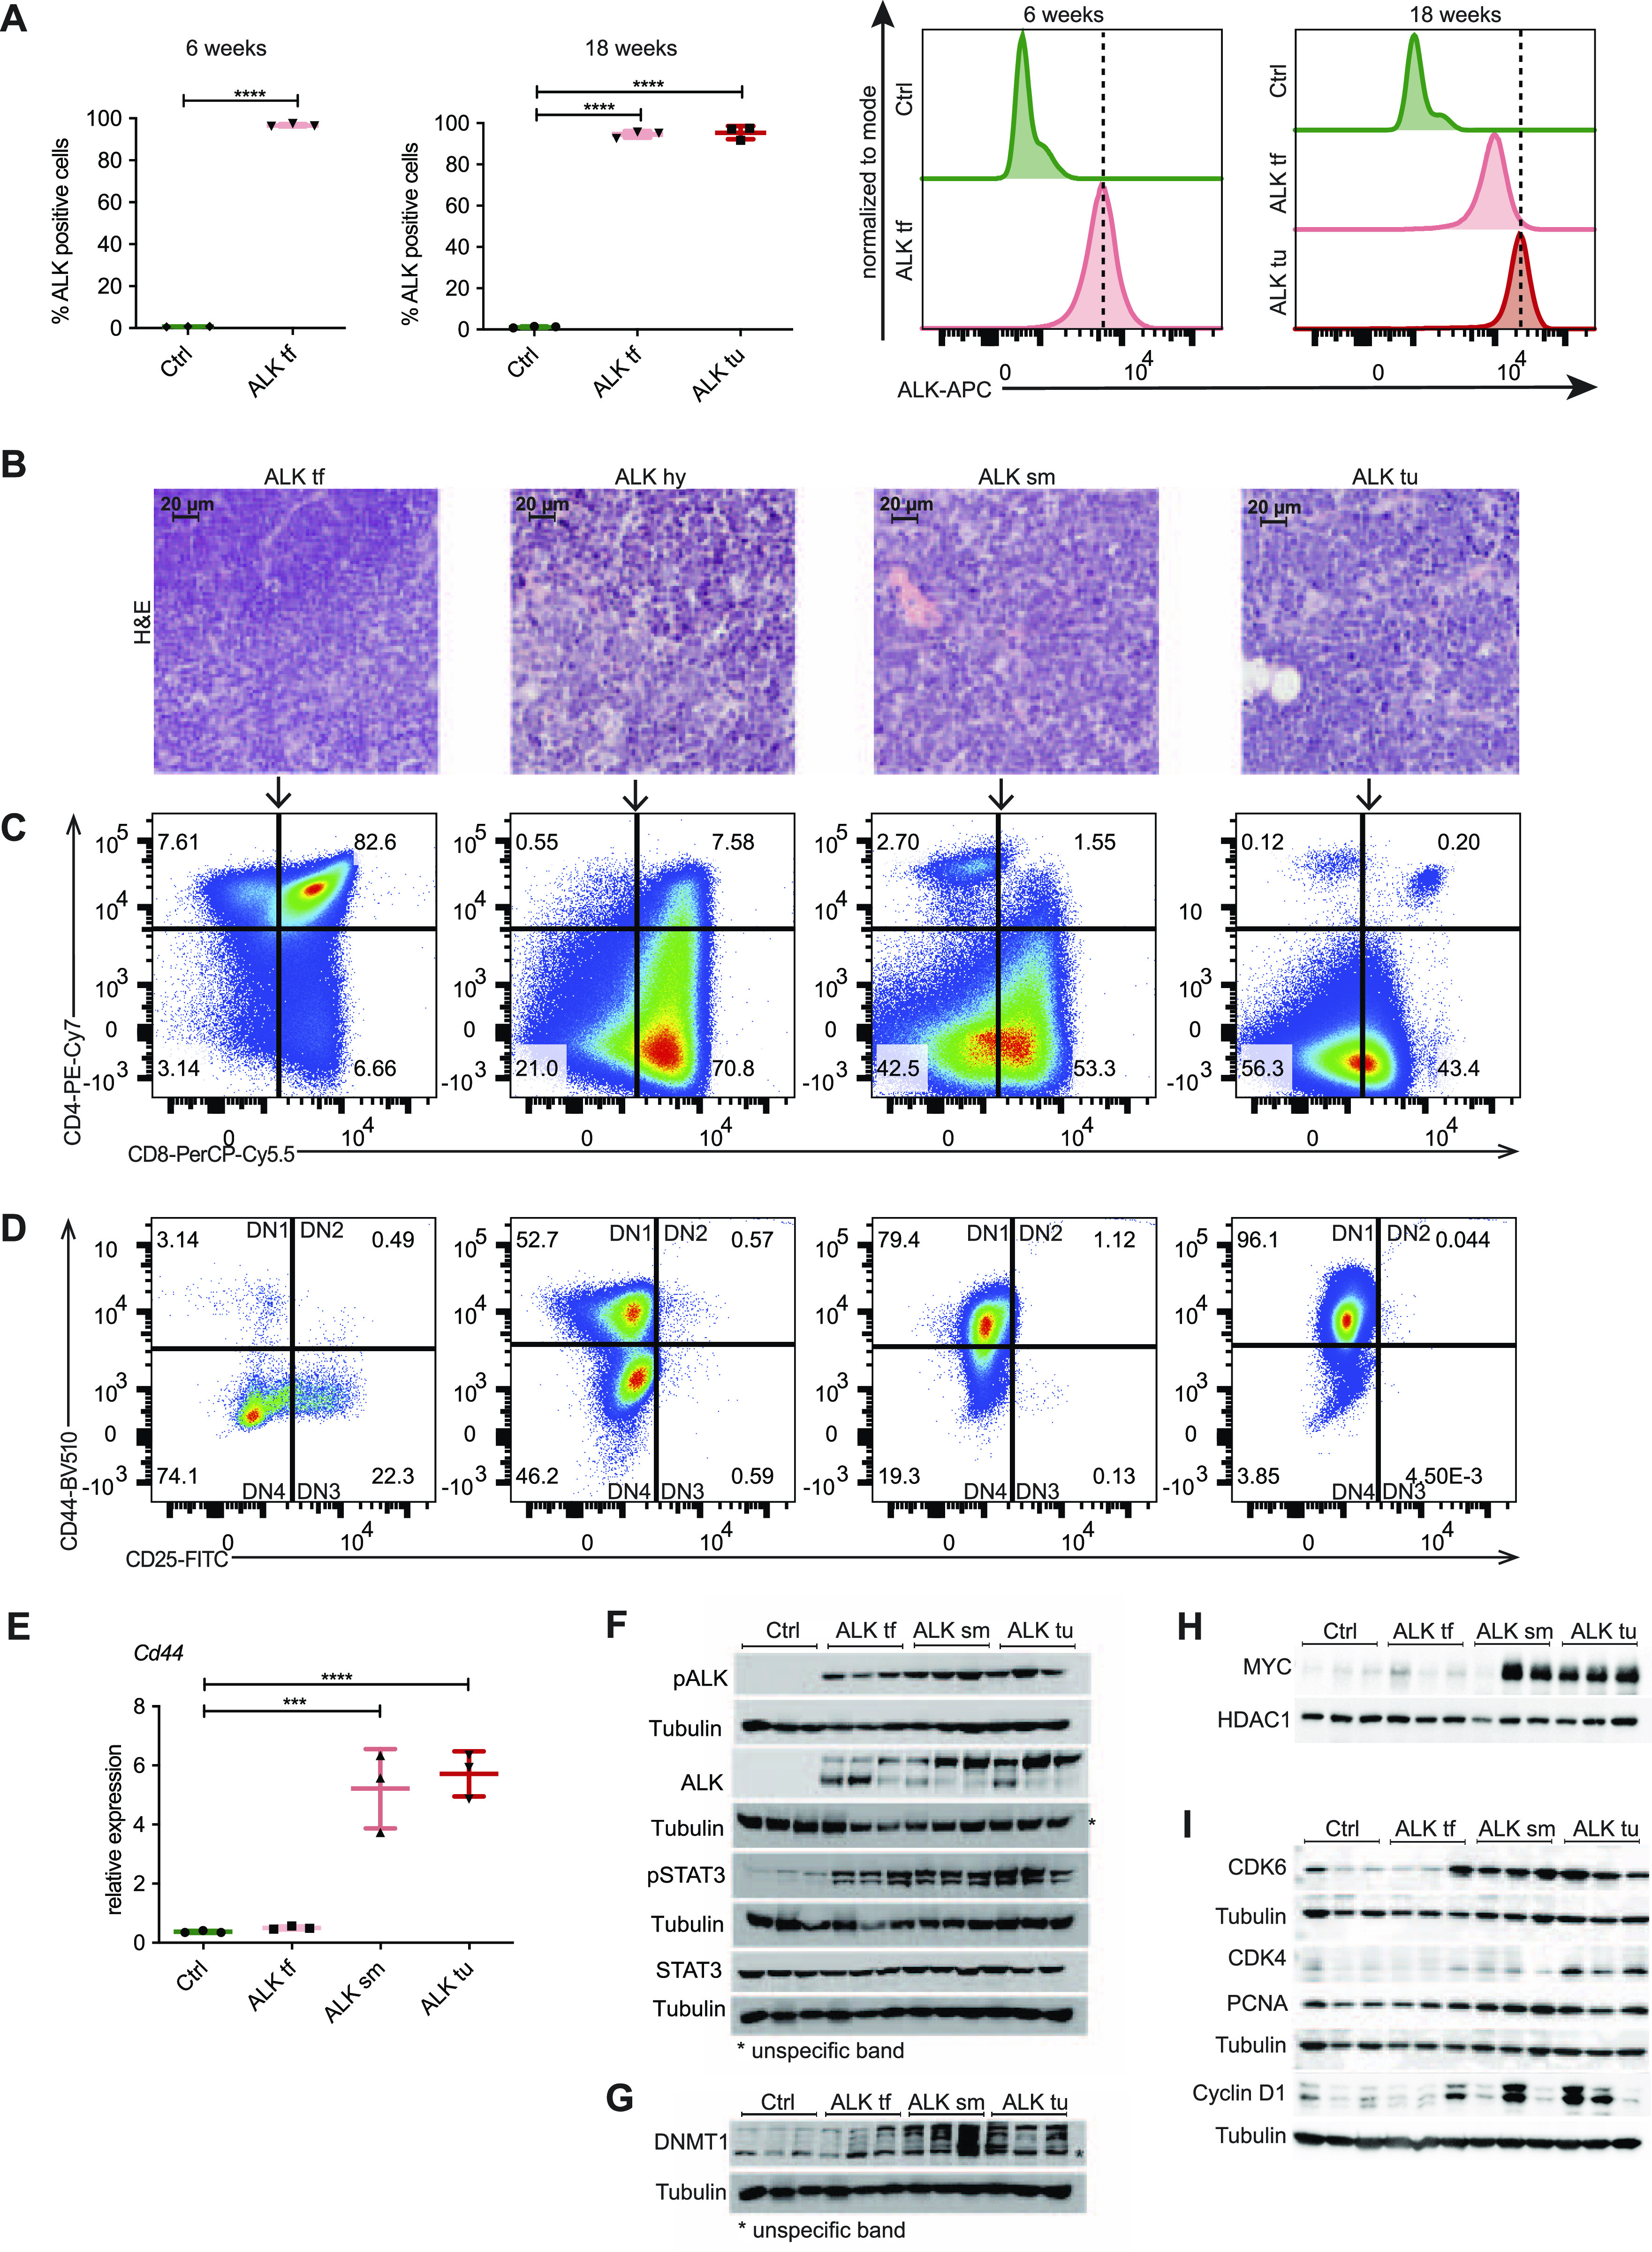
Immunophenotype of ALK tumors. **(A)** Intracellular FACS analysis of ALK expression in thymocytes isolated from 6- to 18-wk-old wild-type (Ctrl), nucleophosmin-anaplastic lymphoma kinase (NPM-ALK) tumor-free (ALK tf) mice compared with ALK+ tumor cells (ALK tu). Quantification of the percentage of ALK+ cells in the three groups (left). Histograms (right) depict ALK expression levels compared with Ctrls. Dotted vertical lines indicate the peaks of ALK expression in ALK+ thymocytes of 6-wk-old ALK mice or ALK+ tumor cells at 18 wk of age. Data are represented as mean ± SD, ****P < 0.0001, one-way ANOVA, followed by unpaired *t* test, n = 3. **(B)** Hematoxylin and eosin (HE) stainings of representative thymi of 18-wk old NPM-ALK transgenic mice illustrating different stages of ALK tumors including a tumor-free thymus ALK tf; hyperplastic thymus, ALK hy; small tumor, ALK sm; end-stage tumor, ALK tu. **(B, C)** Representative FACS analysis of ALK+ cells isolated from 18-wk old tumor-free mice compared with different tumor stages (as in B) gated for CD4 and CD8 expression. **(B, D)** FACS analysis showing the expression of CD44 and CD25 to determine the different double negative (DN) stages of T-cell development (DN1-DN4) in ALK+ cells isolated from 18-wk-old tumor-free mice and different stages of ALK tumor developing mice (as in B). **(E)** qRT-PCR of *Cd44* expression in thymi of 18-wk old Ctrl and NPM-ALK tumor-free (ALK tf) transgenic mice as well as early developing tumors (ALK sm) and end-stage tumors (ALK tu) normalized to *Gapdh* expression. Analyses were performed in biological triplicates. Data are represented as mean ± SD, ***P < 0.001, ****P < 0.0001, using one-way ANOVA, followed by unpaired *t* test. **(F)** pALK, ALK, pSTAT3, and STAT3 protein levels in biological triplicates of thymi of 18-wk old Ctrl and NPM-ALK tumor-free mice as well as early and end-stage tumors were analyzed by Western blot analysis. Tubulin served as loading control. Asterisks indicate unspecific protein bands. **(F, G)** DNMT1 protein levels in biological triplicates of thymi of 18-wk-old Ctrl and tumor-free NPM-ALK transgenic mice as well as early and end-stage tumors (as in F) were analyzed by Western blot analysis. Tubulin served as loading control. Asterisks indicate unspecific protein bands. **(H)** Nuclear extracts were isolated from thymi of 18-wk-old Ctrl and NPM-ALK tumor-free mice and early and end-stage tumors in biological triplicates. Protein levels of MYC were detected by Western blot analysis. The nuclear protein HDAC1 served as loading control. **(I)** Protein levels of the cell cycle associated genes CDK4, CDK6, PCNA, and cyclin D1 in biological triplicates of thymi of 18-wk-old Ctrl and NPM-ALK tumor-free mice as well as early and end-stage tumors were examined using Western blot analysis. Tubulin served as loading control.

Despite early expression of ALK, the distribution of T-cell subsets was normal in 18-wk-old ALK tumor-free mice as compared with Ctrls (Fig S1A). In ALK tumors of 18-wk-old mice, however, we observed the previously reported switch to CD4^−^CD8^+^ single-positive (SP) or CD4^−^CD8^−^ DN subsets (31). Furthermore, a similar fraction of Ctrls and ALK tumor-free thymocytes expressed the TCRβ, whereas the TCRβ^+^ fraction was absent in cells isolated from ALK tumors (Fig S1B). These two findings suggest that during the initial latent phase, T-cell development progresses normally despite NPM-ALK expression and that the induction of T-cell transformation happens thereafter.

**Figure S1.**
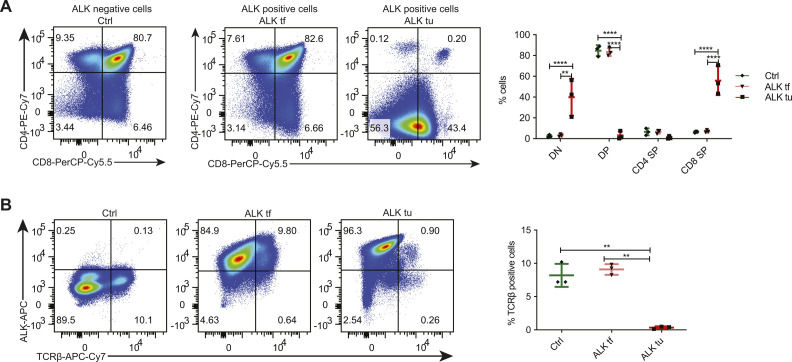
Immunophenotyping of ALK+ thymocytes and tumor cells. **(A)** FACS analysis showing CD4 and CD8 expression of thymocytes in 18-wk-old wild-type controls (Ctrl) versus ALK+ tumor-free (ALK tf) thymocytes and tumor cells (ALK tu) (gated for ALK expression) and their quantification of three biological replicates. Data are shown as mean ± SD, **P < 0.01, ****P < 0.0001 using two-way ANOVA. **(A, B)** FACS analysis showing TCRβ and ALK expression of samples as in (A), and their quantification of three biological replicates. Data are represented as mean ± SD, **P < 0.01 using one-way ANOVA, n = 3.

ALK+ T cells were also present in spleens from 18-wk-old ALK tumor-free mice as well as ALK tumor mice (Fig S2A). Before tumor onset, these ALK+ cells were either CD4^+^ or CD8^+^ T cells (i.e., TCRβ^+^), whereas in tumor-bearing mice, additional CD4^−^CD8^−^TCRβ^−^ tumor cells were detectable, suggesting that a fraction of ALK-transformed DN tumor cells was able to leave the thymus, or that the TCR expression is silenced after exit from the thymus as suggested previously (45) (Fig S2B).

**Figure S2.**
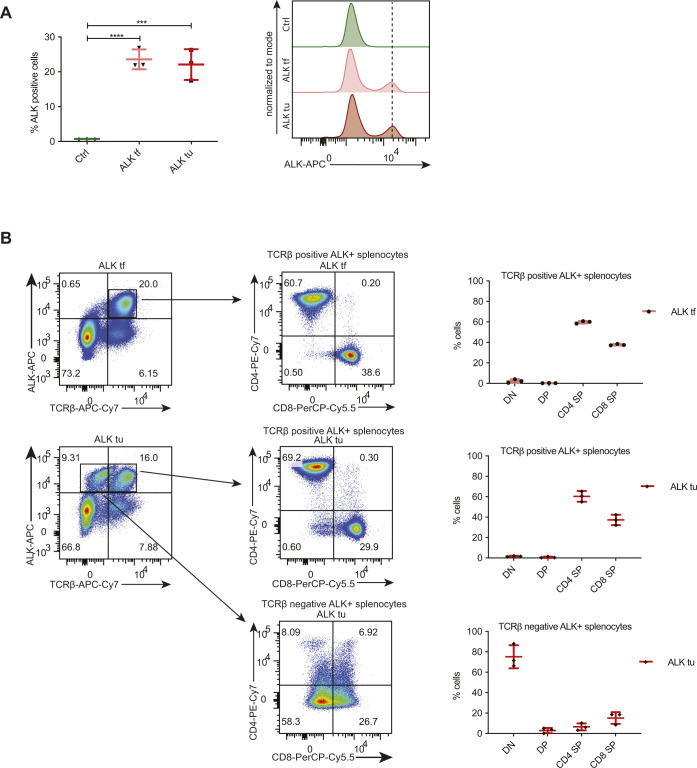
Immunophenotyping of peripheral ALK+ cells. **(A)** Percentage of ALK positive cells analyzed by nuclear FACS of splenocytes of 18-wk old Ctrl, ALK tf and ALK tu samples. Representative histograms (right) show expression levels of ALK in the three groups. Data are represented as mean ± SD, ***P < 0.001, ****P < 0.0001 using one-way ANOVA, n = 3. **(B)** FACS analysis for ALK and TCRβ (left panel) as well as CD4 and CD8 expression (middle panel) of splenocytes isolated from 18-wk-old tumor free mice (ALK tf) (upper panels) or ALK tumor mice (ALK tu) (lower panels) and the quantification of three biological replicates (right panel).

### Tumor transformation and growth is accompanied by the occurrence of tumor cells with an immature T-cell profile

To further investigate the transformation process of thymocytes in NPM-ALK mice, we collected a series of thymi from NPM-ALK transgenic mice at 18 wk of age, which displayed different sizes and morphology correlating with different tumor stages as determined by histological analysis (Fig 2B). Immunophenotyping of these thymic samples revealed a gradual switch from CD4^+^CD8^+^ DP thymocytes to immature single positive thymocytes and DN subsets, correlating with tumor progression (Fig 2C). Further analysis of the DN population based on CD25 and CD44 expression revealed that in tumor-free thymi, most ALK+ cells were DN3 (CD25^+^CD44^−^) and DN4 (CD25^−^CD44^−^) stage thymocytes, which correlates with the developmental stages at which *Cd4* driven NPM-ALK expression was induced (Fig 2D). During tumorigenesis, there was a shift towards the DN1-like (CD25^−^CD44^+^) stage, which was also confirmed by qRT-PCR based on *Cd44* expression (Fig 2E). Together, these data suggest that ALK tumors are developing from a subpopulation of immature T cells or through reprogramming of DP T cells toward the DN stage based on the direct repression of the T-cell phenotype by NPM-ALK as previously suggested (46, 47).

### DNMT1 and STAT3 are activated during the latent phase

Next, we sought to identify events that occur in the latent phase before tumor initiation, which are potentially responsible for triggering the observed large-scale downstream reprogramming events. As already demonstrated by flow cytometry analysis, NPM-ALK and its active phosphorylated form pALK were detected by Western blot analysis independent of tumor presence, but with increasing protein levels correlating with tumor development (Figs 2F and S3). Global STAT3 levels were unaffected by ALK expression, however, its activated form pSTAT3 was significantly increased upon ALK induction independent of tumor presence, suggesting an early role in the latent phase before tumor onset. Previous work including our own has implicated epigenetic mechanisms in NPM-ALK–mediated lymphomagenesis in human cell lines and tumors in part through a direct effect of NPM-ALK and STAT3 signaling for the regulation and targeting of the major DNA methyltransferase DNMT1 (4, 46, 48, 49, 50, 51). Thus, we investigated DNMT1 protein levels before tumor onset and in different tumor stages from tumor-free to end-term tumors in NPM-ALK transgenic mice in comparison to 18-wk-old wild types. Western blot analysis revealed a slight DNMT1 up-regulation already in tumor-free mice, which further increased during tumor progression (Fig 2G). Up-regulation of DNMT1 has been closely linked to the cell cycle and cell proliferation (52). To test whether the observed up-regulation of DNMT1 expression in ALK tumor samples is associated with deregulation of cell cycle–associated genes, we performed Western blot analysis using antibodies against c-MYC, CDK4/CDK6, cyclin D1, and the proliferation marker PCNA (Fig 2H and I). We detected a robust induction of c-MYC in nuclear extracts derived from small tumors and end-stage tumors compared with non-transformed thymi. In addition, cell cycle–related proteins, including CDK4/CDK6 and cyclin D1 were up-regulated upon tumor onset in thymi harboring small tumors, which was maintained in end-stage tumors for most of the samples tested. Together, these results suggest that ALK signaling is already active in pre-tumor stages and leads to an early activation of pSTAT3 and elevated expression of DNMT1 culminating in ALK-dependent transformation in NPM-ALK transgenic mice, which is accompanied by up-regulation of cell cycle genes and c-MYC induction.

**Figure S3.**
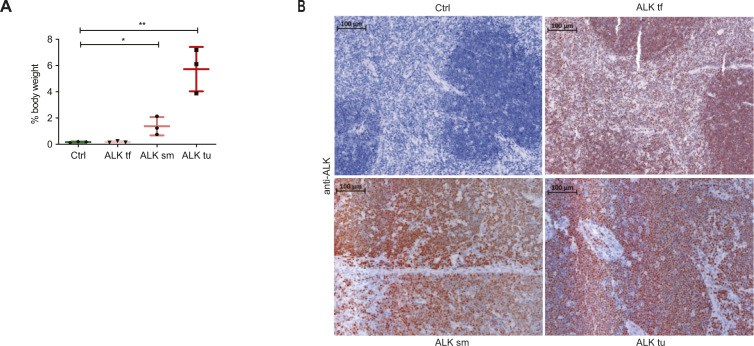
Different ALK tumor stages. **(A)** Thymus or tumor to body weight ratios in percent of Ctrl and tumor-free ALK (ALK tf) mice and of ALK tumor mice with small tumors (ALK sm) or end-term tumors (ALK tu). Graphs show mean ± SD, *P < 0.05, **P < 0.01 using one-way ANOVA, followed by pair-wise comparison to Ctrl. **(A, B)** Representative immunohistochemical ALK staining of Ctrl and ALK tumor stages as in (A).

### Deletion of *Dnmt1* abrogates NPM-ALK–dependent tumorigenesis

To investigate the functional role of DNMT1 for ALK-driven tumorigenesis in more detail, we intercrossed the *Cd4*-NPM-ALK transgenic mice (ALK) with mice carrying a T-cell–specific loss of *Dnmt1* (*Cd4*-Cre) (KO) (53). The resulting strain expressed the human *NPM-ALK* transgene but lacked a functional *Dnmt1* gene in T cells (ALKKO) (Fig 3A). It was shown previously that deletion of *Dnmt1* via the *Cd4* promoter in the double positive stage of T-cell development does not interfere with T-cell development (53), thus providing a suitable model to study the function of DNMT1 for ALK-dependent transformation of thymocytes. Strikingly, deletion of *Dnmt1* in this model completely abrogated ALK-driven lymphomagenesis as shown by Kaplan–Meier survival statistics (Fig 3B). The life span of ALKKO mice was identical to Ctrl and *Dnmt1* knockout mice, and no aberrant phenotype was detected in ALKKO thymi (Fig 3C). *Dnmt1* knockout in the context of ALK expression did not lead to changes in the relative percentages of DN, DP, and CD4 SP and CD8 SP thymocyte subsets (Fig S4). Pharmacologic inhibition of DNA methylation using 5-Aza-2′Deoxycytidine was also efficiently delaying tumor formation in the ALK model when administered from 8 to 30 wk of age (Fig S5). Effective deletion of *Dnmt1* in KO and ALKKO mice was confirmed at the protein level by immunohistochemistry (IHC) and Western blot analysis (Fig 3D and E). Notably, abrogation of DNMT1 did not interfere with ALK levels or activity in ALKKO transgenic mice as indicated by similar pALK levels in ALK tumor cells and ALKKO thymocytes nor did it change pSTAT3 levels (Fig 3E). Thus, our data suggest that depletion of DNMT1 interrupts the chain of events that leads from ALK activation to T-cell transformation.

**Figure 3.**
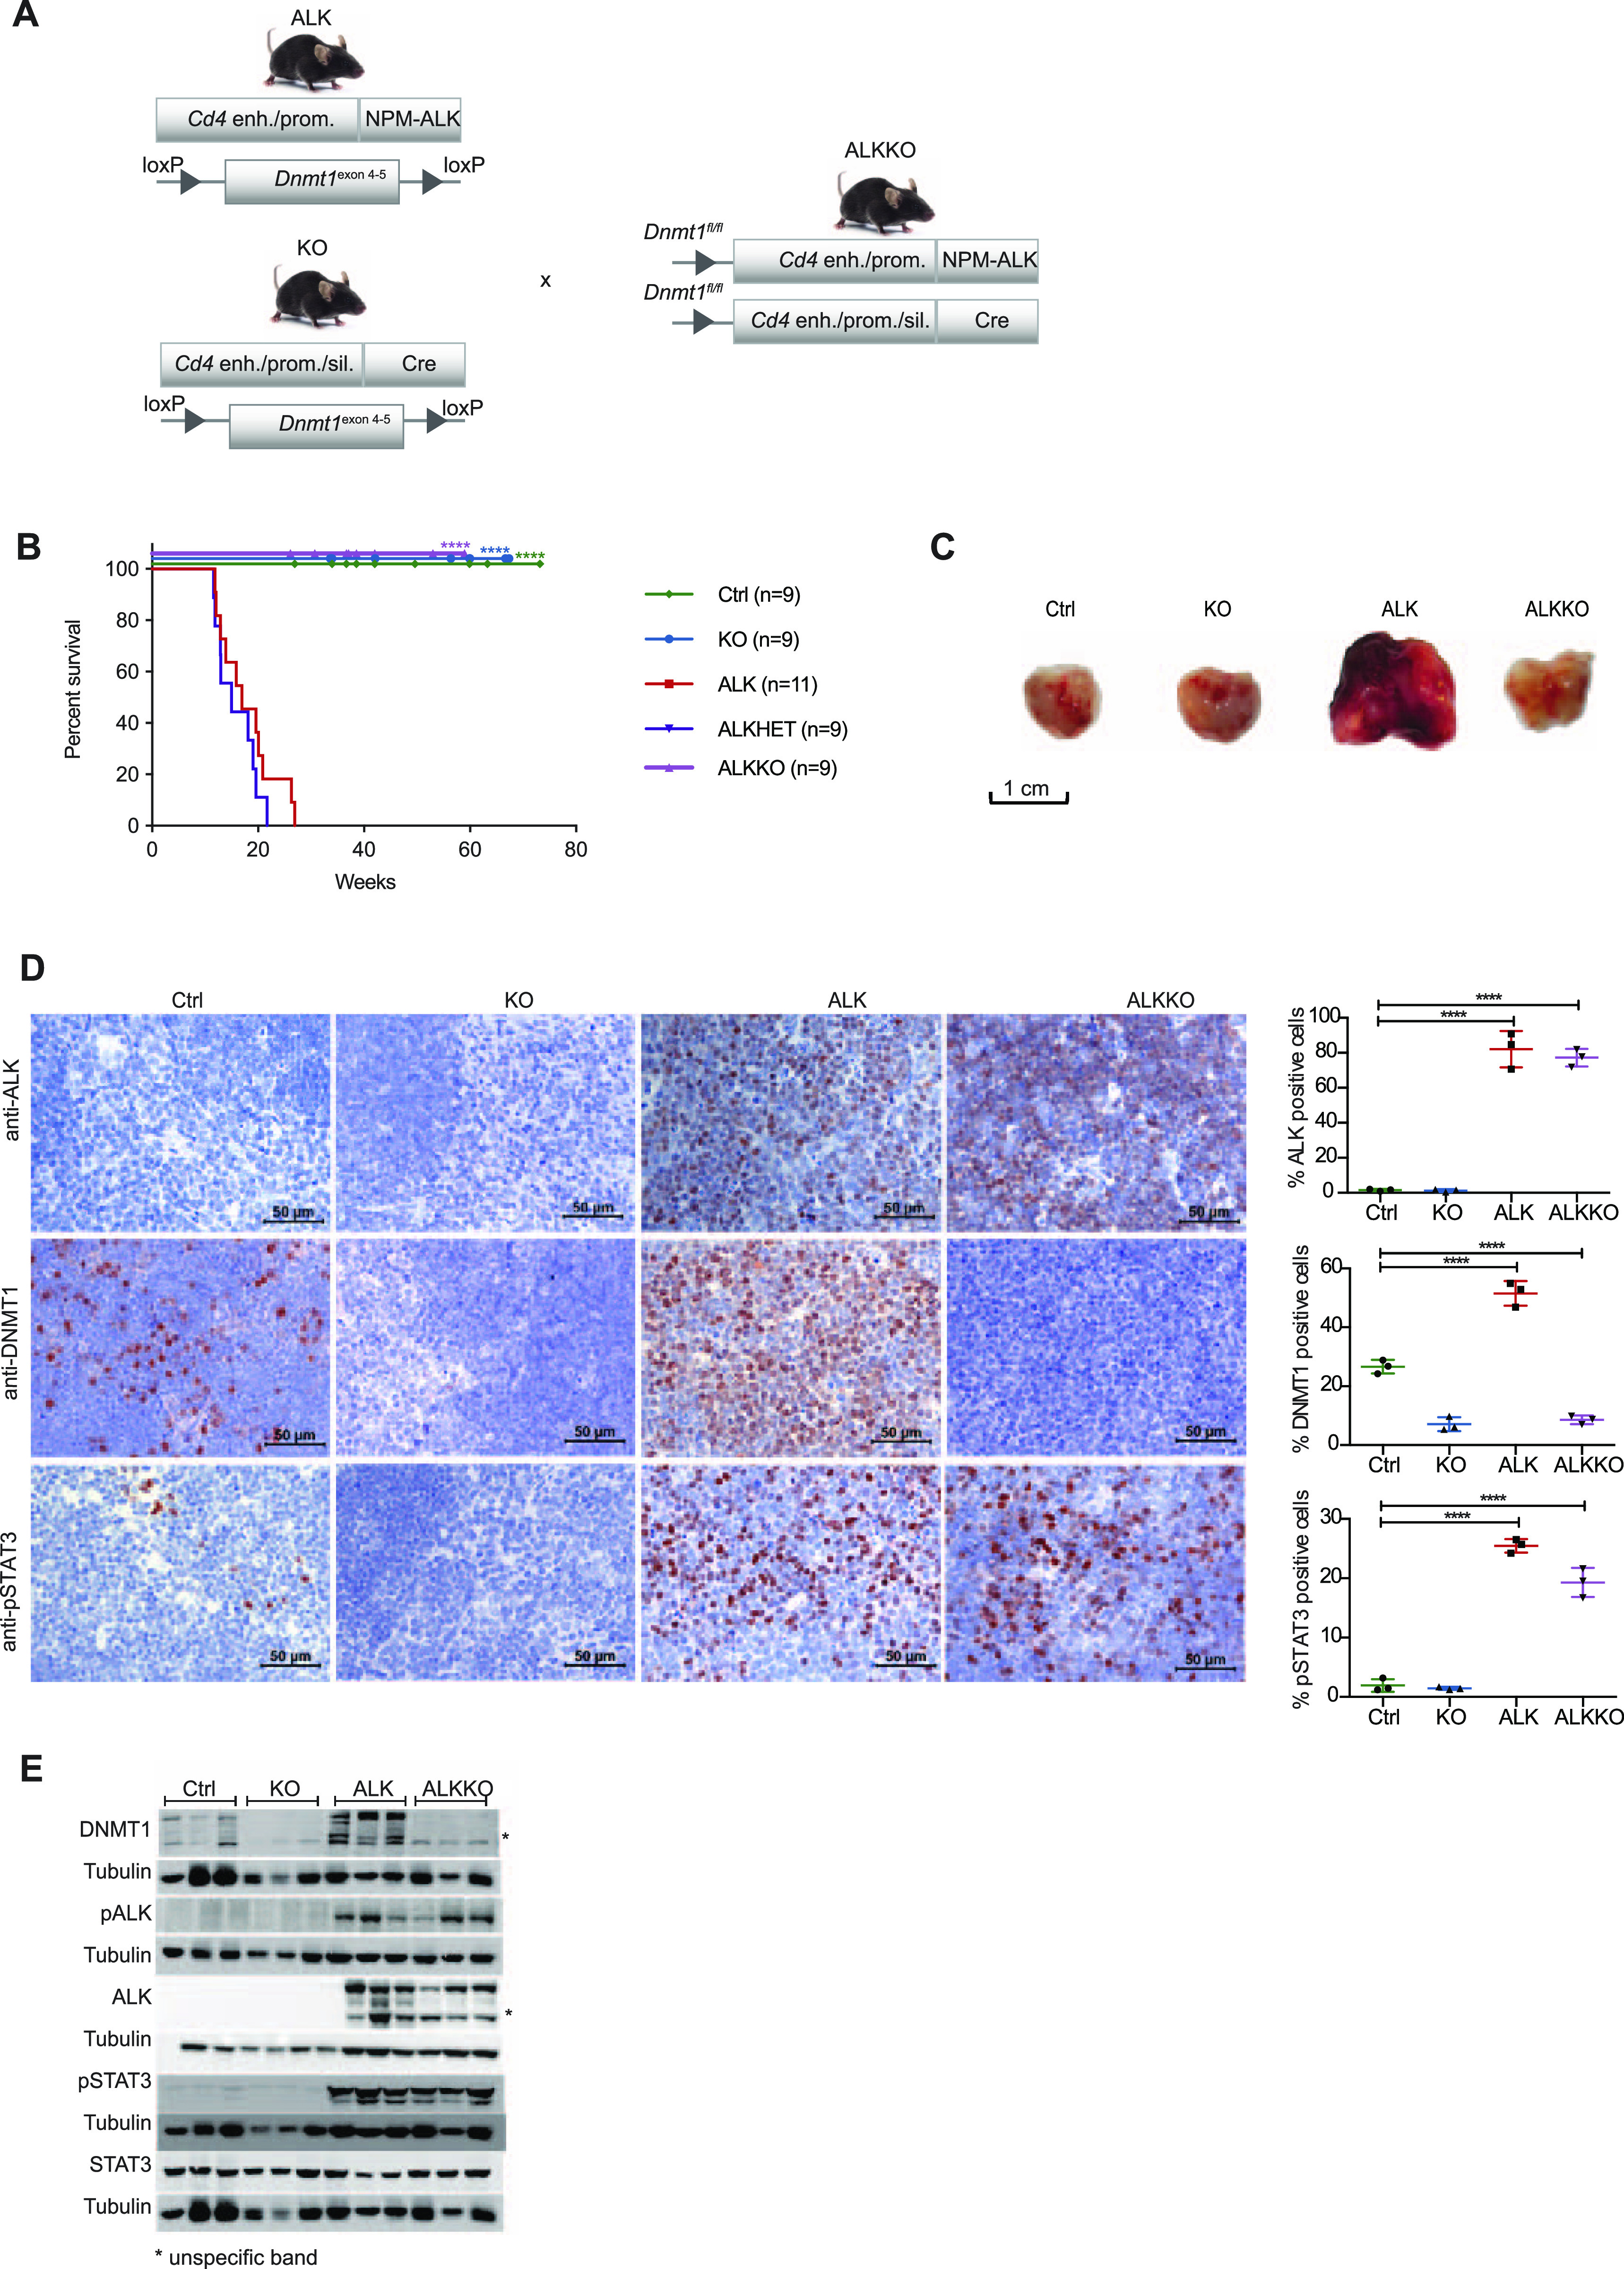
Deletion of *Dnmt1* abrogates lymphomagenesis in nucleophosmin-anaplastic lymphoma kinase (NPM-ALK) transgenic mice. **(A)** Generation of mice with T cell-specific *Cd4*-NPM-ALK expression (ALK) and T cell-specific deletion of *Dnmt1* (KO) or both (ALKKO). *Cd4* enh./prom., *Cd4* enhancer and promoter. *Cd4* enh./prom./sil., *Cd4* enhancer, promoter and silencer. **(B)** Kaplan-Meier survival statistics depicting overall survival of *Cd4*-NPM-ALK (ALK), *Cd4*-NPM-ALK *Cd4*-Cre *Dnmt1*^*flox*/+^ (ALKHET), *Cd4*-NPM-ALK *Cd4*-Cre *Dnmt1*^*flox/flox*^ (ALKKO), and *Dnmt1*^*loxP/loxP*^ control mice (Ctrl). ****P < 0.0001, Log-rank (Mantel–Cox) test, pairwise comparison to ALK. **(C)** Morphology of 18-wk-old Ctrl, KO and ALKKO thymi in comparison to ALK tumors. Pictures were taken immediately after organ collection. **(D)** Protein expression of NPM-ALK, DNMT1, and pSTAT3 was analyzed by immunohistochemistry staining in Ctrl, KO, ALKKO thymi, and in ALK tumors. Pictures are representatives of biological triplicates. Graphs below the images depict quantification of stainings using Definiens Tissue Studio 4.2 software. Data are represented as mean ± SD, ****P < 0.0001, using one-way ANOVA, followed by unpaired *t* test. **(E)** DNMT1, pALK, ALK, pSTAT3, and STAT3 protein levels in thymi of 18-wk-old Ctrl, KO, and ALKKO mice as well as ALK tumors were analyzed by Western blot analysis. Tubulin served as loading control. Analysis was performed in biological triplicates. Asterisks indicate unspecific band.

**Figure S4.**
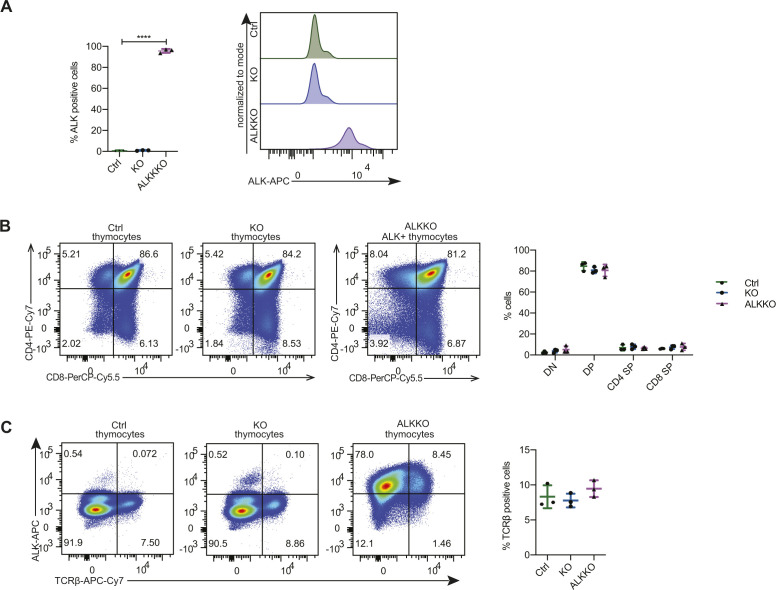
Immunophenotyping of KO and ALKKO mice. **(A)** Percentage of ALK+ cells in 18-wk old ALKKO compared with Ctrl and KO thymi. Histograms (right) indicate ALK expression levels in ALKKO compared to Ctrl and KO cells. Data are represented as mean ± SD, ****P < 0.0001 using one-way ANOVA, followed by unpaired *t* test, n = 3. **(B)** FACS analysis showing representative CD4 and CD8 expression of thymocytes in 18-wk-old Ctrl, KO, and ALKKO mice and the quantification of three replicates. Data are shown as mean ± SD, two-way ANOVA. **(C)** FACS analysis showing TCRβ and ALK expression of thymocytes isolated from Ctrl, KO and ALKKO thymi. The graphs show quantifications of three biological replicates. Data are represented as mean ± SD, one-way ANOVA, no significant differences.

**Figure S5.**
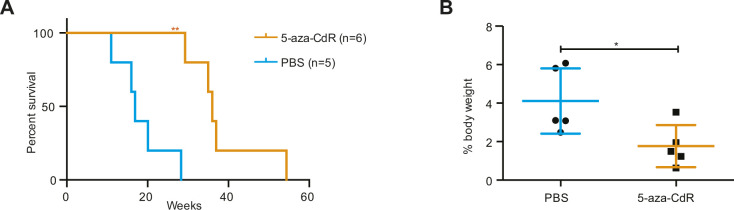
5-Aza-CdR treatment of nucleophosmin-anaplastic lymphoma kinase (NPM-ALK) mice. **(A)** Kaplan–Meier survival statistics depicting overall survival of NPM-ALK transgenic mice treated with 1 mg/kg 5-aza-CdR (orange) or PBS (light blue) **P < 0.01, log-rank (Mantel–Cox) test, pairwise comparison to PBS control mice. **(B)** Mouse and tumor weights from 5-aza-CdR and PBS control mice were determined and the % of body weight was calculated for tumors. Data are represented as mean ± SD, *P < 0.05 using unpaired *t* test.

### *Dnmt1* deletion reduces proliferation of ALKKO cells

We next studied the proliferative capacity of ALKKO thymocytes compared with the other genotypes by assessing Ki67 expression. As expected, ALK tumor cells showed significantly higher proliferation rates than thymocytes of Ctrl, KO, and ALKKO mice (Fig 4A). A trend towards lower proliferation than in Ctrl and KO was detectable in ALKKO thymi. To specifically analyze ALK-expressing cells, we next performed co-staining of ALK and Ki67 in ALK and ALKKO tissues using immunofluorescence (Fig 4B). Quantification of ALK and Ki67 double-positive cells revealed that ALK-expressing cells showed a significant reduction of Ki67 positivity in ALKKO thymi compared with ALK tumors, with 85.7% double positive in ALK versus 58.7% in ALKKO samples. In particular, ALKKO cells with high ALK expression levels showed low expression of Ki67, whereas cells with high Ki67 levels showed very low expression of ALK, indicating that ALK cells cannot induce or maintain stable proliferation upon *Dnmt1* deletion.

**Figure 4.**
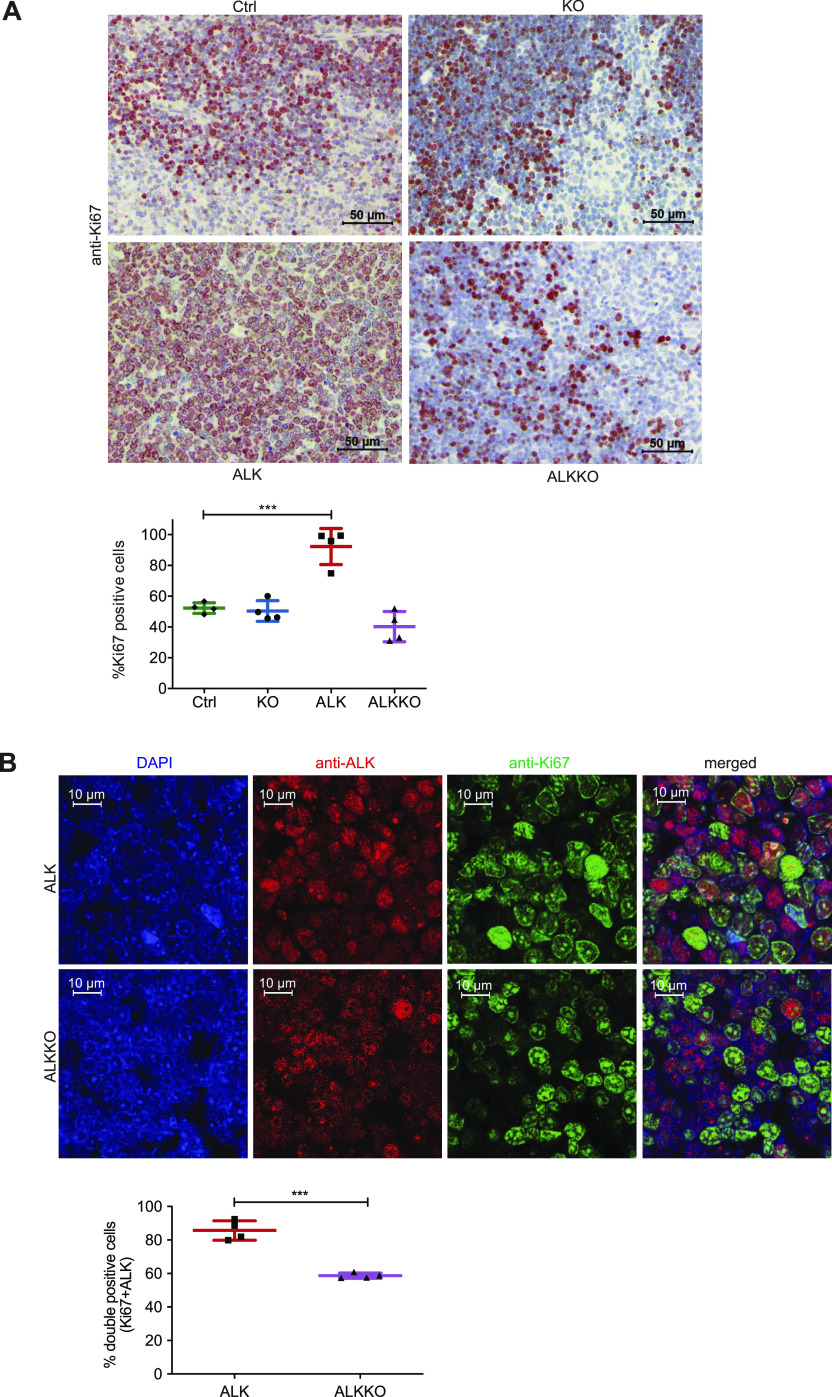
Deletion of *Dnmt1* results in reduced proliferation of ALK+ cells. **(A)** Cell proliferation analysis by immunohistochemistry staining of Ctrl, KO, ALKKO thymi and ALK tumor tissues using Ki67 antibody. The graph shows quantification of Ki67 positive cells using Definiens Tissue Studio 4.2 software. Non-proliferative areas in the thymus were excluded from analysis. Data are shown as mean ± SD, ***P < 0.001, pair-wise comparison to control using unpaired *t* test, n = 4. **(B)** Double immunofluorescence staining of ALK tumors and ALKKO thymi. Tissues were stained with antibodies against ALK (red) and Ki67 (green) and counterstained with DAPI (blue). Pictures were acquired with identical pixel density, image resolution, and exposure time. The graph shows quantification of immunofluorescence staining by counting Ki67/ALK double-positive relative to total number of cells (DAPI positive) of two equally sized areas per tumor/thymus from four biological replicates, respectively. Cell counting was performed by two individuals and slides were blinded for counting. Data are shown as mean ± SD, ***P < 0.001, using unpaired *t* test.

### *Dnmt1* knockout inhibits ALK-dependent transcription programs

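Thymocytes of 3 Ctrl mice, 3 mice with loss of Dnmt1 in T cells through Cd4-Cre (KO) and 3 NPM-ALK transgenic mice with the same deletion (ALKKO) were compared with the tumor cells of the 3 ALK mice. KO and ALKKO libraries were made, counted and normalized in the same way as those of Ctrl and ALK. Reads counted on genes ranged from 12739959 to 18279968 in KO (median 14627253) and from 14914012 to 16735044 in ALKKO (median 15610412), and 3 counts corresponded to 0.164 to 0.236 CPM in KO and 0.179 to 0.201 CPM in ALKKO. The labels give ages of 20 to 21 wk for KO and 19 to 25 wk for ALKKO, against the 18 wk of the paper's methods, and name the second KO mouse (KO2) as the only female. Dnmt1 (Ensembl ENSMUSG00000004099.16, chromosome 9 from 20907209 to 20959888 of GRCm38) had 445, 487 and 400.0 CPM in the Ctrl mice, 240.4, 206 and 244 CPM in the KO mice, 788, 624 and 379 CPM in the ALK mice and 205, 222 and 244 CPM in the ALKKO mice. Every KO and ALKKO value lay below every Ctrl and ALK value, although the log2 fold changes against Ctrl, -0.95 (SE 0.227) in KO and -0.99 (SE 0.227) in ALKKO, had adjusted p of 0.787 and 0.259 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For the KO mice, the labelled age as a covariate moved the log2 fold change most among the alternatives, to -1.06. The adjusted p depended on the setting. Its lowest value over the alternatives was 0.0435 in KO and 0.00915 in ALKKO, and other alternatives gave values above those of the main test. The counts are per gene and do not separate transcripts with and without the floxed exons. The other alteration, the human NPM-ALK transgene, was read only through the counts on mouse Alk, which was not itself targeted. Mouse Alk (Ensembl ENSMUSG00000055471.6, chromosome 17 from 71868972 to 72604627) had 34.9, 50.3 and 54.4 CPM in ALK and 49.0, 54.8 and 55.0 CPM in ALKKO, but at most 0.431 CPM in any Ctrl mouse and 0.270 CPM in any KO mouse. The human sequence was not used here, so these values do not give the level of the transgene. Nor can they tell its reads from those of the mouse gene. Dnmt1 and the counts on mouse Alk therefore followed the labelled genotypes in all 12 libraries.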

To investigate the molecular mechanisms associated with *Dnmt1* deletion in ALK transgenic mice, we performed RNA-seq analyses of thymocytes isolated from Ctrl, KO, and ALKKO mice and compared it with our tumor RNA-Seq data (Fig 5). 

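Distances were computed between all 12 libraries as Euclidean distances of the variance-stabilized counts (DESeq2) of the 28141 genes with at least 1 read. ALK libraries lay at a mean distance of 209.8 ± 11.4 (SD, 9 pairs) from Ctrl, 229 ± 20.8 from KO and 212 ± 12.6 from ALKKO. Between the other groups the mean distance was 103 ± 5.18 for Ctrl and ALKKO, 125 ± 30.7 for Ctrl and KO and 128 ± 29.2 for KO and ALKKO. Even the closest pair of a tumor and a thymus library (192) was farther apart than the farthest pair of thymus libraries (175). The mean distance of ALK to the other groups was 1.83 times that among them, and with the 500 most variable genes, the alternative that moved it most, 2.20 times. The first principal component held 45.0% of the variance and placed the ALK libraries at 116 to 157 and all others at -63.5 to -32.1. The second held 13.2% and placed KO2 at 127 and the others at -34.3 to 22.5. The pairs of libraries are not independent of each other, and no test was made on them.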

Sample distance and principal component analysis revealed a clear separation of ALK tumors from all other genotypes, which were clustering together (Figs 5A and S6A). Within the groups, ALK tumors showed the largest heterogeneity. 

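The mean distance between libraries of the same group was 171 ± 23.3 (SD, 3 pairs) in ALK, 159 ± 26.6 in KO, 105 ± 17.9 in ALKKO and 83.5 ± 6.07 in Ctrl. The single distances in ALK, 144.5 to 189, overlapped with those in KO, 128 to 175, so the difference between ALK and KO was smaller than the spread within the groups. In KO, the pair without KO2 was the closest, at 128. KO2 had high B cell genes, with a list mean of log2(CPM + 1) of 8.01 against 3.36 in KO1 and 3.12 in KO3. KO3 had high heart muscle genes, with 5.36 against 1.21 in KO1. The spread in KO can therefore not be read as one between thymocytes alone. Within ALK the mean distance was 1.47 times that within the other 3 groups together, and 1.32 to 1.63 times in the alternatives tried.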

Along these lines, unsupervised clustering of the 5% most variably expressed genes revealed a clear separation of tumor samples from all other genotypes, which showed highly similar expression patterns (Fig 5B). 

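The 5% most variable genes were 1407 genes here. Complete-linkage clustering of their variance-stabilized counts, divided into 2 clusters, put the 3 ALK libraries in the first and the 9 thymus libraries in the second, and did so under every setting tried. A division into 3 clusters set KO2 apart from the other thymus libraries, and a division into 4 also set the first ALK tumor apart from the other ALK tumors. Pearson's r across these genes, which are not independent replicates, was 0.467 to 0.929 between thymus libraries and at least 0.638 without KO2, while it was 0.522 to 0.817 between ALK libraries.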

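In ALKKO against Ctrl, 29 of 16052 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 28 higher and 1 lower, and 510 had an unadjusted p under 0.05. The 3 ALKKO and 3 Ctrl values did not overlap in any of the 29 genes, where chance gives 10% for genes that were not first called from the same mice. The count depended on the settings. It was 98 both with DESeq2's Wald test and the same low-count filter (91 higher and 7 lower) and in an edgeR fit of only the 2 groups (94 higher and 4 lower), but 1 with at least 10 counts in every library, 9 with the labelled age as a covariate and 5 to 9 without 1 mouse of either group. By the same rule as in ALK, the largest rises were those of Gm16572, at least 76.1-fold higher (adjusted p = 0.00141 from edgeR's test), Lnp1, at least 50.8-fold higher (adjusted p = 0.0118 from the same test), and Pet2, at least 27.0-fold higher (adjusted p = 0.0326 from the same test), each with all Ctrl mice at or under 3 counts. Gm16572 is annotated as an antisense RNA on chromosome 12 from 81587799 to 81589640, and the paper's text does not name the strand setting of the counting. The gene called lower was Klra9, at least 26.0-fold lower in ALKKO (adjusted p = 0.0326 from the same test), a member of a multigene receptor family, so its count is uncertain. The calls of Lnp1, Pet2 and Klra9 were lost without any 1 of the Ctrl mice (adjusted p from 0.116 to 0.200 from the same test), among other settings. These shifts were not limited to ALKKO. The KO mice had 54 to 70 counts of Lnp1, 12 to 30 of Pet2 and 3 to 4 of Klra9. The Ctrl mice had at most 1 count of Lnp1, 0 of Pet2 and 68 to 117 of Klra9. None of these genes was called in KO against Ctrl. The comparison of KO with Ctrl, Dnmt1 deletion without the transgene, gave 3 called genes, all higher, and 886 genes with an unadjusted p under 0.05. These were Gm16572, at least 24.8-fold higher (adjusted p = 0.00600 from the same test), Gh, with a log2 fold change of 5.38 (SE 0.483, adjusted p = 0.00574), and Tuba3b, with a log2 fold change of 5.16 (SE 0.636, adjusted p = 0.0398). In a fit of only KO and Ctrl none of the 3 was called (adjusted p from 0.220 to 0.269 from the same test, and 813 genes with an unadjusted p under 0.05). Nor was any of them called without the third Ctrl mouse (adjusted p = 0.0567 for Gm16572 and Gh and 0.443 for Tuba3b). The same held with the replicate number as a block (0.0608 for Gm16572 and Gh and 0.208 for Tuba3b). Tuba3b was also no longer called with sex or the labelled age as a covariate (adjusted p = 0.109 and 0.117), without the second Ctrl mouse (0.293) and without any 1 of the KO mice (0.108 to 0.148).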

Differential gene expression analysis showed that ALKKO displayed highly similar gene expression patterns compared with Ctrl cells: We only found 8 genes to be significantly down- and 99 genes up-regulated (Figs 5C and S6B and Table S2). 

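Between ALK tumors and ALKKO thymocytes, 3145 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2016 higher and 1129 lower in ALKKO. ALK and KO differed in 3796 genes, 2521 of them higher in KO. ALKKO against KO gave 1 called gene, Alk, and 432 genes with an unadjusted p under 0.05. Of the genes called in ALK against Ctrl, 943 were higher and 1671 lower in ALK than in both Ctrl and ALKKO. Fitting only the ALK and KO libraries moved the count of that pair most, to 869 genes.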

When compared with ALK tumor samples, ALKKO was similar to KO and Ctrl samples and showed a high degree of deregulation with 2,819 genes up- and 1,355 genes down-regulated (Fig S6B).

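Of the 107 genes listed in Table S2, 100 passed the low-count filter and all 100 changed in the listed direction in ALKKO against Ctrl. An unadjusted p under 0.05 was found for 99 of them, and 29 were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. No gene outside Table S2 was called. Table S2 was computed from the same counts and is no second measurement.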

Table S2 Gene list of significantly deregulated genes (FDR < 0.05, absolute log_2_(FC) > 1) between ALKKO and Ctrl samples as in Table S1.

**Figure 5.**
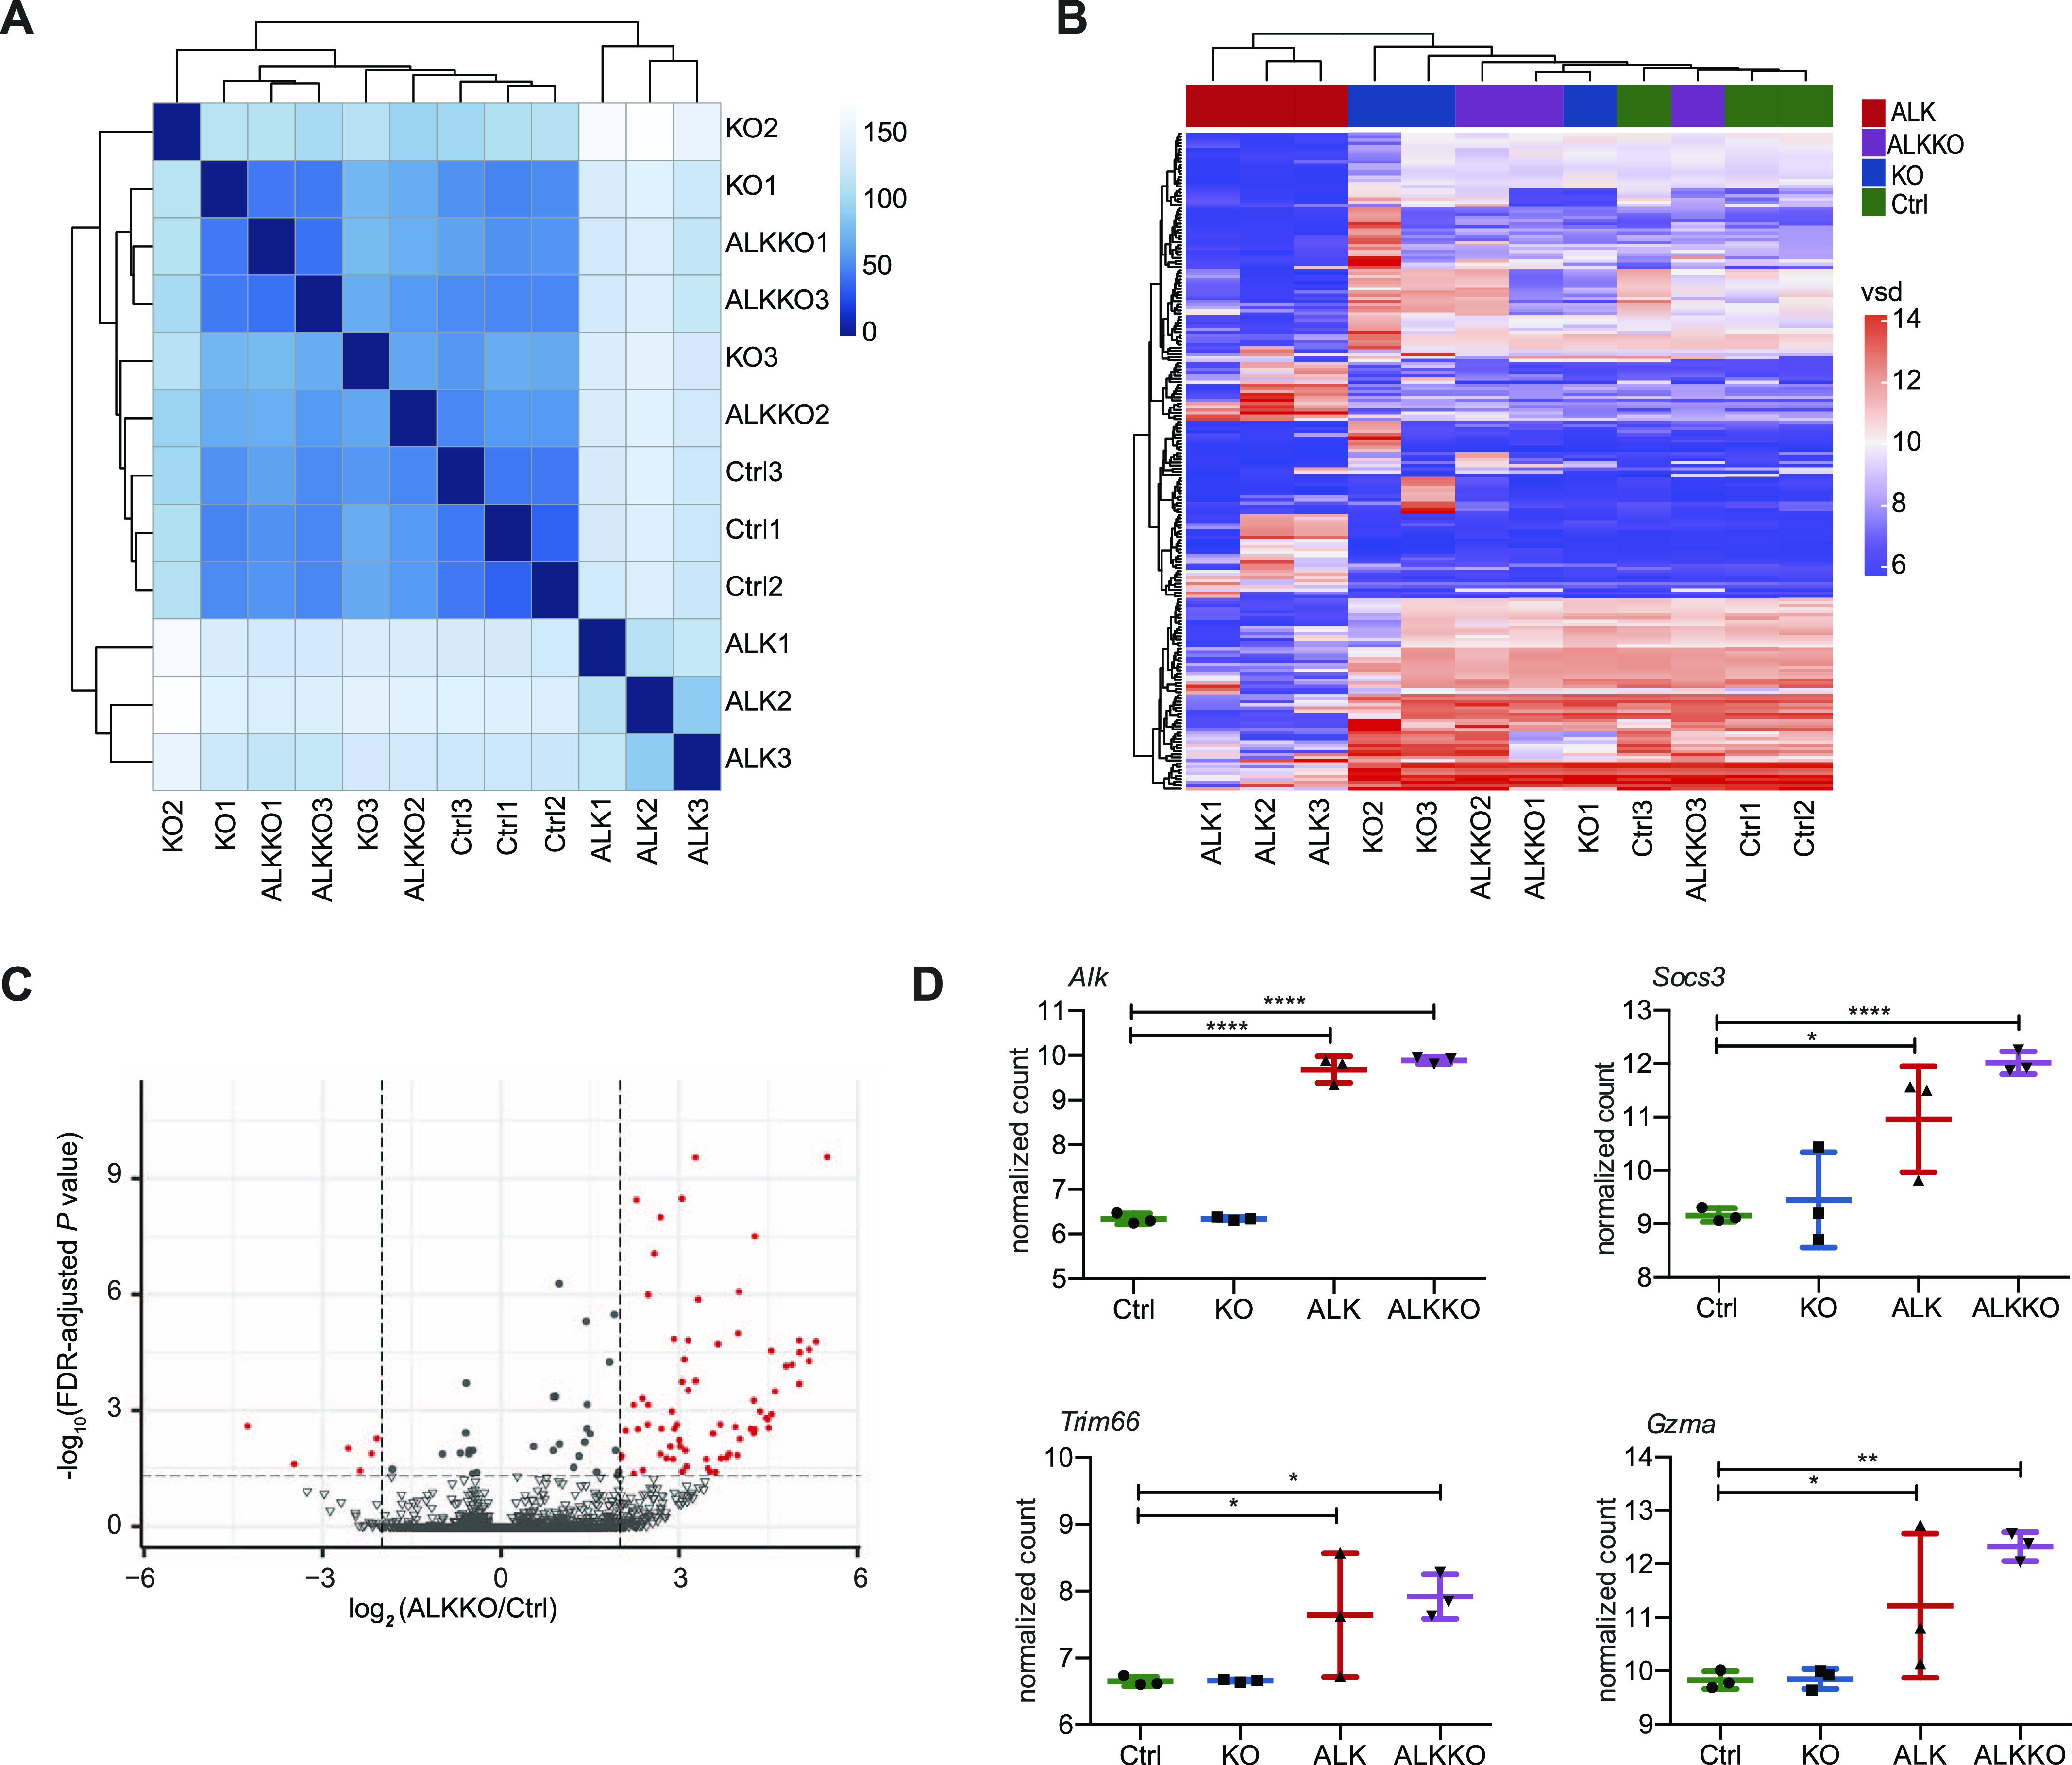
High similarity in gene expression between ALKKO and Ctrl thymocytes. **(A)** Hierarchical clustering heat map illustrating sample to sample Euclidian distances based on variance stabilizing transformations of RNA-seq gene expression values of all genes of individual Ctrl, KO, ALKKO thymi, and ALK tumor samples. **(B)** Heat map showing unsupervised clustering of the top 5% most variable genes among all samples in Ctrl, KO, ALK, and ALKKO using variance stabilizing data. **(C)** Volcano plot displaying the significant differences in gene expression between ALKKO compared with Ctrl thymocytes, where red dots indicate significant differentially expressed genes (FDR < 0.05, absolute log_2_(FC) > 1), and grey scale dots show nonsignificant differentially expressed genes, between these two groups. **(D)** Gene expression levels of *Socs3*, *Trim66*, and *Gzma* based on normalized counts from RNA-seq analysis of ALK tumor and ALKKO thymus samples compared with Ctrl and KO thymi. Data are represented as mean ± SD, *P < 0.05, **P < 0.01, ****P < 0.0001, using ordinary one-way ANOVA followed by multiple comparison using Fisher’s least significant difference (LSD) test.

**Figure S6.**
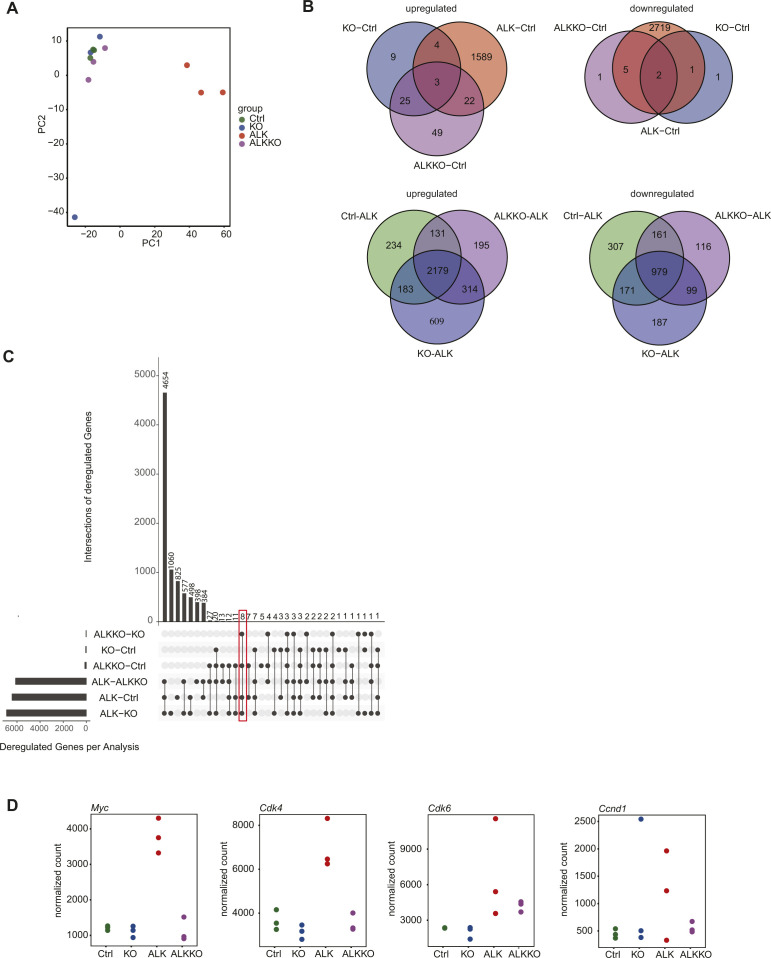
Differential gene expression. **(A)** Principal component analysis of RNA-seq data of Ctrl, KO, ALKKO thymi, and ALK tumors indicating the first two components with the largest part of variation in gene expression between the different genotypes. **(B)** Venn diagrams showing unique and shared differentially expressed genes in different genotypes that are significantly up-regulated (left) or down-regulated (right) (FDR < 0.05, absolute log_2_(FC) > 1) compared with ALK tumors (upper panels) or compared with Ctrl (lower panels) samples. **(C)** UpSet plot of intersections between deregulated genes of different pairwise comparisons. The bar chart on the left indicates the total number of deregulated genes between the pairwise comparisons of different genotypes. The upper bar chart indicates the number of intersected deregulated genes. The bar graph on the left depicts the number of deregulated genes per comparison. The red box highlights the number of genes commonly deregulated in ALK as well as ALKKO relative to Ctrl. **(D)** Gene expression levels of *Myc*, *Cdk4*, *Cdk6*, and *Ccnd1* based on RNA-seq analysis of ALK tumor and ALKKO thymus samples compared with Ctrl and KO thymi.

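The comparisons of ALK and ALKKO with Ctrl shared 6 called genes, whose names were looked up after their values were seen. Alk, Cpsf4l, Gsdme, Gm16572 and Gm17910 were higher and Klra9 was lower in both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Counts on Alk are the readout of the human transgene and do not show a rise of the mouse gene. Gm16572 had at most 2 counts in the ALK mice and none in the Ctrl mice, both within the floor. With the comparisons against KO added, Alk was the only gene called in the same direction in all 4, with log2 fold changes of 7.60 (SE 0.436) and 7.79 (SE 0.438) in ALK and ALKKO against Ctrl and 7.67 (SE 0.444) and 7.86 (SE 0.446) against KO. Its adjusted p from the same test lay between 6.82e-06 and 6.18e-05. DESeq2's Wald test in place of edgeR's test gave 10 genes called in all 4 comparisons. The set was limited by ALKKO against KO, where Alk alone was called.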

We were particularly interested in a small group of genes, which were consistently deregulated in both ALK+ cell types relative to Ctrl and *Dnmt1* KO cells, as identified by pairwise comparisons of gene expression differences because they might constitute direct targets of NPM-ALK upstream of DNMT1 (Fig S6C). 

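Tha1, which encodes a threonine aldolase (Ensembl ENSMUSG00000017713.9, chromosome 11 from 117867952 to 117873481 of GRCm38), had 6.84 ± 0.286 CPM in Ctrl, 8.50 ± 1.86 CPM in KO, 19.3 ± 5.54 CPM in ALK and 26.9 ± 9.87 CPM in ALKKO. Its log2 fold change against Ctrl was 1.50 in ALK (SE 0.329, adjusted p = 0.00799 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.97 in ALKKO (SE 0.333, adjusted p = 0.0549 from the same test). The antisense RNA gene 5830468F06Rik (Ensembl ENSMUSG00000098322.1, chromosome 8 from 15015092 to 15018907) had 3.71 ± 1.21 CPM in Ctrl and 4.78 ± 1.93 CPM in KO. In ALK it had 26.9 ± 23.3 CPM, with the first tumor at 3.83 CPM within the Ctrl range (log2 fold change 2.86, SE 0.731, adjusted p = 0.0159 from the same test), a call lost with the labelled age as a covariate, in a fit of only the 2 groups and without the first or the third Ctrl mouse (adjusted p from 0.0550 to 0.0653). In ALKKO it had 35.2 ± 9.72 CPM (log2 fold change 3.24, SE 0.742, adjusted p = 0.255 from the same test). The paper's text does not name the strand setting of the counting, so reads of a gene on the other strand are not excluded.
Gm5611 (Ensembl ENSMUSG00000090602.3, chromosome 9 from 17030045 to 17030896) and Gm17910 (Ensembl ENSMUSG00000110299.1, chromosome 8 from 88728203 to 88729040) are annotated as processed pseudogenes and align to the transcript of Npm1, with 94.9% identity over 876 bases and 79.9% over 890 bases, so their reads could be shared with Npm1 or related sequences. Mouse Npm1 itself had 216 to 310 CPM in the Ctrl mice and 192 to 249 CPM in the ALKKO mice (log2 fold change -0.27, SE 0.203). This argues against mouse Npm1 as the source of a rise of the pseudogenes in ALKKO. Reads of the human NPM1 part of the transgene remain a candidate source in both ALK and ALKKO. The human sequence was not used here, so a regulation of the pseudogenes cannot be told apart from it. In the ALK mice Npm1 was higher, at 500 to 782 CPM. Gm5611 had 9 to 22 counts in the ALK mice, 12 to 17 in the ALKKO mice, at most 2 in a Ctrl mouse and 0 in the KO mice. It was at least 7.74-fold higher in ALK than in Ctrl (adjusted p = 0.00651 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and at least 5.47-fold higher in ALKKO (adjusted p = 0.262 from the same test). Gm17910 had 10 to 11 counts in the ALK mice, 16 to 23 in the ALKKO mice and 0 in all Ctrl and KO mice, at least 5.16-fold higher in ALK (adjusted p = 0.00183 from the same test) and at least 7.01-fold higher in ALKKO (adjusted p = 0.0317 from the same test). In ALKKO against Ctrl, all of these genes but Gm17910 were past the adjusted threshold only under other settings, among them DESeq2's Wald test, where Tha1 had an adjusted p of 3.18e-06, 5830468F06Rik of 0.000827 and Gm5611 of 0.0426. The call of Gm17910 was not stable. It was lost with the labelled age as a covariate, at an adjusted p of 0.0942 in edgeR's test, and in every fit without 1 of the 12 libraries except that without KO2, at 0.0637 to 0.200. In ALKKO against KO none was called by edgeR's test, with an adjusted p of 0.306 for Gm17910 and of at least 0.990 for the others.

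**Figure D1:**
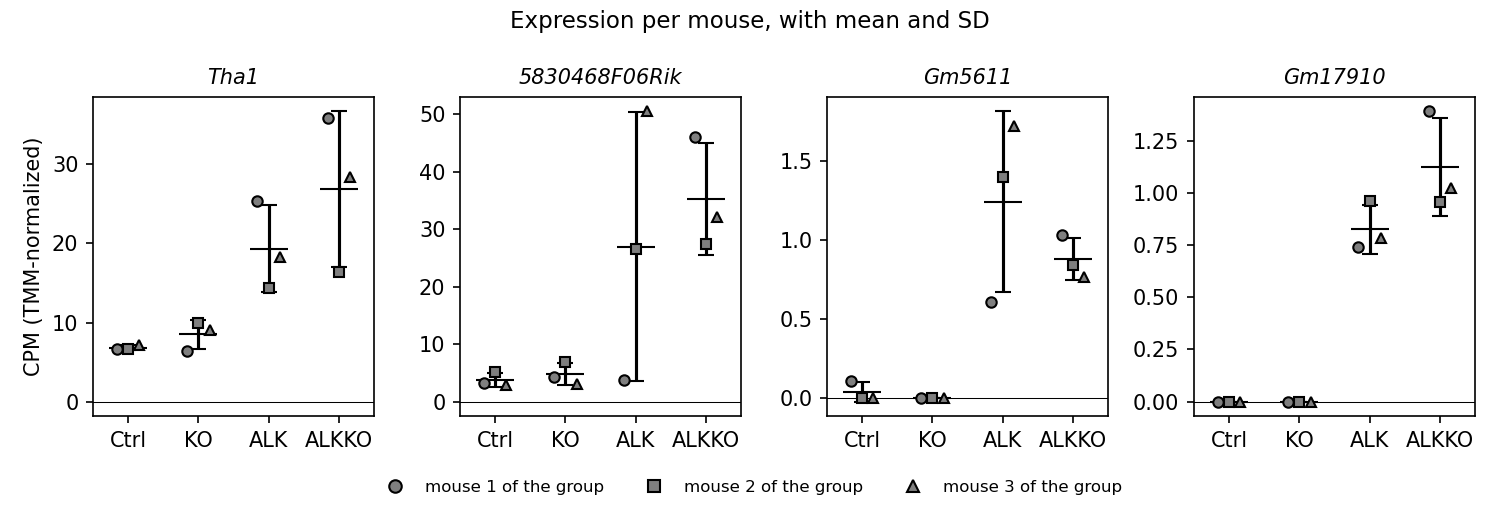
The vertical axes give the TMM-normalized CPM of Tha1, 5830468F06Rik, Gm5611 and Gm17910 in the 4 groups on the horizontal axis. Points are single mice and lines and bars the mean and SD; the Ctrl and KO mice lie at 0 CPM for Gm17910, while ALK tumor 1 has 3.83 CPM of 5830468F06Rik and the other ALK mice 26.5 and 50.5 CPM.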

Apart from ALK, we found seven genes (*Tha1*, *Trim66*, *Gzma*, *Socs3*, *Gm5611*, *5830468F06Rik*, and *Gm17910*), which were up-regulated both in ALK and ALKKO cells compared with Ctrl. These include the suppressor of cytokine signaling 3 (*Socs3*), which is a regulator of the JAK/STAT signaling pathway and was also found up-regulated in human ALK+ ALCL cell lines (54), tripartite motif containing 66 (*Trim66*), which is part of the rat sarcoma (RAS) pathway that regulates DNMT1 expression and is known to promote proliferation (55, 56, 57) and granzyme A (*Gzma*) a canonical cytotoxic gene that is involved in cancer initiation and progression (58) (Fig 5D). In addition, strong up-regulation of *c-Myc*, *Cdk4/6*, and *Cyclin D1* was detectable in ALK tumors at the RNA level, which was in concordance with elevated protein levels of these cell cycle regulators (Fig S6D). These data suggest that expression of ALK initially affects a small number of regulatory genes including *Socs3*, *Trim66*, and *Gzma*, whereas a downstream substantial rewiring of the whole transcriptional program eventually accompanies malignant transformation.

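Socs3 (Ensembl ENSMUSG00000053113.3, chromosome 11 from 117966079 to 117970047 of GRCm38) had 29.0 ± 3.19 CPM in Ctrl, 142 ± 78.9 CPM in ALK and 259 ± 39.1 CPM in ALKKO, with log2 fold changes against Ctrl of 2.29 in ALK (SE 0.563, adjusted p = 0.0134 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.16 in ALKKO (SE 0.582, adjusted p = 0.0958 from the same test). In KO it had 43.3 ± 33.0 CPM, and KO2 (80.9 CPM) lay above the second ALK tumor (50.6 CPM). Trim66 (Ensembl ENSMUSG00000031026.15, chromosome 7 from 109449006 to 109508134) had 0.838 ± 0.204 CPM in Ctrl, 0.857 ± 0.0462 CPM in KO, 8.13 ± 8.44 CPM in ALK and 8.66 ± 3.46 CPM in ALKKO. Its log2 fold change against Ctrl was 3.27 in ALK (SE 0.808, adjusted p = 0.0137 from the same test), although the second tumor (1.05 CPM) lay within the Ctrl range, and 3.36 in ALKKO (SE 0.810, adjusted p = 0.332 from the same test). Gzma (Ensembl ENSMUSG00000023132.7, chromosome 13 from 113093825 to 113100981) had 50.5 ± 7.31 CPM in Ctrl, 51.4 ± 7.47 CPM in KO, 204 ± 203 CPM in ALK, from 65.0 to 437, and 325 ± 59.8 CPM in ALKKO. Its log2 fold change was 2.01 in ALK (SE 0.562, adjusted p = 0.0228 from the same test) and 2.69 in ALKKO (SE 0.576, adjusted p = 0.199 from the same test). For each of the 3 genes, every ALKKO mouse was above every Ctrl and KO mouse (exact permutation test, two-sided p = 0.1 in each comparison, the smallest p that 3 mice against 3 allow). Adjusted over the named genes alone, the p of Socs3, Trim66 and Gzma in ALKKO against Ctrl was 0.00308, 0.0113 and 0.00821, where the paper chose these genes from the same counts. With DESeq2's Wald test it was 8.12e-06, 0.00326 and 0.000463 over all genes. In an edgeR fit of only ALKKO and Ctrl, without the tumors, it was 0.000246, 0.0122 and 0.000984 over all genes tested. In most other settings the 3 genes were not called in ALKKO. In ALK against Ctrl, the call of Gzma was lost with the labelled age as a covariate (log2 fold change 0.79, adjusted p = 0.196 from edgeR's test), in a fit of only the 2 groups (0.0838), without any 1 of the Ctrl mice (0.0595 to 0.0831) and without the third tumor, where the log2 fold change was 0.78. Socs3 and Trim66 were each no longer called in ALK without either of a pair of the Ctrl mice (0.0504 to 0.0591), and Trim66 also in a fit of only the 2 groups (0.0582).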

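Myc (Ensembl ENSMUSG00000022346.15, chromosome 15 from 61985391 to 61990374 of GRCm38) had 246 ± 29.8 CPM in ALK, 74.3 ± 4.00 CPM in Ctrl, 68.0 ± 10.1 CPM in KO and 69.6 ± 21.4 CPM in ALKKO. Its log2 fold change was 1.72 in ALK against Ctrl (SE 0.207, adjusted p = 0.000553 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.82 in ALK against ALKKO (adjusted p = 0.000512 from the same test). Cdk4 (chromosome 10 from 127063534 to 127067920) had 455 ± 69.9 CPM in ALK, 229 ± 31.3 CPM in Ctrl, 196 ± 22.4 CPM in KO and 223 ± 25.6 CPM in ALKKO, a log2 fold change in ALK against Ctrl of 0.99 (SE 0.161, adjusted p = 0.00209 from the same test), just under the fold change threshold. Cdk6 (chromosome 5 from 3341485 to 3531008) had 439 ± 269 CPM in ALK, 141 ± 0.475 CPM in Ctrl, 119.6 ± 34.4 CPM in KO and 262 ± 29.1 CPM in ALKKO. It rose by 1.64 on the log2 scale in ALK against Ctrl (SE 0.374, adjusted p = 0.00975 from the same test), while ALK and ALKKO overlapped (log2 fold change 0.75, adjusted p = 0.151 from the same test). Ccnd1, which encodes cyclin D1 (chromosome 7 from 144929931 to 144939925), had 19.8, 125 and 79.6 CPM in the ALK mice and 26.7 ± 5.36 CPM in Ctrl, and its log2 fold change of 1.49 was within the spread between mice (SE 0.752, adjusted p = 0.157 from the same test). The highest Ccnd1 value was that of KO2, 159 CPM.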

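Between the tumors and ALKKO thymocytes, the counts on mouse Alk, the readout of the transgene, differed by less than the spread between mice (log2 fold change -0.19 in ALK against ALKKO, SE 0.308, adjusted p = 0.679 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Socs3 was not higher in the tumors than in ALKKO thymocytes, with a log2 fold change of -0.87 (adjusted p = 0.247 from the same test). From the few genes shared by both ALK-positive cell types and the many changed in the tumors alone, the paper proposes that ALK first acts on a small number of regulatory genes and that the transcriptional program is rewired later, with transformation.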

The large heterogeneity observed in biological replicates of ALK tumors as well as the results from FACS analyses suggested a change in cell composition in ALK tumors compared with the other genotypes. Thus, we established a deconvolution strategy, which allowed us to infer different thymic cell populations in our data from previously published thymic single-cell RNA-seq (scRNA-seq) datasets (59). Using this strategy, along with the relative expression of marker genes in our bulk data, we were able to show that cell proportions of our Ctrl samples were comparable with thymi of 4- to 24-wk-old mice used in the study by Park et al (Fig 6A). Likewise, KO and ALKKO samples showed similar cell type proportions, suggesting little changes in cell composition upon *Dnmt1* deletion in normal as well as ALK-positive thymocytes (Fig 6B). 

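The single cell data of the deconvolution were not used here, and lists of marker genes were averaged per library instead. The mean log2(CPM + 1) of 14 B cell genes was 8.01 in KO2 and 3.09 to 3.96 in the other Ctrl, KO and ALKKO libraries. For 14 genes of mature circulating T cells it was 8.19 in KO2 and 6.11 to 6.72 in the other thymus libraries. For 15 genes of double-positive thymocytes it was 7.57 in KO2 and 8.84 to 9.16 in the others. The 10 most abundant genes took 6.94% of the counts of KO2 and 2.46% to 4.03% of those of the other libraries. Xist had 691 CPM in KO2, the only mouse labelled female, and 1.43 to 101 CPM in the other thymus libraries.

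**Figure D2:**
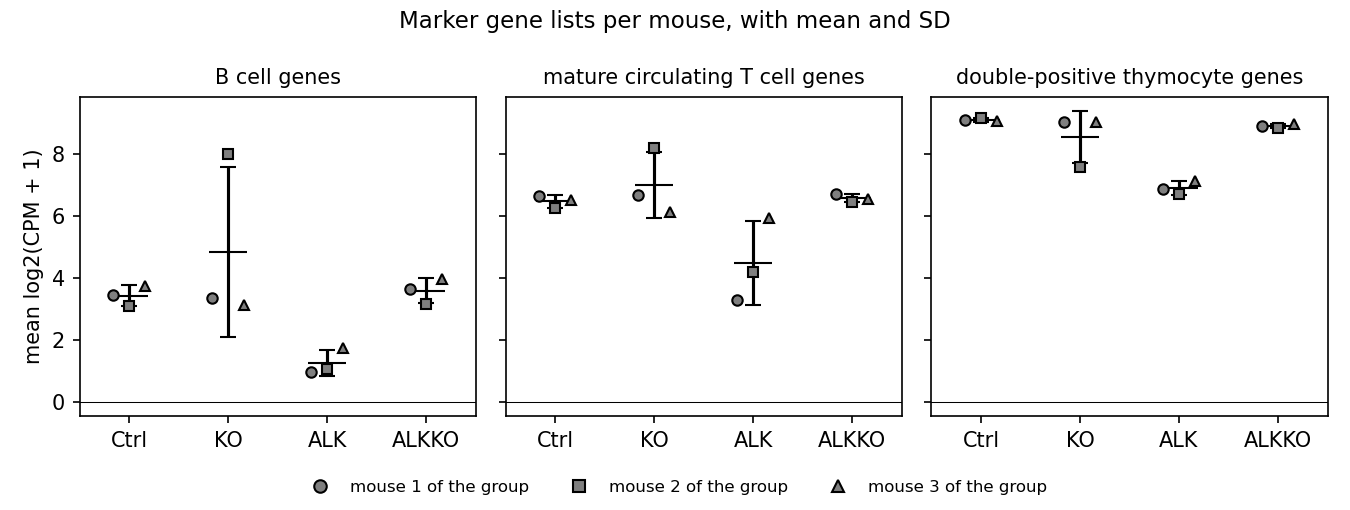
The vertical axes give the mean log2(CPM + 1) of the B cell, mature circulating T cell and double-positive thymocyte genes in the 4 groups on the horizontal axis. Points are single mice and lines and bars the mean and SD of 3 mice, and KO2 (the square in KO) lies at 8.01 for the B cell genes and the other KO mice at 3.36 and 3.12.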

The one exception was the KO2 sample, which appeared to be an outlier in this analysis. 

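Cell type proportions were not estimated here. Expression of the coreceptor genes was lower in ALK tumors than in Ctrl thymocytes. Cd4 (chromosome 6 from 124864692 to 124888221 of GRCm38) had 59.6 ± 48.9 CPM in ALK and 1349.9 ± 60.8 CPM in Ctrl, a log2 fold change of -4.50 (SE 0.562, adjusted p = 0.000650 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cd8a (chromosome 6 from 71373427 to 71379173) had 10.4, 200.2 and 292 CPM in the ALK mice and 2106 ± 138 CPM in Ctrl, a log2 fold change of -3.65 (SE 0.876, adjusted p = 0.0120 from the same test, and 0.0522 in a fit of only the 2 groups), and Cd8b1 fell by 6.31 on the log2 scale (SE 0.562, adjusted p = 0.000133 from the same test). The list of double-positive thymocyte genes had a mean log2 fold change of -1.85 in ALK against Ctrl, with 4 of its 15 tested genes higher (adjusted p = 0.0051 by limma's fry over 66 tests). A list of 14 early double-negative thymocyte genes had a mean log2 fold change of 0.42 with 6 genes higher (adjusted p = 0.474 by fry), which was within the spread between mice. Il2ra, which encodes CD25, changed by -0.19 on the log2 scale (SE 0.431, adjusted p = 0.771 from edgeR's test) and changed its sign with the labelled age as a covariate, to 0.12, and without the third ALK mouse, to 0.22. Cd44 had 53.6, 1601 and 534 CPM in the ALK mice and 49.7 ± 3.31 CPM in Ctrl, a log2 fold change of 3.87 (SE 0.935, adjusted p = 0.0123 from the same test, and 0.0511 without the first Ctrl mouse).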

Strikingly, we observed an increase in quiescent DN cells (DN(Q)) and a slight decrease in SP CD4 and CD8 cells based on thymocyte-specific marker gene expression in ALK tumor samples (Fig 6B). Interestingly, when we included scRNA-seq datasets and marker genes from early murine thymus development in the deconvolution analysis, we observed a higher concordance of marker gene expression patterns of ALK tumors with early embryonic thymocytes compared with mature thymocytes (Fig 6C).

**Figure 6.**
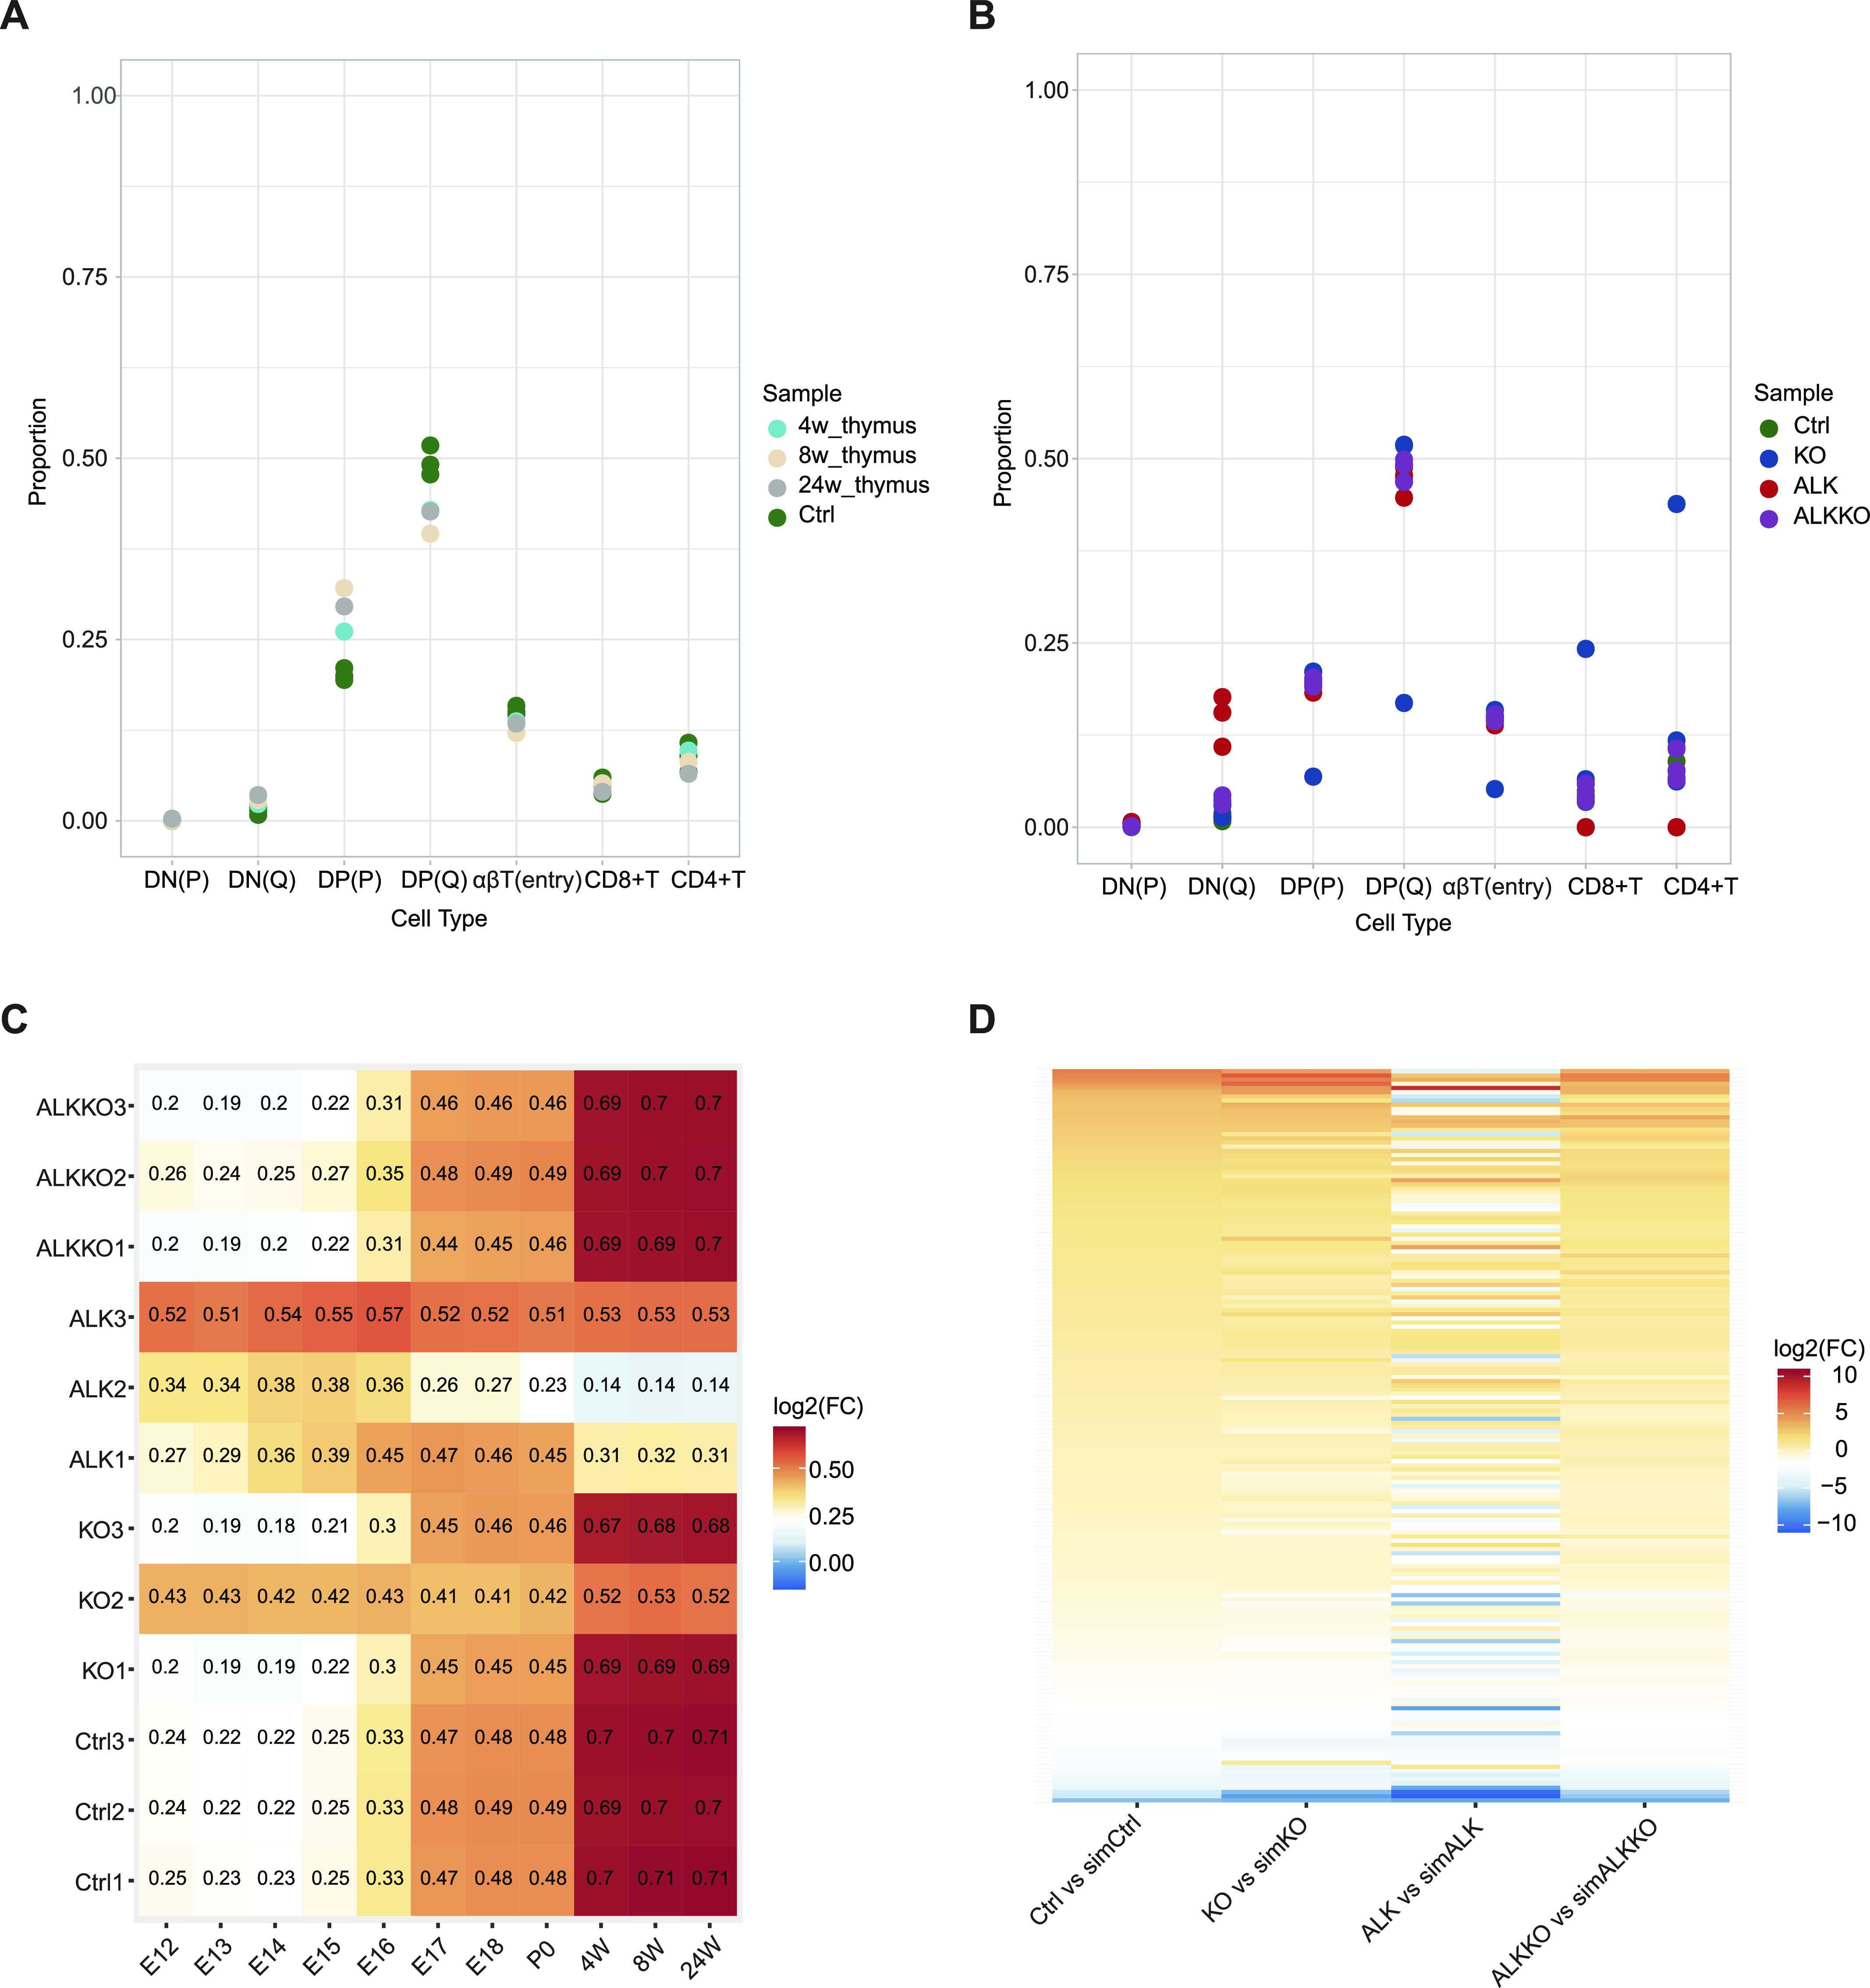
Deconvolution of RNA-seq data. **(A)** Proportions of cell types in the sc-RNA-seq data in postnatal thymus harvested at 4, 8, and 24 wk of age compared with the proportions calculated for the deconvolution using the bulk data (Ctrl sample). DN, double-negative T cells; DP, double-positive T cells; P, proliferating; Q, quiescent. **(B)** Estimation of the cell type proportions in each sample in the bulk data. KO2 appears to be an outlier in this analysis. **(C)** Correlation between each replica in the bulk data and the single cell data of different time points using the marker genes selected in the deconvolution. E, embryonic day; P0, birth; W, weeks after birth. **(D)** Log_2_(FC) values of the real versus simulated samples for the 175 marker genes selected in the deconvolution.

A caveat of our analysis in the case of the tumor sample was the use of T-cell–specific scRNA-seq data for the deconvolution of bulk tumor samples, which might contain additional cell types (e.g., tumor cells) not present in the single cell data. To get a better understanding of the genes expressed in the tumor cell population that are not accounted for in the deconvolution, we applied the following strategy. The deconvolution of the ALK data was based on 175 specific marker genes determined on the single cell data (see the Materials and Methods section). We then simulated genome-wide expression patterns of a cell mixture similar to the one expected in the ALK sample if it was only composed of the seven accounted cell types (simALK). We assumed that if there are extra cell types in the ALK tumor replicas these additional cell types should be characterized through differentially expressed genes between the simulations and the real replicas. Thus, we chose the top 10% most highly expressed genes in the original bulk data plus the 175 marker genes and performed a differential expression analysis between the bulk samples and the corresponding replicas in the simulation. Notably, the 175 maker gens showed the largest expression changes in the simulated versus real data, suggesting the presence of additional cell types (Fig 6D). 

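The simulated mixture was not used here, and the tumors were compared with Ctrl thymocytes. Cd6 (chromosome 19 from 10789341 to 10830058 of GRCm38) had 4.28 ± 4.57 CPM in ALK and 291 ± 5.48 CPM in Ctrl, and Cd69 (chromosome 6 from 129267325 to 129275436) 2.96 ± 1.80 and 74.4 ± 11.7 CPM. Their log2 fold changes were -6.09 (SE 0.683, adjusted p = 0.000443) and -4.64 (SE 0.386, adjusted p = 8.26e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Isg15 had 5.34 ± 4.45 CPM in ALK and 29.4 ± 4.41 CPM in Ctrl, Slfn2 22.7 ± 12.5 and 140.4 ± 22.0 CPM, and Ifit1bl1 0.353 ± 0.317 and 5.84 ± 0.765 CPM. The log2 fold changes of these 3 genes were -2.45, -2.63 and -4.01, with adjusted p of 0.0220, 0.00328 and 0.0228 from the same test. In all of them, every ALK mouse was below every Ctrl mouse, but the calls of Isg15 and Ifit1bl1 were each lost in 3 of the fits without 1 Ctrl or ALK mouse (adjusted p from 0.0544 to 0.0730). A list of 22 interferon response genes had a mean log2 fold change of -2.35 with 0 genes higher (adjusted p = 0.00755 by limma's fry over 66 tests).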

For the remaining genes, we found genes associated with T-cell activation, such as *Cd6* and *Cd69*, and interferon response, such as *Isg15*, *Slfn2*, or *Ifit1bl1* to have lower expression than expected from the simulated T-cell mixture, indicating substantial expression changes even in the considered cell types (Table S3). Furthermore, genes that showed higher expression patterns in ALK tumors compared with the simulated mixture were associated with cancer development, progression and aggressiveness, such as *Tbx19*, *Nwd1*, *Sytl2*, *Amigo2*, and *Dpp4*. 

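Against Ctrl thymocytes, Amigo2 had a log2 fold change in ALK of 2.69 (SE 0.583, adjusted p = 0.00758 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Dpp4 of 3.49 (SE 0.691, adjusted p = 0.00504 from the same test), with every ALK mouse above every Ctrl mouse. Dpp4 had 148, 1806 and 1914 CPM in the ALK mice and 115 ± 10.8 CPM in Ctrl. Tbx19, Sytl2 and Nwd1 rose by 6.30, 5.19 and 2.29 on the log2 scale (adjusted p = 0.0122, 0.0228 and 0.0267 from the same test), and for these genes the ALK and Ctrl mice overlapped. The first ALK tumor had 2.15 CPM of Tbx19 and 0.605 CPM of Sytl2, below every Ctrl mouse, while the other ALK tumors had 1326 and 454 CPM of Tbx19 and 710.3 and 702 CPM of Sytl2. Sytl2 was no longer called without any 1 of the Ctrl mice (adjusted p from 0.0734 to 0.0823 in the same test), and Tbx19 and Nwd1 without either of a pair of them (0.0524 to 0.0962). All 3 calls were also lost in a fit of only the 2 groups (0.0552 to 0.0919), and those of Sytl2 and Nwd1 without the low-count filter (0.0599 and 0.0581) and without the second ALK tumor (0.0519 and 0.0841).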

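Nrarp (chromosome 2 from 25180758 to 25183339 of GRCm38) had 51.8, 306 and 36.7 CPM in the ALK mice and 9.29 ± 2.29 CPM in Ctrl, a log2 fold change of 3.82 (SE 0.709, adjusted p = 0.00370 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Dtx1 (chromosome 5 from 120680202 to 120711927) had 624, 133 and 75.3 CPM in the ALK mice and 25.9 ± 5.66 CPM in Ctrl, a log2 fold change of 3.42 (SE 0.825, adjusted p = 0.0124 from the same test, and 0.0559 without the first Ctrl mouse). A list of 10 Notch target genes had a mean log2 fold change of 1.89 in ALK against Ctrl, with 8 genes higher (adjusted p = 0.0389 by limma's fry over 66 tests). This was lost with at least 10 counts in every library (adjusted p = 0.0555) and in every fit without 1 of the 12 libraries except those without KO2, the first ALK tumor or the third. The mean was lowest without the second ALK tumor, at 1.00 (adjusted p = 0.119), and the adjusted p ranged from 0.000398 to 0.119 over all alternatives tried.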

Genes that were associated with Notch signaling (*Nrarp* and *Dtx1*) were also strongly induced in ALK tumors compared with the simulated ALK sample (Table S4). Together, these data support our previous findings suggesting an enrichment of DN cells, down-regulation of T-cell–specific factors and a strong induction of oncogenic pathways in ALK-driven tumors.

Table S3 Differential expression analysis between simulated and real bulk data reveals genes that are significantly down-regulated in ALK versus simulated ALK data.

Table S4 Differential expression analysis between simulated and real bulk data reveals genes that are significantly up-regulated in ALK versus simulated ALK data.

### Changes in DNA methylation after *Dnmt1* deletion

To assess the effect of DNMT1 depletion on global DNA methylation in the different genotypes, we analyzed global and site-specific CpG methylation, using dot blot analysis measuring 5-methyl Cytosine (5mC) levels and genome-wide methylation patterns using reduced representation bisulfite sequencing (RRBS), respectively (Figs 7A and B and S7A). As shown previously (53), KO samples revealed a slight but not significant decrease in global DNA methylation compared with Ctrl samples. In the double mutant, ALKKO, we observed a significant decrease in global DNA methylation levels as compared with Ctrl samples. The loss of DNA methylation in KO and ALKKO samples was accompanied by strong induction of *IAP* retrotransposon transcription, which was especially high in ALKKO, in line with higher loss of global methylation in those samples (Fig S7B).

**Figure 7.**
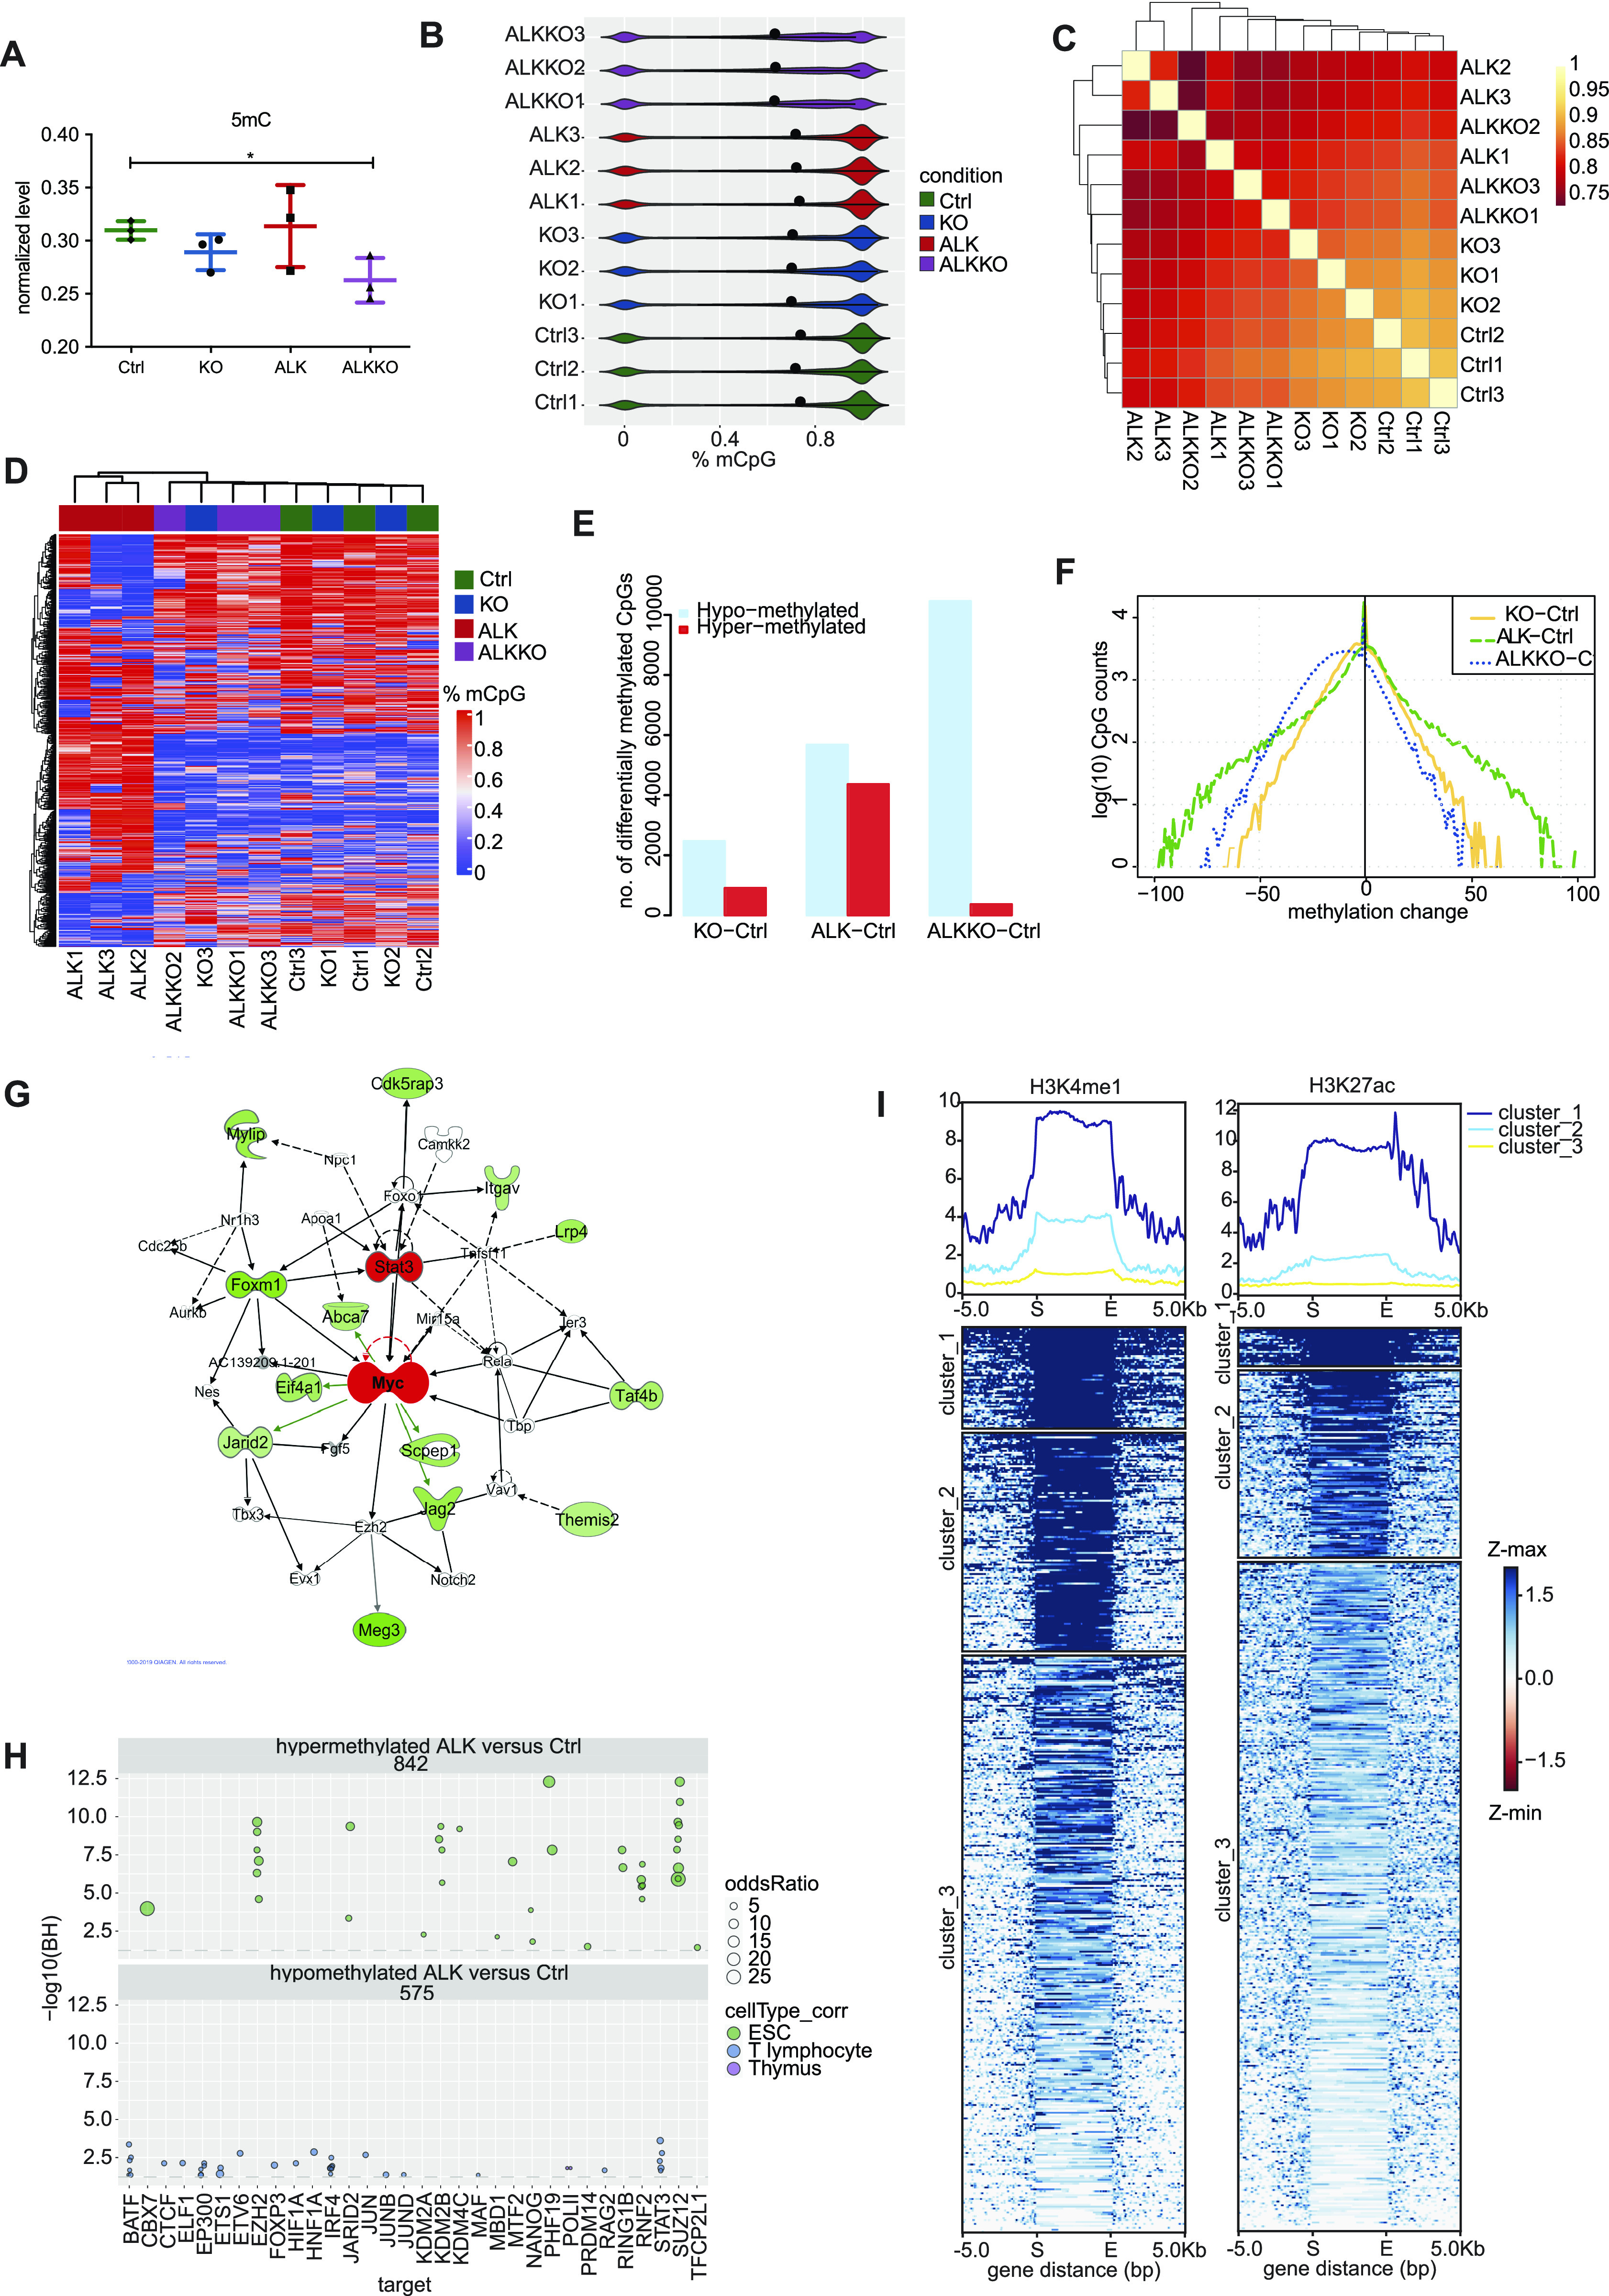
DNA methylation changes in ALK tumors and *Dnmt1* knockout thymi. **(A)** Quantification of global DNA methylation levels by dot blot analysis using 5mC immunodetection. 5mC signal intensities were normalized to total DNA input based on methylene blue staining. Data are represented as mean ± SD, *P < 0.05, using one-way ANOVA, followed by unpaired *t* test, n = 3. **(B)** Violin plots indicating the bimodal distribution of methylation levels determined by reduced representation bisulfite sequencing in three biological replicates of Ctrl, KO and ALKKO thymi as well as ALK tumors. Shown are percent methylation per CpG (%mCpG). Black dots indicate the median percentage of mCpG in each sample. **(C)** Correlation heat map between individual Ctrl, KO, ALKKO and ALK samples based on DNA methylation levels of single CpGs based on correlation coefficients between samples. **(D)** DNA methylation heat map using unsupervised clustering of the top 1% most variable CpGs in Ctrl, KO, ALK and ALKKO samples. The color code represents mean methylation levels of individual CpG sites. **(E)** Significantly hyper- (red) and hypo- (blue) methylated CpGs resulting from comparison of KO, ALKKO, and ALK versus Ctrl samples identified by methylKit analysis (*P* < 0.01; b-value difference >25%). **(F)** Methylation changes of individual CpGs relative to Ctrl for all genotypes (as in E) shown as density plot. Numbers on the y-axis are log(10) CpG counts. **(G)** Network analysis based on Ingenuity Pathway Analysis of significantly hypomethylated promoter regions in ALK versus Ctrl samples. Significantly hypomethylated genes are depicted in green, upstream regulators are depicted in red. **(H)** Locus overlap analysis (LOLA) region set enrichment analysis for differentially methylated CpGs (binned into 1-kilobase tiling regions). The plot shows region sets from embryonic stem cells (green), T lymphocytes (blue) and thymus (purple) with *P* < 0.05. **(I)** Differentially methylated regions (DMRs) between ALK versus Ctrl samples were used to map histone modifications (H3K4me1 and H3K27ac) of ENCODE regions defined by ChIP-seq data of thymus samples using *k*-means clustering (*k* = 3). The heat map indicate overlap of individual DMRs expanded to 5 kb on both sites with H3K4me1 (left) and H3K27ac (right) in three distinct clusters, based on different signal intensity. Gene distance indicates predicted enhancers mapped within at a 5-kb window indicating start (S) and end (E) of the DMR region. Z-min/max shows the intensity of the H3K4me1 and H3K27ac ChIP-seq signals.

**Figure S7.**
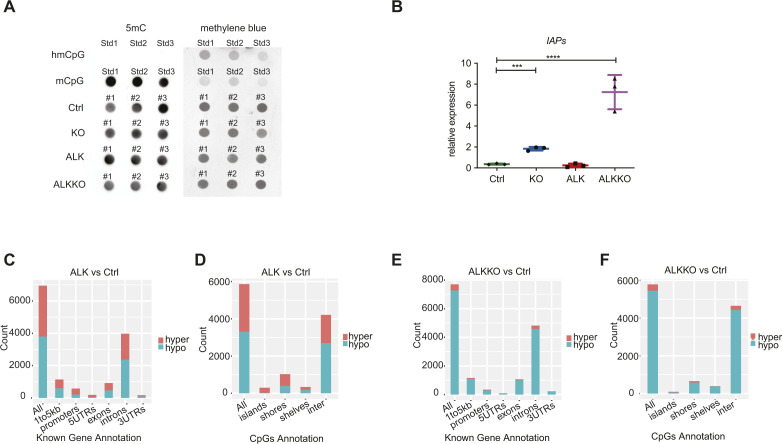
Changes in DNA methylation levels upon *Dnmt1* knockout. **(A)** Global DNA methylation analysis using dot blot and immunodetection with an antibody directed against 5mC (left) or methylene blue staining as DNA loading control of DNA isolated from Ctrl, KO, ALK and ALKKO thymi and tumors (right). Hydroxymethylated (hmCpG) and methylated (mCpG) oligos were used as antibody control. Analyses were performed in technical and biological triplicates. **(B)** qRT-PCR of *IAP* expression in Ctrl, KO, ALK tumor and ALKKO samples. Analyses were performed in biological triplicates (n = 3). Data are represented as mean ± SD, ***P < 0.001, ****P < 0.0001, one-way ANOVA, followed by unpaired *t* test. **(C, D)** Annotation of hyper- (red) and hypo- (turquois) methylated CpG sites related to known gene annotations and CpG island characteristics for ALK versus Ctrl samples. **(E, F)** Annotation of hyper- (red) and hypo- (turquois) methylated CpG sites related to known gene annotations and CpG island characteristics for ALKKO versus Ctrl samples.

CpG methylation showed the highest correlation between Ctrl and KO samples, whereas both ALK and ALKKO samples showed lower correlations in relation to other genotypes but also amongst the replicates (Fig 7C). Similarly, unsupervised hierarchical clustering of the top 1% most variable CpGs indicated a separation of ALK tumor samples compared with Ctrl, KO, and ALKKO thymi and a closer proximity between Ctrl and KO compared with ALKKO samples, suggesting that the largest changes in methylation occur in the tumor samples compared with the other genotypes (Fig 7D). Compared with Ctrl, ALK samples showed both hyper- and hypomethylation, whereas the KO and ALKKO samples were enriched for hypomethylated sites (Fig 7E). When comparing the change in methylation per site, we observed that in ALKKO compared with Ctrl, most sites lost less than half of their methylation, whereas in ALK versus Ctrl we detected CpGs with particularly large changes reflecting stable tumor-specific changes in DNA methylation patterns (Fig 7F). Annotation of differentially methylated CpGs revealed that ALK tumor samples mainly gained DNA methylation in promoter regions, CGIs and shores, whereas intergenic and inter-CGI sites preferentially lost methylation (Fig S7C and D). The large number of hypomethylated CpGs between Ctrl and ALKKO was mainly associated with intergenic and inter-CpG island regions and to a lesser extent with upstream promoter regions, exons, shores and shelves (Fig S7E and F).

To identify potential tumor-relevant pathways associated with differentially methylated regions (DMRs), we performed ingenuity pathways analysis (IPA, www.qiagen.com/ingenuity), interrogating promoters that showed tumor-specific hypomethylation. Interestingly, those analyses identified c-MYC as a significant upstream regulator and several genes connected to the cellular c-MYC network were hypomethylated in ALK tumor samples (Fig 7G). 

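Taf4b (chromosome 18 from 14783245 to 14900359 of GRCm38) had 19.6 ± 3.87 CPM in ALK and 8.20 ± 0.330 CPM in Ctrl, a log2 fold change of 1.26 (SE 0.336, adjusted p = 0.0189 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0591 to 0.0718 without any 1 of the Ctrl mice or the second ALK tumor). Eif4a1 (chromosome 11 from 69666936 to 69672423) had 245 ± 5.23 CPM in ALK and 129 ± 8.92 CPM in Ctrl, a log2 fold change of 0.92 (SE 0.104, adjusted p = 0.000432 from the same test), and Cdk5rap3 (chromosome 11 from 96907426 to 96916496) had 114 ± 22.9 and 72.7 ± 7.75 CPM, a log2 fold change of 0.65 (SE 0.196, adjusted p = 0.0314 from the same test). Both stayed under the log2 fold change threshold of 1. Lrp4 (chromosome 2 from 91457511 to 91513779) had 13.4 ± 1.83 CPM in ALK and 7.04 ± 1.58 CPM in Ctrl, and its log2 fold change of 0.93 was past neither threshold (SE 0.373, adjusted p = 0.0826 from the same test). In all 4 genes every ALK mouse was above every Ctrl mouse.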

Among these genes, *Cdk5rap3*, *Lrp4*, *Eif4a1*, and *Taf4b* were also significantly up-regulated in tumors compared with Ctrls based on RNA-seq data (Table S1). Interestingly, all four genes have been implicated in proliferation control and tumorigenesis before (60, 61, 62, 63), highlighting their potential relevance for ALK driven lymphomagenesis.

To get further information about the genomic regions that are affected by aberrant methylation in ALK tumor cells we performed genomic region enrichment analysis on differentially methylated promoter-associated CpGs tiled into 200-bp genomic regions using locus overlap analysis (LOLA) (64). We used published ChIP-Seq datasets integrated in the LOLA software tool including murine ESC, T lymphocytes, and thymus for comparison with our DNA methylation profile of ALK tumor cells. Hypermethylated promoter regions in ALK tumor cells showed strong enrichment of binding sites for proteins associated with chromatin remodeling in ESC, in particular PRC associated proteins including CBX7, EZH2, MTF2, PHF19, RING1B, RNF2, and SUZ12. In addition, we detected a significant overlap of hypermethylated regions with ESC-specific transcriptional regulators of pluripotency, including NANOG, PRDM14, and TFCP2L1 (Fig 7H). Epigenetic switching from PRC marks to DNA methylation is a well-described phenomenon in human tumor cells reducing epigenetic plasticity of tumor cells (9, 65). For hypomethylated regions, we identified several transcription factors with T-cell–specific functions, some of which have been implicated in human ALCL before. Those included AP-1 family members BATF, JUN, JUNB, JUND, or IRF4 and STAT3, all of which have been associated with NPM-ALK signaling and tumorigenesis (66, 67, 68, 69, 70). Interestingly, motif enrichment using the Analysis of Motif Enrichment (71) integrated in the MEME Suite tool (72) revealed significant enrichment of several transcription factor motifs in the DMRs previously identified in the LOLA analysis including STAT3, ELF1, ETS1, or FOXP3 (Table S5).

Table S5 List of known JASPAR motifs significantly enriched (adjusted *P*-value < 0.05) in 200 bp tiled windows containing significantly hyper- and hypomethylated CpGs between ALK tumors and Ctrl thymocytes using Analysis of Motif Enrichment.

Enhancers play an important role in regulating gene expression during development and it has been shown that enhancer methylation can be drastically altered in cancer, which can be associated with altered expression profiles of cancer genes (73). Therefore, we compared DMRs, defined over 1-kb tiling windows, between ALK tumor cells and Ctrl thymocytes to ENCODE ChIP-seq datasets for active enhancers including monomethylation of histone H3 lysine K4 (H3K4me1) and acetylation of histone H3 lysine 27 (H3K27ac) in murine thymi (74, 75). Among 470 DMRs tested, we detected a specific overlap of 118 DMRs with H3K27ac and 167 DMRs with H3K4me1, respectively (Fig 7I). Of these, 95 DMRs overlapped with both H3K4me1 and H3K27ac, indicative of active enhancers in thymocytes. 

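The methylation data were not analysed here, and the genes near differentially methylated enhancers were taken from Table S6, apart from Socs3, whose values are given above. Of the other genes of the table, Cpsf4l changed most, from 1.66 ± 0.0956 CPM in Ctrl to 539.8 ± 209 CPM in ALK (log2 fold change 8.34, SE 0.475, adjusted p = 6.82e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fbln1, Abcb9, Cnp, Tcf4, Heg1, 2210406O10Rik, Cdc42ep4, Ahnak and Fam169b were also called higher in ALK than in Ctrl (Heg1 with an overlap between the groups), with log2 fold changes from 1.08 (Fam169b) to 2.42 (Fbln1) and adjusted p from 0.00261 to 0.0480 in the same test. Of these calls, only those of Abcb9, Tcf4 and Cdc42ep4 held, at the same thresholds, under every alternative filter, normalization, test and design tried for single genes. Those of 2210406O10Rik and Heg1 were lost in most fits without 1 of the 12 libraries, 2210406O10Rik with an adjusted p of up to 0.163 and Heg1 with a log2 fold change of 0.62 (adjusted p = 0.205) without the second ALK tumor, and those of Fbln1 and Ahnak without any 1 of the Ctrl mice (0.0648 to 0.0934). Without the second ALK tumor the log2 fold changes of Cnp and Fam169b were under the threshold (0.98 and 0.97). Tmem50b, Slamf6 and Sox6 were higher by 1.54, 1.09 and 4.82 on the log2 scale, but with adjusted p of 0.0577, 0.0528 and 0.0695 from the same test, and in the first ALK tumor all 3 were below every Ctrl mouse. Traf1 was lower, with a log2 fold change of -4.38 (SE 0.554, adjusted p = 0.000689 from the same test), and Syt13 had a log2 fold change of -1.82 with an adjusted p of 0.0561 from the same test. Tmigd3 and Scgb1a1 did not pass the low-count filter and were not tested. Tmigd3 was at least 25.0-fold higher in the mean of the ALK mice, which overlapped with Ctrl, and Scgb1a1 at least 1.92-fold lower.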

Interestingly, several genes nearby differentially methylated enhancers showed significantly deregulated gene expression (Table S6). Among those genes, we found *Runx1*, a critical transcription factor for early T-cell development of thymic precursors and T-cell maturation (76, 77), or *Socs3*, which was also implicated in human ALCL (78, 79). 

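Runx1 (Ensembl ENSMUSG00000022952.16, chromosome 16 from 92601466 to 92826149 of GRCm38) had 687, 643 and 363 CPM in the ALK mice and 160.0 ± 14.8 CPM in Ctrl, a log2 fold change of 1.82 (SE 0.252, adjusted p = 0.00107 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every ALK mouse was above every Ctrl mouse (exact permutation test, two-sided p = 0.1, the smallest p that 3 mice against 3 allow). The KO and ALKKO mice, at 108 to 189 CPM, lay below all ALK mice.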

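Ptpn13 (Ensembl ENSMUSG00000034573.14, chromosome 5 from 103425192 to 103598303 of GRCm38) had 11.4 ± 4.81 CPM in ALK and 27.8 ± 5.51 CPM in Ctrl. Every ALK mouse was below every Ctrl mouse, with a log2 fold change of -1.28 that was not past the adjusted threshold (SE 0.493, adjusted p = 0.0735 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bmp3 (Ensembl ENSMUSG00000029335.5, chromosome 5 from 98854415 to 98884396) had 1 count in the first ALK mouse and 0 in the others, against 1.67 ± 0.719 CPM in Ctrl, and was at least 7.19-fold lower in ALK (adjusted p = 0.000923 from the same test).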

Down-regulated genes included the phosphatase and tumor suppressor *Ptpn13* (80) and the TGF-β ligand *Bmp3*, which might result in altered TGF-β signaling as observed in human ALK-positive cancers (81).

Table S6 List of genes that showed significant deregulated gene expression (FDR < 0.05, absolute log_2_(FC) > 1) between ALK tumors and Ctrl thymocytes and that were located close to differentially methylated regions, which overlapped with active enhancers in thymi based on ENCODE ChIP-seq datasets for H3K4me1 and H3K27ac.

Together, these data suggest that NPM-ALK–driven transformation is accompanied by CGI hypermethylation and hypomethylation of intergenic regions, which is reminiscent of epigenetic reprogramming events in human tumors and affects major oncogenic signaling pathways. Furthermore, we found associations of tumor related hypermethylation with PRC1- and PRC2-regulated regions, as well as a significant overlap of hypomethylated regions with T-cell–specific and tumor-relevant transcription factor–binding regions and motifs and thymocyte specific enhancers.

### Loss of associated methylation patterns in tumors

Recent literature has challenged the standard model of DNA methylation inheritance, in which CpGs are presumed as independent but has rather suggested a collaborative model that takes methylation levels of neighboring CpGs into account (82, 83). According to this model, which also considers the distances of neighboring sites, methylated CpGs would enforce methylation of adjoining CpGs, whereas non-methylated CpGs would induce rather unmethylated states depending on the presence of DNMTs and TET enzymes. We therefore analyzed whether the distance between two neighboring CpGs had an influence on methylation changes of those CpGs in ALK tumor or knockout cells (ALK and ALKKO) relative to Ctrls (Fig 8A). ALK tumor cells showed stronger hypermethylation in nearby CpGs (0–5 bp distance), most likely reflecting tumor specific CGI hypermethylation. More distant sites showed equal gains and losses of methylation in the ALK samples. Furthermore, we found that in the KO samples as well as in the double mutant ALKKO, highest methylation loss was observed at CpGs more distant from neighboring CpGs, suggesting that DNMT1 is needed for methylation maintenance of distant CpGs.

**Figure 8.**
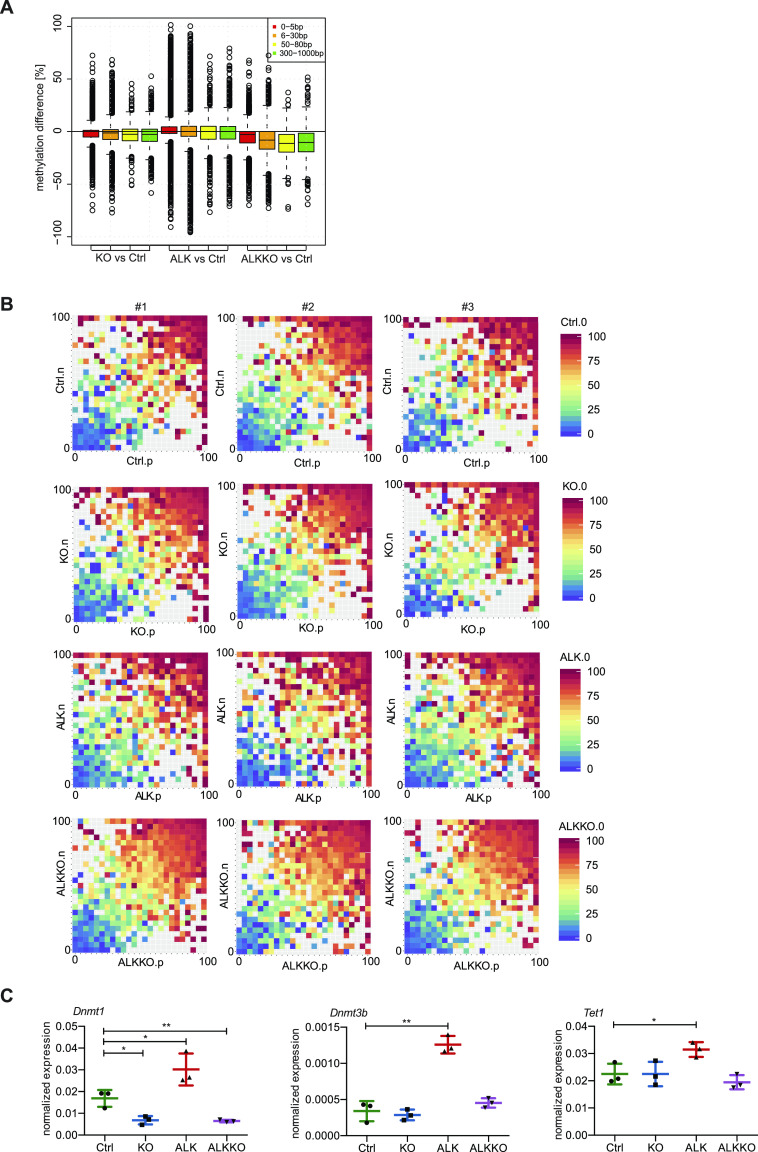
Analysis of associated DNA methylation. **(A)** Methylation difference of neighboring CpGs relative to Ctrls in KO, ALK, and ALKKO samples as analyzed based on the distance between CpGs. **(B)** CpG triplet analysis of neighboring CpGs within a maximal distance of 20 bp. Each square represents three neighboring CpGs. The color of the squares indicates the methylation level of the middle CpG from unmethylated (blue) to fully methylated (red). The x and y axes represent the methylation levels of the two neighboring CpGs annotated as (n) and (p). Squares close to the diagonal indicate highly correlated CpG triplets, whereas dispersed squares represent non-correlated triplets. **(C)** qRT-PCR of *Dnmt1*, *Dnmt3b*, and *Tet1* expression in Ctrl, KO and ALKKO thymocytes as well as ALK tumor cells normalized to *Gapdh* expression. Analyses were performed in biological triplicates. Data are represented as mean ± SD, *P < 0.05, **P < 0.01, pairwise comparison to the Ctrl unpaired *t* test.

We further examined closely associated CpG triplets, defined as CpGs with neighboring CpGs within less than 20 bp distance to both sites, in three biological replicates of each genotype (Fig 8B). We found that in Ctrl samples methylation levels between neighboring sites are highly correlated, in a way that a highly methylated CpG is flanked by highly methylated CpGs, whereas unmethylated CpGs are flanked by unmethylated CpGs. Thus, in a correlation plot, most CpGs are found close to the diagonal in Ctrl samples (Fig 8B). *Dnmt1* knockout samples showed a general trend towards lower methylation but retained the correlation among the CpG triplets, as illustrated by the vicinity of CpG triplets to the diagonal in KO and ALKKO samples, suggesting that DNMT1 is not required to warrant cooperative methylation. Interestingly, cooperative DNA methylation seems to be disturbed in ALK tumor cells, where we detected a loss of correlation and observed a higher methylation difference of neighboring CpGs, indicating a loss of collaboration between those sites.

Together, these data suggest that heterogeneous DNA methylation patterns in ALK+ tumors are characterized by low correlation of DNA methylation between nearby CpGs, which might be associated with the deregulation of methylation controlling enzymes including *Dnmt1*, *Dnmt3b*, and *Tet1* (Fig 8C) that we observed based on qRT-PCR analyses. Interestingly, the correlation between neighboring CpGs is maintained upon DNMT1 depletion, suggesting that de novo methyltransferases such as DNMT3a/b can compensate and control associated DNA methylation at sites in close vicinity.

## Discussion

The ALK protein has been identified as a driver oncogene in diverse cancers, based on its overexpression after genetic translocation, amplification, or mutation (84, 85, 86). Overexpression of the human NPM-ALK oncogene in mouse T cells results in lymphomagenesis with 100% penetrance. In this model, the relatively long period of latency despite NPM-ALK expression and activation of downstream targets such as STAT3 and DNMT1 suggests that a secondary event is necessary for transformation and tumorigenesis. Accordingly, the NPM-ALK translocation and its transcripts can be detected in peripheral blood cells of human healthy donors implying that a single genetic event is not sufficient to induce transformation (87). Both our transcriptomic and epigenomic data point towards MYC as the potential secondary driver in this model. MYC was previously implicated in different ALK dependent malignancies including non-small cell lung cancer neuroblastoma and ALK+ ALCL (35, 69, 88, 89, 90, 91, 92). Furthermore, MYC was shown to directly regulate expression of *Cdk4* and *Cdk6*, affecting cell cycle progression at multiple points (93). We observed a gradual up-regulation of those genes on mRNA and protein level from tumor initiation to end-stage tumors. Correspondingly, we observed strong deregulation of *Notch1* in the transgenic mouse model. The NOTCH-MYC axis plays a major role in the development of T-cell acute lymphoblastic leukemia (T-ALL), resulting from the transformation of immature T-cell progenitors (94). This suggests that similar processes are driving ALK-dependent transformation, resulting in hyperproliferation and transformation of thymocytes. Notably, deletion of *Dnmt1* in an MYC-driven T-cell lymphoma model delayed lymphomagenesis and resulted in reduced proliferation of tumor cells (95).

During lymphomagenesis, we observed a gradual decrease in DP thymocytes subsets and a corresponding increase in DN and immature CD8 SP (i.e., TCRβ^−^) cells. Similarly, human ALK+ ALCL display a progenitor cell signature as indicated by epigenomic profiling and a subgroup of ALCL might arise from innate lymphocyte cells as recently described based on transcriptomic analyses (48, 68). The fact that we observe NPM-ALK–expressing tumor cells that show a surface marker expression pattern that is typical for DN cells, as well as the presence of immature single positive cells suggests, that an immature thymic cell population is targeted for transformation or that a more mature cell population regresses to a progenitor stage during transformation, potentially through direct repression of the T-cell phenotype by the ALK oncogene (46). Again, MYC might be central to this event, in line with data showing that overexpression of MYC, activated AKT and inhibition of intrinsic apoptosis by expression of BCLXL results in rapid transformation of mature CD4 and CD8 SP mouse T cells (96). Expression of reprogrammed DN lymphoma stem cells was recently described for an Lck-dependent NPM-ALK mouse model (97).

The elevated expression of DNMT1 appeared to be an early event after NPM-ALK induction in our model and depletion of DNMT1 completely abrogated lymphomagenesis. Intriguingly, we found DNA methylation signatures, highly resembling human tumors (98), with characteristic CGI hypermethylation and genome-wide hypomethylation as well as DNA hypermethylation of polycomb repressive marks (9). Generally, epigenomic patterns appeared to be highly heterogeneous between individual ALK tumors and showed a loss of cooperative CpG methylation. These observations went hand in hand with up-regulation of DNMTs (DNMT1 and DNMT3b) and TET1, implying that the oncogenic driver NPM-ALK has the potential to interfere with methylation homeostasis and to induce stochastic methylation aberrations. Interestingly, deletion of DNMT1 did not interfere with cooperative DNA methylation between closely neighboring CpGs because KO and ALKKO cells maintained high correlation between triplet CpGs with a CpG distance less than 20 bp. Thus, we propose that aberrant DNA methylation patterns in tumors might not fully depend on DNMT1 deregulation and that methylation cooperativity at close-by CpGs is independent of the maintenance machinery, but rather dependent on DNMT3a/b and TET enzymes. In general, DNMT3a and DNMT3b primarily bind to methylated CpG-rich regions; however, DNMT3b seems to exhibit additional preferences for actively transcribed genes and correlates with H3K36me3 marks (99). In addition, DNMT3a/b is important to counteract global DNA methylation loss caused by imperfect DNMT1 fidelity during DNA replication in mice (100). De novo methylation occurs more frequently at adjacent CpGs in a distance-dependent manner (99), further indicating that association between neighboring CpGs could be maintained through DNMT3a and DNMT3b in KO and ALKKO samples. Importantly, DNMT3 proteins might be involved in lymphomagenesis through their co-repressor function through interaction with MYC or other transcription factors, even independently of their enzymatic function (101, 102, 103).

In summary, we conclude that ALK-dependent oncogenic pathways result in deregulation of genome-wide DNA methylation patterns during tumorigenesis, which affect important regulatory regions, including lineage-specific transcription factor–binding sites and enhancers of T-cell–specific genes and tumor suppressors. In addition, we suggest that the deregulation of key epigenetic enzymes is a prerequisite to enable tumor formation and loss of maintenance of tumor-specific DNA methylation patterns results in a proliferation block and lack of T-cell transformation.

## Materials and Methods

### Mice

Transgenic mice carrying the human NPM-ALK fusion gene under the T-cell–specific *Cd4* enhancer-promoter system were crossed with mice carrying a conditional T-cell–specific deletion of *Dnmt1* (*Cd4*-Cre–driven recombinase) (31, 53, 104). The NPM-ALK mice were obtained from Lukas Kenner, Department of Pathology, Medical University of Vienna, and the *Dnmt1* knockout mice were obtained from Christian Seiser, Center for Anatomy and Cell Biology, Medical University of Vienna. The genetic background of mice was mixed (C57Bl/6xSV/129). Mice were kept under specific pathogen-free conditions at the Center for Biomedical Research, Medical University of Vienna, and the experiments were carried out in agreement with the ethical guidelines of the Medical University of Vienna and after approval by the Austrian Federal Ministry for Science and Research (BMWF; GZ.: 66.009/0304.WF/V/3b/2014). For genotyping, tissue samples obtained from ear clipping were incubated with tail lysis buffer (100 mM Tris, pH 8.0, 5 mM EDTA, pH 8.0, 200 mM NaCl, and 0.1% SDS) and 40 μl of proteinase K (10 mg/ml) o/n at 56°C. The next day, 170 μl of 5M NaCl were added, the solution was centrifuged for 10 min at maximum speed, and the supernatant was transferred to a new tube. 500 μl of isopropanol was added and after centrifugation and washing with 70% EtOH, the DNA was dried and dissolved in 150 μl of sterile water. Genotyping was performed with Promega GoTaq Mastermix according to the manufacturer’s suggestions.

### In vivo DNMT inhibitor treatment

NPM-ALK transgenic mice were treated with 1 mg/kg of 5-aza-2′-deoxycytidine (5-aza-CdR) dissolved in PBS administered intraperitoneally two times per week starting at 8 wk of age up to 30 wk of age. After treatment, the mice were monitored three times per week until euthanasia upon signs of sickness and/or tumor development.

### Flow cytometry analysis

Single cell suspensions of thymus, tumor and spleen were obtained by passaging the tissues through a 70-μm nylon cell strainer in staining buffer (PBS supplemented with 2% FCS and 0.1% sodium azide). 3 × 10^6^ cells were incubated for 5 min on ice with Fc-block (Pharmingen), after incubation with cell surface markers for 30 min on ice. The cells were washed and fixed with eBioscience FoxP3 Transcription Factor Fixation/Permeabilization Solution for 1 h at 4°C before. Intracellular staining for ALK (D5F3, CST #3633) was performed for 1 h at 4°C followed by incubation with Alexa Fluor 647 goat antimouse IgG antibody (Cat. no. A-21244; Thermo Fisher Scientific) for another hour at 4°C. The cells were washed and resuspended in 100 μl staining buffer. The cells were measured with a BD Fortessa flow cytometer and analyzed using FlowJo software. The detailed gating strategy is displayed in Fig S8.

**Figure S8.**
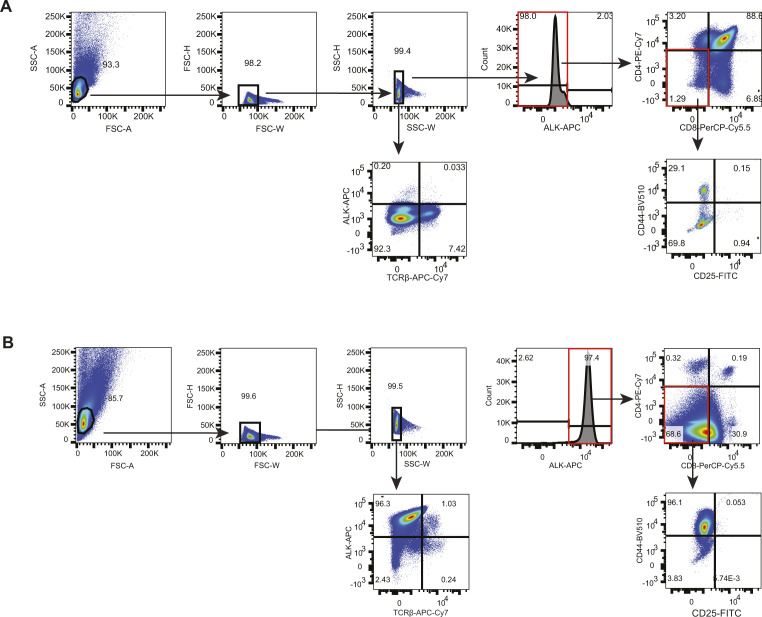
Gating strategy for FACS analysis of thymocytes and tumor cells. **(A)** Representative gating strategy for the analysis of ALK negative thymocytes from Ctrl and KO mice. Cells were first gated for single cells before specific surface marker expression patterns were analyzed. **(B)** Representative gating strategy for the analysis of ALK positive thymocytes and tumor cells from ALK and ALKKO mice. Ctrl samples were used as negative control for definition of ALK expressing cells. Expression of specific surface markers (CD4, CD8, CD25, CD44) was analyzed in ALK positive cells.

### RNA and DNA isolation from murine tumor and thymic tissues

RNA and DNA were isolated using the QIAGEN AllPrep DNA/RNA mini isolation kit to enable simultaneous isolation of nucleic acids from the same specimen. Tissues were homogenized using EPPI-Mikropistills (Schuett-biotec) and RNA and DNA isolation was performed according to the manufacturer’s protocol. RNA and DNA were eluted in nuclease free ddH_2_O.

### Protein extraction and Western blot

For protein extraction from tumors and thymi, the tissue was dounced and homogenized in lysis buffer as previously described (105). Protein concentrations were measured using Bradford and 20 μg were used for analysis by SDS–PAGE and Western blot as previously described (105). The following antibodies were used for protein expression analysis: ALK (D5F3, CST #3633), pALK (Tyr1278, CST #6941), STAT3 (D3Z2G, CST #12640), pSTAT3 (Tyr705, CST #9145), DNMT1 (H300, sc-20701), CDK4 (C-22, sc-260; Santa Cruz), CDK6 (HPA002637; Sigma-Aldrich), PCNA (ab2426; Abcam), and α-TUBULIN (1E4C11, 66031-1-Ig; Proteintech). Goat antirabbit IgG HRP conjugate, JD111036047, and rabbit antimouse IgG HRP conjugated, JD315035008 antibodies were used as secondary antibodies.

### Preparation of nuclear extracts

For isolation of nuclear fractions from tumors and thymi, the tissue was carefully dounced and homogenized in sucrose buffer (0.32 M sucrose, 10 mM Tris–HCl, pH 8.0, 3 mM CaCl_2_, 2 mM MgOAc, 0.1 mM EDTA, and 0.5% NP-40) containing protease inhibitors using plastic pestles. Nuclei were collected by centrifugation at 500*g* for 5 min at 4°C and supernatants, containing the cytoplasmic fractions were transferred into new tubes. Nuclei were washed two times with sucrose buffer without NP-40 before they were resuspended in 50 μl low salt buffer (20 mM Hepes, pH 7.9, 1.5 mM MgCl_2_, 20 mM KCl, 0.2 mM EDTA, and 25% glycerol [vol/vol]) containing protease inhibitors. An equal amount of high salt buffer (20 mM Hepes, pH 7.9, 1.5 mM MgCl_2_, 800 mM KCl, 0.2 mM EDTA, and 25% glycerol [vol/vol], 1% NP-40) containing protease inhibitors was added. Samples were incubated for 1 h 30 min at 4°C on a shaker before they were centrifuged at 21,000*g* at 4°C. Supernatant containing the nuclear fraction was transferred into a new tube and protein concentration was measured using Bradford. 15 μg of nuclear fractions were used for SDS–PAGE and Western blot analysis as described previously (105). The following antibodies were used for nuclear protein expression analysis: c-MYC (fE5Q6W, CST #18583) and HDAC1 as nuclear loading control.

### Quantitative RT PCR (qRT-PCR)

For qRT-PCR, RNA was isolated as described above and 1 μg of RNA was used for random hexamer cDNA synthesis using the qScript cDNA Synthesis Kit (Quantabio) according to supplier’s protocol. cDNA was diluted to a final concentration of 5 ng/μl and qRT–PCR was performed with KAPA SYBR FAST qPCR kits (KAPA Biosystems) on a C1000 thermal cycler, CFX96 real-time system (Bio-Rad) using 10 ng of cDNA per reaction. Three biological replicates per genotype were processed. GAPDH was used for normalization. The following primers were used for RNA-sequencing validation:

*Gapdh* fw: 5′-CGACTTCAACAGCAACTCCCACTCTTCC-3′
*Gapdh* rv: 5′-TGGGTGGTCCAGGGTTTCTTACTCCTT-3′
*Cd44* fw: 5′-ATGAAGTTGGCCCTGAGCAA-3′
*Cd44* rv: 5′-GTGTTGGACGTGACGAGGAT-3′
*Dnmt1* fw: 5′-AGGAGAAGCAAGTCGGACAG-3′
*Dnmt1* rv: 5′-CTTGGGTTTCCGTTTAGTGG-3′
*Notch1* fw: 5′-TGGCAGCCTCAATATTCCTT-3′
*Notch1* rv: 5′-CACAAAGAACAGGAGCACGA-3′
*Myc* fw: 5′-AGTGCTGCATGAGGAGACAC-3′
*Myc* rv: 5′-GGTTTGCCTCTTCTCCACAG-3′
*Cdk4* fv: 5′-TCCCAATGTTGTACGGCTGA-3′
*Cdk4* rv: 5′-ACGCATTAGATCCTTAATGGTCTCA-3′
*Cdk6* fw: 5′-CAGCAACCTCTCCTTCGTGA-3′
*Cdk6* rv: 5′-GATCCCTCCTCTTCCCCCTC-3′
*IAP* fw: 5′-ACTAAcTCCTGCTGACTGG-3′
*IAP* rv: 5′-TGTGGCTTGCTCATAGATTAG-3′

### Immunohistochemistry

Tumor and thymic tissues were fixed in 4% paraformaldehyde, dehydrated in ethanol, and embedded in paraffin. 2-μM sections were cut, attached to slides, dewaxed, and rehydrated. Epitopes were retrieved by heat-treatment in citrate buffer (pH 6.0; DAKO) or Tris–EDTA buffer (pH 9.0; DAKO). Slides were processed and counterstained as previously described (105). Primary antibodies against DNMT1, ALK pSTAT3 (listed above), or Ki67 (14-5698-80; eBioscience) were used for staining. Pictures were taken with a Zeiss Axio10 (Zeiss) microscope and a Gryphax camera (Jenaoptics) and quantification of positive cells was performed using Definiens Tissue Studio 4.2 Software (Definiens Inc.). Stainings were performed in four biological replicates for each genotype. For each biological replicate, four representative pictures were analyzed and counts were averaged. For Ki67 staining, slides were scanned using the Pannoramic 250 Flash III scanner (3DHISTECH) and analyzed using the Definiens software. Non-proliferative areas in thymi were excluded from quantification. Quantification results are shown as means ± SEM. The significance of the differences between mean values was determined by one-way ANOVA followed by pairwise comparisons to the control group using unpaired *t* tests.

### Immunofluorescence

Tumor and thymic tissues were formalin fixed and paraffin embedded as described above and epitopes were retrieved by heat-treatment in citrate buffer (pH 6.0; DAKO). Slides were washed in 0.1% PBS-Tween 20 (PBS-T), permeabilized in 0.3% Triton X-100 in PBS-T and blocked in blocking solution (10% goat serum in 0.1% Triton X-100 in PBS-T). Primary antibodies against ALK (CST #3363) and Ki67 (14-5698-80; eBioscience) were diluted 1:250 and 1:1,000 in blocking solution and incubated at 4°C overnight. After incubation with secondary antibodies (Alexa Fluor 594 goat antirabbit, Cat. no. A-11012; Invitrogen and Alexa Fluor 488 goat antirat, Cat. no. A-11006; Invitrogen), they were diluted 1:1,000 in blocking solution and the slides were counterstained with DAPI (1:50,000 from 10 mg/ml stock solution; Serva Eletrophoresis) and embedded with geltol (Calbiochem). Two representative pictures of four biological replicates per genotype were taken with LSM 5 Exciter (Zeiss) with the same exposure time for all slides and quantified by blinding pictures and counting of SP and double-positive cells in two 3 × 3 cm squares per picture. Quantification results are shown as means ± SEM. The significance of the differences between mean values was determined by one-way ANOVA followed by pairwise comparisons to the ALK group using unpaired *t* tests.

### Dot blot analysis of methylated DNA

Genomic DNA was isolated as described above and diluted to a final concentration of 250 ng. DNA was denatured at 100°C for 10 min in 0.4M NaOH and 10 mM EDTA solution and neutralized using 2M ice-cold ammonium acetate, pH 7.0, before it was applied to the dot blot apparatus to spot the DNA on a nitrocellulose membrane, pre-soaked in 6× saline sodium citrate buffer. After washing the membrane in 2× saline sodium citrate buffer, the DNA was UV-crosslinked using (UV Stratalinker 2400; Stratagene). Subsequently, the membrane was blocked for 1 h at room temperature with 5% milk in PBS-T and incubated with the primary antibody directed against 5mC (D3S2Z, CST #28692) overnight at 4°C. After incubation with the secondary antibody (goat anti-rabbit IgG HRP conjugate, JD111036047), 5mC signal was detected using the ChemiDoc XRS+ Imaging System (Bio-Rad) and analyzed using Image Lab Software (Bio-Rad). Methylene blue staining (0.02% methylene blue in 0.3M sodium acetate) was used for an internal DNA loading control. Membranes were incubated in methylene blue staining solution for 10 min and membranes were destained 3 × 10 min in water. Methylene blue staining was measured and analyzed as described above. Level of 5mC was calculated as a ratio of 5mC to methylene blue signal intensity in three biological replicates per genotype and three technical replicates, respectively.

### RNA-sequencing (RNA-seq)

RNA and DNA were isolated as described above. RNA concentrations were measured on the NanoDrop 2000 (Invitrogen) and 1,000 ng were sent to the Biomedical Sequencing Facility (CeMM). RNA integrity was tested using the Agilent Bioanalyzer. Stranded mRNA-seq (poly-A enrichment) library preparation was performed and sequenced using an Illumina HiSeq3000/4000 platform (50 nucleotide single-end reads).

### RNA-seq data analysis

Reads were quality-controlled using fastQC (106) and pre-processed using trimgalore (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) to trim adapter and low quality sequences. The reads were aligned to mouse genome (mm10) and processed further using STAR (107). Differential gene expression levels of the transcripts were quantified by HTSeq (108) and analyzed using the Bioconductor package DESeq2 (109). Genes with an FDR-adjusted *P* < 0.05 and an absolute fold change of two were considered significantly differentially expressed.

To gain insight into the nature of differentially expressed genes in each analysis, the gene set enrichment analysis of significantly deregulated genes between ALK tumors and Ctrl thymi was performed using oncogenic signature gene sets from MSigDB (33).

### Deconvolution strategy

We used the SCDC library (110) based on MuSiC (111) to conduct the bulk RNA-seq data deconvolution with a sc-RNA-seq reference thymic dataset (59) composed of 12 time points (age), 29 cell types, and 36,084 single-nucleus transcriptomes. The method allows deconvoluting a set of bulk RNA-seq samples based on an sc-RNA-seq dataset with the cell type clustering as a reference without pre-selected marker genes. The sc-RNA-Seq reference is used to build a cell-type-specific gene expression signature matrix. This is subsequently used to recover the underlying cell type proportions for the bulk samples using a tree-guided procedure based on a cell type similarity tree (111). A weighted non-negative least square regression framework is used over the previously selected marker genes, weighting each gene by cross-subject and cross cell variation. The general method considers an observed bulk gene expression 𝕐 ϵ ℝ^*N×M*^ for N genes across M samples, each containing K-cell types. The deconvolution will try to recover two non-negative matrices 𝔹 ϵ ℝ^*N×K*^ (average gene expression levels in each cell type corresponding to the signature matrix) and ℙ ϵ ℝ^*K×M*^ (mixing proportions of the K cell type of one sample) such that: 𝕐 ≈ 𝔹ℙ. We added some additional routines to the original library such as parallelism capacity, sparse matrix capability, and an improvement in the selection of marker genes.

### Dynamic threshold for markers selection

The non-negative matrix factorization method is sensitive to the selection of marker genes and we, therefore, tested several strategies on simulated data. In the original tool, the selection of the marker genes was performed by applying a Wilcoxon test between each cell type of interest and the remaining single-nucleus transcriptomes in the single-cell data. A global threshold for the adjusted *P*-value is used for all cell types. However, this strategy results in an unbalanced and incomplete set of marker genes, where cell types may have either a very high number, few, or zero marker genes. To solve this issue, we proposed a dynamic threshold for marker selection where we first create multiple bootstrapping samples on all clusters selecting nb clusters as background and run Wilcoxon tests over each sampling and cell type of interest. Finally, we performed an outlier analysis based on the log_2_(FC) value using the dbscan algorithm. For each cluster, we started by selecting genes with an adjusted *P* = 0, if this resulted in no or too few genes we relaxed the threshold to an adjusted *P* < 0.05, and finally, the remaining cases were sorted by the adjusted *P*-value. For each cell cluster we therefore found at least N_min_ and at most N_max_ marker genes. To determine optimal parameters, we extensively tested our selection strategy within the deconvolution procedure on simulated bulk datasets generated from the single cell data with known proportions. We found best deconvolution results when selecting nb = 4 background cell clusters, chosen in nbs = 40 bootstrapping samples, and setting the number of required marker genes per cluster to be between N_min_ = 28 and N_max_ = 35. With the optimal parameters we obtained Pearson correlation values of >0.99 between the calculated proportions and the real ones and a sum of residuals of 0.0732.

### Deconvolution of bulk data

Our bulk data sample is taken from 18-wk-old mice. We therefore filtered the single-cell dataset to only include data from 4-, 8-, and 24-wk single-cell data. We used a subset of seven cell types corresponding to T-Cell differentiation pseudotime (59): DN (P), DN (Q), DP (P), DP (Q), αβT (entry), CD8+ T, and CD4+ T. These seven cell types make up 93.4% of the expression found in the complete set of 29 cell clusters in the single-cell data.

The following similarity tree between cell types was used for the tree-guided procedure:

(i) Subcluster 1: DN(P), DN(Q)
(ii) Subcluster 2: DP(P), DP(Q), αβT(entry)
(iii) Subcluster 3: CD8+ T, CD4+ T

### Differential expression analysis between simulated and real bulk data

We constructed a simulation of bulk data samples based on proportions estimated from the single cell non-tumor samples. We assumed that if there were extra cell types in the ALK tumor replicas these additional cell types should be characterized through differentially expressed genes between the simulations and the real replicas.

We chose the top 10% most highly expressed genes in the original bulk data plus the 175 marker genes, and performed a differential expression analysis using DESeq2 between the bulk samples and the corresponding replicas in the simulation.

### Source code

For more details, please refer to the R notebook and the source code at: https://github.com/crhisto/thymus_NPM-ALK_notebook.

### RRBS

DNA was isolated as described above. DNA concentration was measured using Qubit dsDNA HS Assay Kit from Invitrogen according to the manufacturer’s protocol. In total, 500 ng (25 ng/μl, 20 μl total) of DNA was sent for RRBS analysis (Biomedical Sequencing Facility, CeMM) according to established protocols (112, 113).

### RRBS data analysis

The global changes in methylation, individual CpGs, and clusters of covered CpGs were analyzed using packages from R Bioconductor (114, 115). For CpG level comparison, percentage of methylation of individual CpGs was calculated using the methylKit package (116) and the coverage files from the bismark aligner (117). To prevent PCR bias and increase the power of the statistical tests, we discarded bases with coverage less than 10 in all samples. The bisulfite conversion rate was calculated as the number of thymines (non‐methylated cytosines) divided by coverage for each non‐CpG cytosine, as implemented in methylKit. Differential methylation analysis of single CpGs between different groups was also performed in the same package and the CpGs with *P* < 0.01 and β value differences more than 25% defined as significant. In addition, density, PCA, and correlation plots were also generated by R Bioconductor packages. DMRs were determined using DSS package (118, 119, 120, 121) which outperforms other methods when the sample size per group is small owing to the adoption of the Wald test with shrinkage for determining differentially methylated cytosines (122). We identified DMRs using the coverage files from bismark with a *P*‐value threshold of 0.01 and Δβ value more than 25%. The individual CpGs and DMRs were annotated using Annotatr package (123). For the enhancer analyses, DMRs between ALK tumor cells and Ctrl thymocytes were compared with ENCODE datasets for H3K4me1 and H3K27ac marks in murine thymus. We downloaded the ENCODE datasets from the ENCODE portal (75) (www.encodeproject.org) with the following identifiers: ENCFF666XCJ and ENCFF354DWX. Enhancers were predicted, and k-means clustering analysis was performed using deep Tools v2.0 (124). The “computeMatrix” command with the sub-command “scale-regions” was used to generate the table underlying the heat maps, using a 5-kb window indicated by start (S) and end (E) of the DMR region. “plotHeatmap” was used to visualize the table. Region set enrichment analysis against publicly available datasets using the LOLA software was used to identify shared biologically patterns among DMRs (64). Significant CpGs (*P* < 0.05; beta value difference >15%) from promoter region (hyper-methylated: 850; hypo-methylated: 576) were merged into 200 base pair tiling regions across the genome before LOLA analysis. The significant hyper- and hypomethylated regions obtained were used as the query set and the set of all differentially methylated tilling regions were used as universe set. For a focused analysis, only region sets from ESCs, T lymphocytes, and thymus in the LOLA core database were included. All the enrichments with a FDR adjusted *P* < 0.05 using the Benjamini Hochberg procedure were considered significant. For network analysis, data were analyzed through the use of QIAGEN’s Ingenuity Pathway Analysis (IPA, QIAGEN Redwood City, www.qiagen.com/ingenuity).

### Statistics

Data are represented as mean ± SD, if not otherwise stated and were analyzed using GraphPad Prism (version 6, GraphPad Software, Inc.). To assess differences between groups, unpaired *t* test or one- or two-way ANOVA followed by multiple comparison were used, depending on number of samples. Significance was defined according to following *P*-values: *P < 0.05; **P < 0.01; ***P < 0.001 ****P < 0.0001. Nonsignificant *P*-values are not shown. Survival statistics were analyzed using GraphPad Prism. Pairwise curve comparison with ALK tumors using log-rank calculations (Mantel–Cox test) were used to assess differences between the groups.

## Data Availability

The RNA-seq and RRBS datasets were deposited to the NCBI Gene Expression Omnibus (125) accession number GSE162218. FACS raw data were deposited to http://flowrepository.org (126) ID number FR-FCM-Z35D.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

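RNA of 12 mice was analysed, 3 in each of 4 groups: thymocytes of control mice with a loxP-flanked Dnmt1 gene (Ctrl), thymocytes of mice with Cd4-Cre deletion of Dnmt1 (KO), T-cell lymphoma cells of NPM-ALK transgenic mice (ALK) and thymocytes of NPM-ALK transgenic mice with the deletion (ALKKO). Groups, replicate numbers, ages and sexes were taken from the labels of the samples and the paper, and no sample was regrouped by its values. The labels give ages of 19 to 31 wk where the paper's methods give 18 wk.

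The authors prepared stranded poly(A) libraries, trimmed the single-end reads, aligned them to the mouse genome mm10 with STAR and deposited the raw count of reads that HTSeq assigned to each gene, without normalization. Reads that aligned to several places or to several genes are in no gene's count, so genes with near-identical copies are counted in part. The paper's text does not name the versions of these tools, the release of the annotation or the strand setting of the counting, so values of antisense and overlapping genes are uncertain. Each file lists 50600 gene IDs, of which 50376 were matched to positions and symbols of GENCODE M21 on GRCm38. Between 12473857 and 18864327 reads per library were counted on genes (median 15262212), and the 10 most abundant genes took 2.46% to 6.94% of them. The floor of 3 counts equals 0.159 to 0.24 CPM, and intervals and floors cover counting error only, since reads were counted without molecular identifiers. No pair of libraries in a group was alike within sampling noise (chi-square per degree of freedom 13.5 to 207).

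Genes were tested with edgeR 4.0.16 in R 4.3.3: TMM normalization (factors 0.913 to 1.06), filterByExpr, a design with 1 term per group over all 12 libraries, glmQLFit with robust estimation and glmQLFTest, with Benjamini-Hochberg adjustment over the 16052 genes tested. The common biological coefficient of variation was 0.436. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 1. Standard errors of log2 fold changes were derived from the F statistic. Folds against a group whose libraries are all at or under 3 counts were computed against that floor and are lower bounds. Single genes were also compared by an exact permutation test of CPM, whose smallest two-sided p is 0.1 with 3 mice against 3. Gene lists were tested with fry of limma 3.58.1 on the edgeR fit, over 66 tests. Distances, principal components and clustering used the variance-stabilizing transformation of DESeq2 1.42.0. Sequence similarity to Npm1 was searched with blastn 2.17.0 at a maximum E value of 1e-10. Python 3.11.15 with pandas 2.3.3 was used for loading and plotting.

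The genes named in the text follow a rule: every gene the paper names with the RNA-seq data, Dnmt1, Alk, Mki67, the sex-linked genes, Cd4, Cd8a, Cd8b1, Cd44 and Il2ra, and for ALK, ALKKO and KO against Ctrl the 3 called genes with the largest rises and the 3 with the largest falls, with a symbol, a mean of at least 1 CPM and no overlap between the groups. Outside this rule, Npm1, Tnfrsf8, Nppa, Myh6, Gsdme, the pseudogenes Gm17917 and Gm17906 and the leading Trbv gene of each library are also named, chosen after their values were seen. Stat3, whose protein the paper measured, was counted with the marker genes. Of the genes of the rule and Stat3, apart from those added by their fold change, 63 were tested, the added marker and sex-linked genes among them. In ALK against Ctrl, 46 of them had an adjusted p under 0.05 over all genes and 52 over the list alone, in ALKKO against Ctrl 3 and 10, and in ALKKO against KO 1 and 9. The list holds many of the paper's own calls on these data, so the counts over the list show no stability.

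The alternatives were DESeq2's Wald test, DESeq2's size factors in edgeR, no low-count filter, a filter of at least 10 counts in every library, the replicate number as a block, sex or labelled age as a covariate, only the 2 groups compared, edgeR's glmTreat, other fold change thresholds, camera in place of fry, other gene sets and transformations for distances and clustering, and each library left out in turn. The pairing behind the block comes from the replicate numbers in the labels. DESeq2's defaults on all genes were added after the data were seen.

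The tests were run on simulated counts drawn from the gene means, gene dispersions and library sizes of the real ones, with 200 of 16052 genes changed in ALK. Means and dispersions were taken over all 12 libraries, tumors included. The changed genes were drawn from the more expressed ones, with log2 fold changes well past the threshold of 1. No change was put into KO or ALKKO. Recovery of smaller changes, of low-count genes and of changes in KO or ALKKO was therefore not measured. The edgeR test recovered 81.5% of them in ALK against Ctrl with 7 other calls and made 0 calls in each comparison without a change. DESeq2's Wald test recovered 93% with 43 other calls and made 25 to 27 calls in the comparisons without a change. The interaction test recovered 63.5% with 4 other calls. Among simulated lists of 20 genes, fry found the 1 changed list by its unadjusted p and 0 of 20 unchanged lists by their adjusted p.

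The gene sets of the paper's enrichment analysis, its single-cell and simulated mixtures, its methylation data and its quantitative PCR were not analysed here.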

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

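The tests of female cells and of reads from KO2 behind Xist, both tests of the B cell genes, the tests of low counts in the germline list, of a lymphoma clone, of the NPM1 transgene and of the Cre transgene were chosen only after the result was seen. Lists of marker genes were written from general knowledge, and the list of heart muscle genes was written after the highest genes of the third KO mouse (KO3) had been seen and leaves those out.

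The effect of the NPM-ALK transgene was compared between cells with and without Dnmt1. In 1433 genes, 531 with a positive and 902 with a negative difference, ALK against Ctrl differed from ALKKO against KO (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 4452 genes had an unadjusted p under 0.05). Myc was among them, with a difference of 1.69 on the log2 scale (adjusted p = 0.00805), and Notch1, with 2.81 (adjusted p = 0.0127 from the same test). Of 100 regroupings of the 12 libraries within replicate numbers, 9 gave as many genes. The real grouping is 1 of the 9, and all 9 were among the 10 regroupings that kept the 3 ALK libraries in 1 group, which gave 1319 to 2183 genes, while the others gave at most 29. The count follows the ALK libraries, the only tumors, and the difference cannot be told apart from one between tumor and thymus.

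Xist, which the paper does not discuss, was higher in the ALKKO mice, all labelled male (87.0, 101 and 16.1 CPM), than in Ctrl (1.43 to 4.18 CPM), a log2 fold change of 4.63 (SE 1.87, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.132 to 1.00 over the alternatives; higher in 3 of 3 mice). It was also raised in KO1 (47.4 CPM), KO3 (27.0 CPM) and the third ALK tumor (140.0 CPM). Cells of a female mouse in the samples might explain this. The rise of Xist in ALKKO was 9.48% of its rise in the female KO2, and the sum of 4 Y-linked genes was 92.7% of that of Ctrl, with an SD of 4.30% in Ctrl and 4.64% in ALKKO, so a fall by that share cannot be told apart from none. Reads of the KO2 library are not a likely source, since the B cell genes rose by 0.701% of their rise in KO2. Silencing of the X chromosome was not seen: the median log2 fold change was 0.03 over 496 X-linked genes and 0.01 over 15516 autosomal genes, the 67.0 percentile of 10000 matched lists. A release of Xist with the loss of Dnmt1 remains a hypothesis that cannot be told apart from female cells, and the third ALK tumor, without the deletion, goes against it as the sole explanation.

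Of a list of 27 germline genes known to be silenced by DNA methylation, which the paper's text does not mention, 13 passed the low-count filter. Most of these 13 were higher in cells without Dnmt1. A gene near 0 in Ctrl passes the filter only if it has reads in other groups, so the filter favours genes that rose. Some of the genes left out had no reads in any library, and others were raised in ALKKO at low counts. The mean log2 fold change of the 13 tested genes of the list was 3.02 in ALKKO (10 genes higher; adjusted p = 3.46e-05 by limma's fry, 1.97e-41 to 0.981 over the alternatives) and 2.26 in KO against Ctrl (10 genes higher; adjusted p = 0.000473, 1.59e-17 to 0.495 over the alternatives). The list mean of log2(CPM + 1) was 1.89 to 1.99 in the ALKKO mice, 1.26 to 1.58 in the KO mice and 0.759 to 0.848 in the Ctrl mice, so 3 of 3 mice were higher in both groups. Low counts alone are an unlikely cause, since both list medians lay at the percentile 100 of 10000 lists matched on mean expression. Nor did the result rest on 1 library: the highest adjusted p over 12 fits that each left out 1 library of the groups compared was 0.00398. The filter of at least 10 counts in every library left 1 of the 13 genes, and with it the list did not pass the threshold (0.02 in ALKKO and -0.51 in KO). Of the 4 splits that part all same-numbered libraries, 1, the real split, shifted the list as far in each comparison. As 1 of 4 is the smallest share possible, the splits cannot tell the result apart from a chance split and count neither for nor against it. The largest shift in the other 9 splits was 0.73 for ALKKO and 0.81 for KO. A release of these genes by the loss of Dnmt1 is a hypothesis.

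Gh, the growth hormone gene, was expressed in all KO mice (18.7, 9.82 and 19.3 CPM) and ALKKO mice (23.6, 12.9 and 19.2 CPM) and at most at 0.536 CPM in Ctrl and ALK. Its log2 fold change in KO against Ctrl was 5.38 (SE 0.483, adjusted p = 0.00574 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1.31e-23 to 0.220 over the alternatives; higher in 3 of 3 mice). A candidate explanation is a growth hormone sequence in the Cre transgene, whose sequence was not used here. Gh changed by 0.22 on the log2 scale (SE 0.388) in ALKKO against KO, while the germline list rose by 0.76, and with this error the Cre transgene cannot be told apart from a release with the loss of Dnmt1.

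In KO2 the 14 B cell genes were all higher than in the mean of the other KO mice, with a median log2 difference of 4.73. B cells or lymph node tissue in the sample are a candidate explanation. The B cell list lay at the percentile 100 of 10000 matched lists, which restates the observation and is no second line of evidence. The double-positive thymocyte list lay at 0, with a median of -1.42. Several other lists also lay at 0 or 100, among them mature circulating T cells (1.85) and interferon response (2.03), since random lists of independent genes vary little, so the size of the difference carries more than the percentile. After thinning to 12474000 reads per library the difference was 4.58. The values compared were already scaled for library size, so thinning could hardly change the difference. It counts neither for nor against library size as a cause. No biological explanation was tested, since the design gives none for 1 mouse of a group.

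In KO3, the 14 tested heart muscle genes were all higher than in KO1, with a median log2 difference of 4.47 (KO2 was not used as a reference because of its B cell genes). Among genes chosen after their values were seen, Nppa had 2248 CPM and Myh6 1473 CPM in KO3, and at most 7.30 CPM in any other library. The list lay at the percentile 100 of 10000 matched lists, which restates the observation. After thinning the difference was 4.46, which for the same reason as in KO2 counts neither for nor against library size as a cause. Heart tissue in the sample is a candidate explanation, and no biological explanation was tested.

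In each ALK tumor, 1 T-cell receptor beta variable gene took a larger share of the Trbv counts than any did in the thymus. Trbv29 took 83.2% (95% Wilson interval 79.1% to 86.5%) of 392 Trbv counts in the first, Trbv3 92.1% (91.3% to 92.8%) of 5351 in the second and Trbv31 45.6% (44.1% to 47.0%) of 4478 in the third, while Trbv13-2 led in all 9 thymus libraries with 15.9% to 19.7%. Few counts are an unlikely cause, since thymus libraries thinned to 392 counts, 1000 times each, reached at most 27.8%. Expanded lymphoma clones, with others in each mouse, are a candidate explanation, but the test of it, that the lowest share, 45.6%, lay above every thymus library, restates the observation and is no second line of evidence. The share in the third tumor leaves room for several clones. Among the alpha variable genes the leading share was 26.7% of 15 counts, 27.4% of 84 and 18.4% of 354 in the tumors and 5.75% to 9.04% in the thymus, also higher in the tumors, with too few counts in the first tumor (95% interval 10.9% to 52.0%) to say whether 1 alpha gene dominates. The Trbv genes are a multigene family, so their counts are uncertain.

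Gm17917, a pseudogene chosen after its values were seen, had 47 reads in the ALK and ALKKO libraries and 0 in Ctrl and KO. It aligns to Npm1 with 82.0% identity over 607 bases. Of 20 Npm1-like pseudogenes, Gm5611, Gm17910, Gm17917 and Gm17906 had more reads in each library with the transgene than in every library without it. Of the 18 besides Gm5611 and Gm17910, 5 had reads, 67 in all, only in libraries with the transgene, 0 had reads only in the others, and 6 had reads in both (191 and 172). Reads of the human NPM1 part of the transgene counted on mouse pseudogenes are a candidate explanation for Gm5611 and Gm17910 too. The human sequence was not used here, and a regulation of the pseudogenes by NPM-ALK cannot be told apart from it.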

How the results depend on the processing

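The alternatives were set before the data were examined, apart from DESeq2's defaults on all genes (its own independent filtering), which were chosen after seeing the data. Over 12 main results, 53 values moved, by more than 1.5 times for counts and by more than the spread between libraries for distances and the first principal component, and 116 did not. None of the 12 was reversed. A count of genes has no sign, so this does not cover the share of higher calls. In ALK against Ctrl that share was 41.1%. It was 53.0% with at least 10 counts in every library and 25.7% with glmTreat. DESeq2's size factors, no low-count filter, the sex covariate and no fold change threshold moved none of the counts.

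With DESeq2's Wald test, ALKKO against Ctrl gave 98 genes in place of 29, KO against Ctrl 42 in place of 3, ALKKO against KO 24 in place of 1, the interaction 2486 in place of 1433 and the genes changed in both ALK and ALKKO against Ctrl and KO 10 in place of 1. DESeq2's defaults gave 108, 44, 25, 2572 and 10. With at least 10 counts in every library, 11930 genes were tested, and ALK against Ctrl gave 1756 in place of 3281 (53.0% higher in place of 41.1%), ALKKO against Ctrl 1, KO against Ctrl 0 (602 with an unadjusted p under 0.05), ALK against ALKKO 1531 in place of 3145, ALK against KO 1911 in place of 3796, ALKKO against KO 0 (201 unadjusted), the interaction 667 and the genes changed in both 0 (20 unadjusted). With only the 2 groups, ALKKO against Ctrl gave 98, KO against Ctrl 0 (813 unadjusted), ALK against ALKKO 2049 and ALK against KO 869. With glmTreat the counts were 1325 for ALK against Ctrl, 11 for ALKKO against Ctrl, 1345 for ALK against ALKKO and 1669 for ALK against KO, and with a log2 fold change above 2 they were 2031, 28, 2004 and 2430. With age as a covariate, ALKKO against Ctrl gave 9. On simulated counts without a change, DESeq2's Wald test made 27 calls in ALKKO against Ctrl, 25 in KO against Ctrl and 26 in ALKKO against KO, where edgeR's test made none, so part of its additional calls could be false. The simulated spread of a gene was the same in every group and came from all libraries, tumors included. The simulation therefore does not measure which share of the additional calls between real thymus groups is false. For the other changes the cause was not tested.

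With the replicate block, ALKKO against Ctrl gave 5 genes and KO against Ctrl 0 (576 with an unadjusted p under 0.05), and the other comparisons 2911 (ALK against Ctrl), 2778 (ALK against ALKKO), 3265 (ALK against KO) and 1 (ALKKO against KO), with 1118 for the interaction. Same-numbered libraries are different mice, and their deviations from the group means had a mean r of 0.0363 (18 pairs) against -0.0167 (36 pairs) for different numbers, so the numbers do not pair the libraries.

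Leaving out each library of the groups compared in turn gave 2130 to 3748 genes for ALK against Ctrl, 5 to 9 for ALKKO against Ctrl, 0 to 3 for KO against Ctrl (965 with an unadjusted p under 0.05 where it was 0), 2251 to 3719 for ALK against ALKKO, 3007 to 4394 for ALK against KO, 1 to 1 for ALKKO against KO, 560 to 2219 for the interaction and 1 to 1 for the genes changed in both. The mean distance of ALK libraries to the others over that among the others was 1.96 with log2 CPM, 2.20 with the 500 most variable genes and 2.07 with the filterByExpr genes, in place of 1.83, and the share of variance on the first component was 60.7% and 50.8% with the latter 2 in place of 45.0%.

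Of 111 single-gene results, 53 had the same direction and side of the threshold under all alternatives and 105 kept their direction; of 2294 values, 183 became weaker, 68 stronger and 14 reversed. Of 33 gene-list results, 10 were the same under all and 23 kept their direction; of 528 values, 15 became weaker, 18 stronger and 10 reversed. The values of the reversed results follow. In ALK against Ctrl, Dnmt3a was -0.0243 with at least 10 counts and -0.0270 with age (-0.0560 to 0.18 with libraries left out), Il2ra 0.12 with age (-0.76 to 0.22), Xist -0.75 with age (-0.82 to 4.68), Kdm5d -0.0152 with age (-0.0632 to 0.25) and the granulocyte, macrophage and stroma list 0.0339 with at least 10 counts. In KO against Ctrl the germline list was -0.51 with at least 10 counts. With libraries left out, the ranges in ALKKO against Ctrl were -0.38 to 0.0362 for Myc, -0.15 to 0.0651 for Cdk4, -0.0236 to 0.41 for the B cell list, -0.00361 to 0.20 for mature T cells, -0.18 to 0.0173 for proliferation and -0.0362 to 0.32 for granulocytes, and in KO against Ctrl -0.21 to 3.75 for B cells, -0.0567 to 1.16 for mature T cells, -0.24 to 0.00206 for the MYC list and -0.33 to 1.01 for interferon response. The B cell, mature T cell and interferon lists reversed in KO against Ctrl only in the fit without KO2, and the MYC list only in that without KO1. For the other reversals the cause was not tested. The interaction and the genes changed in both gave no value with glmTreat and with only the 2 groups, genes outside a stricter filter gave none under it, DESeq2 gave no adjusted p for Ifit1bl1 in ALK against Ctrl, and its Wald test gave none for Xist.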

Differences from the paper's values

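In ALKKO against Ctrl, 28 genes were called higher and 1 lower, where the paper's values are 99 and 8. Of the alternatives set before the data were examined, DESeq2's Wald test gave 91 higher and 7 lower, within the paper's, and the fit with only the 2 groups gave 94 higher, while its 4 lower, and all other alternatives, stayed apart. Besides Alk, 0 genes were called in both ALK and ALKKO against Ctrl and KO (36 genes, Alk included, had an unadjusted p under 0.05 in all 4 comparisons in the same direction), where the paper's value is 7; DESeq2's Wald test gave 9, and no other alternative set before the data were examined closed the gap. In KO against Ctrl, 3 genes were called higher and 0 lower (886 with an unadjusted p under 0.05), where the paper's Fig S6B shows about 41 and about 4, read by eye; DESeq2's Wald test gave 38 and 4, and no other alternative set before the data were examined closed the gap. DESeq2's defaults on all genes, chosen after seeing the values, gave 100 higher and 8 lower in ALKKO against Ctrl, 40 and 4 in KO against Ctrl, and 10 genes called in both, Alk included.

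The paper states that Tha1, Trim66, Gzma, Socs3, Gm5611, 5830468F06Rik and Gm17910 were raised in both ALK and ALKKO cells. In ALKKO against Ctrl only Gm17910 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (0.0317; 7.33e-05 to 0.276 over the alternatives), and the others had 0.0549 (Tha1) to 0.332 (Trim66). DESeq2's Wald test, and DESeq2's defaults chosen after seeing the values, called all 7 against Ctrl and against KO. The fit with only the 2 groups called Socs3, Trim66, Gzma, Tha1 and 5830468F06Rik against Ctrl, the sex covariate and the fits without KO2 or without the second ALK mouse called Socs3, the fit without the second ALK mouse Trim66, that without the third Gzma (also against KO), and that without the first Tha1 and 5830468F06Rik.

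The paper states a strong rise of cyclin D1 and Cdk4 RNA in ALK tumors. Ccnd1 had an adjusted p of 0.157 from the same test in ALK against Ctrl, and no setting called it. Cdk4 had a log2 fold change of 0.99, under the threshold of 1, and was called with age as a covariate (1.07) and in the fits without the second Ctrl mouse (1.08), the first ALK mouse (1.07) or the third ALK mouse (1.03). The paper states that Cdk5rap3, Lrp4 and Eif4a1 were significantly raised in tumors. Their log2 fold changes were 0.65, 0.93 and 0.92, with adjusted p of 0.0314, 0.0826 and 0.000432 from the same test. With no fold change threshold Cdk5rap3 and Eif4a1 passed. Lrp4 had an adjusted p under 0.05 with DESeq2's Wald test, the sex covariate, the fit without KO2 and DESeq2's defaults, the last chosen after seeing the values, each with a log2 fold change under 1. No setting called any of the 3 with the threshold of 1.

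The paper's Table S6 lists Ptpn13, Syt13, Tmem50b, Slamf6 and Sox6 as deregulated between tumors and Ctrl. Their adjusted p were 0.0735, 0.0561, 0.0577, 0.0528 and 0.0695 from the same test. DESeq2's Wald test called all 5 (0.0272, 0.0117, 0.0218, 0.0254 and 0.00893), as did DESeq2's defaults, chosen after seeing the values, and over all alternatives the adjusted p ranged from 0.0186 to 0.180, 0.00315 to 0.126, 0.000293 to 0.215, 0.00156 to 0.161 and 0.00388 to 0.392. The sex covariate also called Ptpn13, Syt13 and Slamf6, the fit with only the 2 groups Ptpn13, the replicate number as a block Syt13, the fits without KO1, KO2 or the third ALK mouse Ptpn13, that without KO2 Syt13, and that without the first ALK mouse Syt13, Tmem50b, Slamf6 and Sox6.

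The ages differ as well: the labels give 19 to 31 wk, where the paper's methods give 18 wk.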

Other observations

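The test of expression level behind the MYC list and the tests of other splits below were set before their results were seen.

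For each of the 6 comparisons between 2 groups, the 6 libraries were split in every other way. Of the 4 splits that part all same-numbered libraries, 1, the real split, gave as many called genes in ALK against Ctrl, ALKKO against Ctrl, KO against Ctrl, ALK against ALKKO, ALK against KO and ALKKO against KO. The remaining splits, which keep some same-numbered libraries together, gave at most 31 genes (ALK against KO), and in ALKKO against KO another split gave 8 genes, more than the real 1. In ALK against Ctrl, ALKKO against Ctrl and ALK against ALKKO no other split gave a called gene. Outside ALKKO against KO, the share was 1 of 4 and 1 of all 10 splits, the smallest that 3 mice against 3 allow. For those comparisons the splits alone cannot tell the counts apart from a chance split, whatever the data, and count neither for nor against them. In ALKKO against KO, 2 of all 10 splits, the real one included, gave as many genes. Its count of 1 gene is therefore within what other splits gave. Of 100 regroupings of the 12 libraries, 2, the real grouping included, gave as many genes changed in both ALK and ALKKO against Ctrl and KO.

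Among the gene lists in ALK against Ctrl, 1 of 4 splits, the real one, shifted the list as far for MYC targets, double-positive thymocytes, the T-cell receptor complex, early double-negative thymocytes, Notch targets and interferon response, and 2 of 4 splits did for proliferation. For the former, 1 of 4 is again the smallest share possible, so the splits cannot tell them apart from a chance split. The mean log2 fold change of the T-cell receptor complex list was -2.12 (0 of 14 genes higher; adjusted p = 0.00126 by limma's fry, 6.05e-08 to 0.00667 over the alternatives), and that of the proliferation list 0.35 (25 of 26 genes higher; adjusted p = 0.593, 0.0651 to 0.859 over the alternatives). The rise of the MYC list is unlikely to follow from the mean expression of its genes, since its median of 1.06 lay at the percentile 100 of 10000 matched lists. Cell types differ between tumor and thymus, and these lists cannot separate that from regulation within a cell type.

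RNA values for genes the paper measured by other methods were as follows. Notch1 (chromosome 2 from 26457903 to 26516663 of GRCm38) had 2388 ± 1539.7 CPM in ALK and 225 ± 7.83 CPM in Ctrl, a log2 fold change of 3.41 (SE 0.408, adjusted p = 0.000553 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; higher in 3 of 3 mice). Dnmt3b rose by 1.70 (SE 0.259, adjusted p = 0.00155) and Tet1 by 1.47 on the log2 scale (SE 0.431, adjusted p = 0.0279 from the same test, 0.00581 to 0.107 over the alternatives), while Dnmt1 (0.43, SE 0.226, adjusted p = 0.174) and Dnmt3a (0.06, SE 0.159, adjusted p = 0.796) were not past the threshold. Mki67 had 1577, 1380.3 and 590.1 CPM in the ALK mice and 805 ± 71.9 CPM in Ctrl (adjusted p = 0.260 from the same test), and Stat3 had a log2 fold change of 0.24 (adjusted p = 0.398 from the same test).

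Tnfrsf8, which encodes CD30 and was chosen after its values were seen, had 75.3 ± 23.1 CPM in ALK, 30.9 ± 8.89 CPM in ALKKO, 12.8 ± 1.62 CPM in Ctrl and 10.5 ± 3.23 CPM in KO. Its log2 fold change against Ctrl was 2.56 in ALK (adjusted p = 0.000737) and 1.27 in ALKKO (adjusted p = 0.378) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 mice in both. DESeq2's Wald test, and DESeq2's defaults chosen after seeing the values, called Tnfrsf8 in ALK and in ALKKO against both Ctrl and KO. The Wald test also made calls on simulated counts without a change. Klra9 had 68 to 117 counts in the Ctrl mice and at most 4 in any other mouse, KO included.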
